# High neural activity accelerates the decline of cognitive plasticity with age in *Caenorhabditis elegans*

**DOI:** 10.7554/eLife.59711

**Published:** 2020-11-24

**Authors:** Qiaochu Li, Daniel-Cosmin Marcu, Ottavia Palazzo, Frances Turner, Declan King, Tara L Spires-Jones, Melanie I Stefan, Karl Emanuel Busch

**Keywords:** experience-dependent plasticity, neural ageing, transcriptomics, oxygen-sensing neurons, neuronal Ca2+ homeostasis, plasticity decline, *Caenorhabditis elegans*, learning and memory, *C. elegans*

## Abstract

The ability to learn progressively declines with age. Neural hyperactivity has been implicated in impairing cognitive plasticity with age, but the molecular mechanisms remain elusive. Here, we show that chronic excitation of the *Caenorhabditis elegans* O_2_-sensing neurons during ageing causes a rapid decline of experience-dependent plasticity in response to environmental O_2_ concentration, whereas sustaining lower activity of O_2_-sensing neurons retains plasticity with age. We demonstrate that neural activity alters the ageing trajectory in the transcriptome of O_2_-sensing neurons, and our data suggest that high-activity neurons redirect resources from maintaining plasticity to sustaining continuous firing. Sustaining plasticity with age requires the K^+^-dependent Na^+^/Ca^2+^ (NCKX) exchanger, whereas the decline of plasticity with age in high-activity neurons acts through calmodulin and the scaffold protein Kidins220. Our findings demonstrate directly that the activity of neurons alters neuronal homeostasis to govern the age-related decline of neural plasticity and throw light on the mechanisms involved.

## Introduction

One of the most feared aspects of ageing is that as we get older our brain function deteriorates. Neural plasticity, which is the ability of the nervous system to adapt to changing environments or to encode new memories, declines continuously and progressively from early adulthood (Arey and Murphy, 2017; Park and Bischof, 2013). The environmental and intrinsic factors driving this decline of neural plasticity are not well understood (Arey and Murphy, 2017; Bénard and Doitsidou, 2017; Bishop et al., 2010; Stein and Murphy, 2012). Sensory input and neural excitation are important in regulating the ageing process and have been shown to control *C. elegans* lifespan (Alcedo et al., 2013; Zullo et al., 2019), but how they drive the ageing of cognitive function and plasticity remains obscure.

A growing body of evidence indicates that neural hyperactivity is an early-stage functional hallmark of neurodegeneration, particularly in Alzheimer’s disease (Busche and Konnerth, 2016; Filippini et al., 2009; Hämäläinen et al., 2007; Koelewijn et al., 2019; Leal et al., 2017; Palop et al., 2007; Putcha et al., 2011; Stargardt et al., 2015). Other studies too suggest that neural hyperactivity impairs memory formation. For example, subregions of the hippocampus with elevated neural activity are unable to encode new information in ageing rats (Wilson et al., 2005), and drug treatment that lowers hippocampal activity improves memory formation in humans (Bakker et al., 2012). Also, epilepsy, which is characterized by neural overactivation, is frequently associated with cognitive impairment, especially with deficits in learning and memory, and increases the risk of developing dementia with age (Dodrill, 2002; Hermann et al., 2008; Miller et al., 2016; Sen et al., 2018). A direct role of sensory input and neuronal activity in age-related cognitive decline has not yet been studied, however. Dysregulation of neuronal Ca^2+^ signaling has been implicated in activity-linked cognitive decline (Foster, 2007; Lerdkrai et al., 2018; Pchitskaya et al., 2018; Toescu and Verkhratsky, 2007a), but the underlying genetic and molecular mechanisms are poorly understood. Elucidating how neuronal activity regulates cognitive decline at the molecular level may pave the way for a strategy to slow cognitive decline with age.

To study the mechanisms that govern the decline of cognitive plasticity with age, we are using the robust and reproducible behavioral responses to O_2_ in *C. elegans,* a genetically and molecularly tractable nematode worm with an average lifespan of three weeks. These animals strongly avoid environments in which the atmosphere is either rich in O_2_ (21%, as in the air) or poor in O_2_ (<5%) and they move toward environments with O_2_ levels of 5–10%, which are optimal for adequate cellular respiration but cause little oxidative stress (Busch et al., 2012; Gray et al., 2004; Lee and Atkinson, 1976; Persson et al., 2009). As the concentration of O_2_ increases, the animals gradually switch their locomotory behavior from low-speed ‘dwelling’ to high-speed ‘persistent roaming’. This O_2_-evoked switch is sustained for as long as the animals are exposed to the higher concentration of O_2_ (Busch et al., 2012). Four O_2_-sensing neurons – the URX pair, AQR and PQR – continuously respond to high concentrations of O_2_ to generate this persistent roaming behavior (Busch et al., 2012). Tonic activity of these neurons is necessary and sufficient to set the behavioral state according to the ambient O_2_ concentration for many minutes and even hours. The activity state and cytoplasmic Ca^2+^ concentration of these neurons are chronically elevated by long-term exposure to a high concentration (21%) of O_2_ (Busch et al., 2012). The functional properties of these O_2_-sensing neurons thus make them an ideal system for manipulating long-term neuronal excitation in vivo.

Here, we have established an assay in *C. elegans* to elucidate how neuronal activity affects the decline of neural plasticity with age. Animals show O_2_ experience-dependent behavioral plasticity, where an overnight shift of the O_2_ concentration in the culture environment reprograms the worms’ O_2_-evoked speed responses. We show that long-term activation of O_2_-sensing neurons accelerates the decline of plasticity with age at both the neuronal and behavioral level. By gene expression profiling of O_2_-sensing neurons in ageing animals, we show that neuronal activity alters age-related changes in the transcriptome of O_2_-sensing neurons, suggesting a re-distribution of neuronal resources according to neuronal activity state during ageing. In particular, the differential expression of neuronal genes that modulate Ca^2+^ homeostasis plays a central role in mediating activity-dependent decline. Low activity neurons require the K^+^-dependent Na^+^/Ca^2+^ (NCKX) exchanger to remove intracellular Ca^2+^ in order to sustain plasticity with age, whereas the decline of plasticity associated with high neuronal activity acts through calmodulin and the scaffold protein Kidins220 (also known as ARMS).

## Results

### Previous oxygen experience determines whether the plasticity of O_2_ responses is maintained or lost with age in *C. elegans*

Long-term exposure to different oxygen environments creates a memory that configures *C. elegans’* aversion to high CO_2_ (Fenk and de Bono, 2017). We therefore hypothesized that *C. elegans* adapt their O_2_ preference depending on previous oxygen experience. To test this, we cultured animals from birth in an atmosphere of either their preferred O_2_ concentration (7%) or at 21% O_2_, and assayed the speed of locomotion of young (1-day-old) adults when they were exposed to a series of stepwise decreasing concentrations from 21% to 7% O_2_ and a final step from 7% to 21% O_2_ (Figure 1—figure supplement 1A,B). The reference laboratory strain N2 has acquired a hyperactive version of the neuropeptide receptor NPR-1, which attenuates avoidance of 21% O_2_ in the presence of bacterial food (McGrath et al., 2009; Persson et al., 2009). We therefore tested animals bearing the *ad609* loss-of-function mutation in *npr-1,* thus restoring their robust avoidance of high O_2_ (Busch et al., 2012). Strikingly, the concentration of O_2_ at which the worms were initially cultured determined their responses to the stepwise changes in O_2_ concentration: animals initially cultured in 21% O_2_ gradually decreased their speed of locomotion as the O_2_ concentration decreased from 21% to 7%, as observed in previous studies (Busch et al., 2012); those initially cultured in 7% O_2,_ however, were highly motile at all concentrations from 21% to 11% and only exhibited dwelling behavior when they reached their initial culture condition of 7% O_2_ (Figure 1—figure supplement 1B).

We hypothesized that animals can ‘update’ their O_2_ preference if they have recently been switched to a different oxygen environment, and tested this by transferring them from 21% to 7% O_2_ or vice versa 12 hr before assaying their locomotory speed in response to stepwise changes in O_2_ concentration (Figure 1A). Indeed, when 1-day-old adults cultured at 21% were shifted to 7% O_2_ overnight, their locomotory response to intermediate O_2_ strongly increased compared to animals cultured at high oxygen throughout, and resembled that of animals that had been cultured at 7% O_2_ for their whole life (Figure 1B,C). Conversely, animals shifted from 7% O_2_ to a 21% oxygen environment decreased their locomotory speed at intermediate O_2_ relative to animals cultured at 7% oxygen throughout, and their response resembled that of animals cultured at 21% O_2_ for their whole life (Figure 1B,C). This shows that the tuning of oxygen responses depends on the O_2_ conditions animals were cultured in and is plastic according to the most recent O_2_ concentration change.

**Figure 1.**
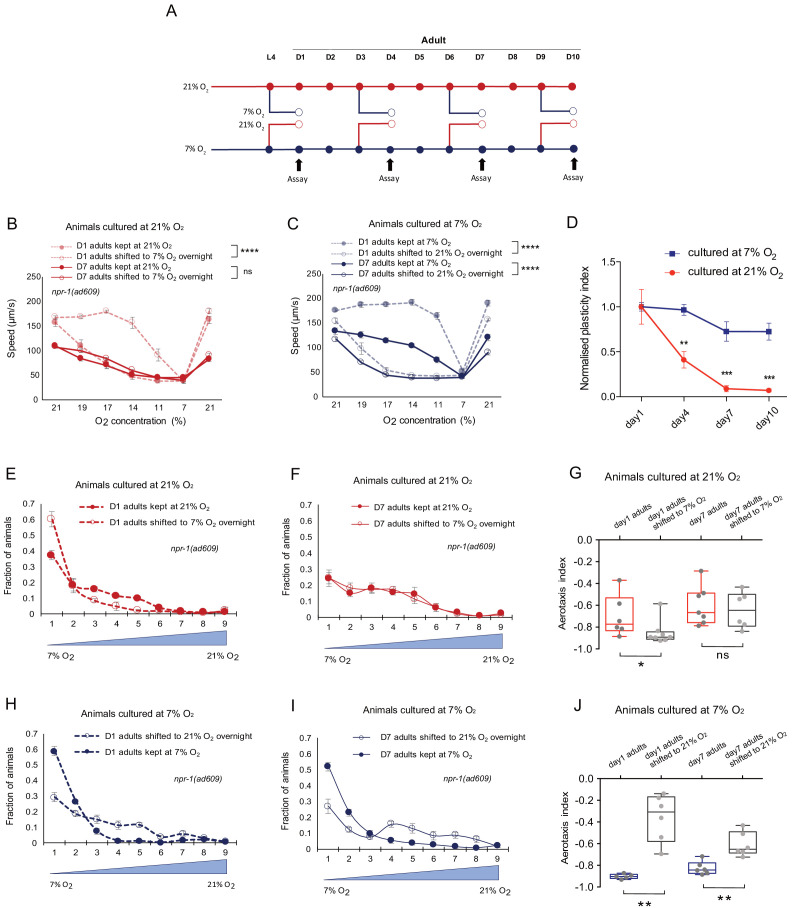
Previous oxygen experience determines the retention or loss of the plasticity of O_2_ responses with age in *C. elegans*. (**A**) Assay scheme for testing O_2_-evoked speed responses of day 1, day 4, day 7, and day 10 adults. (**B and C**) O_2_-evoked speed responses of day 1 and day 7 adults cultured at 21% O_2_ (**B**) and 7% O_2_ (**C**), and speed responses after shifting to 7% O_2_ (**B**) and 21% O_2_(C) for overnight culturing at L4 stage and day 6 of adulthood respectively. Mean ± sem, n = 7 assays (70–140 animals) were performed for each condition, ****p<0.0001 indicates a significant effect of overnight O_2_ level shift on speed responses, ns, p>0.05, mixed model ANOVA. (**D**) Animals cultured at 7% O_2_ showed slower decline rate of plasticity with age compared to animals cultured at 21% O_2_. Mean ± sem, n = 3–7 assays (45–140 animals) for each condition, **p<0.01, ***p<0.001, asterisks indicate a significant difference between the normalized plasticity index of 21% and 7% O_2_ cultured animals, unpaired t-test with Holm-Sidak correction for multiple comparisons. (**E and F**) Aerotaxis assay showing O_2_ preference of day 1 (**E**) and day 7 adults (**F**) cultured at 21% O_2_ and after shifting to 7% O_2_ for overnight culturing. Animals were exposed to an O_2_ gradient from 7% to 21% O_2_ and the area was divided into nine grids for counting and calculation. Mean ± sem, n = 6–8 assays. (**G**) Aerotaxis index of day 1 adults cultured at 21% O_2_ showed plasticity after shifting to 7% O_2_, while day 7 adults cultured at 21% O_2_ showed no plasticity after shifting to 7% O_2_. Mean ± sem, *p<0.05, ns, p>0.05, Mann-Whitney U test. (**H and I**) Aerotaxis assay showing O_2_ preference of day 1 (**H**) and day 7 adults (**I**) cultured at 7% O_2_ and after shifting to 21% O_2_ for overnight culturing. Mean ±sem, n = 5–6 assays. (**J**) Aerotaxis index of day 1 and day 7 adults cultured at 7% O_2_ showed plasticity. Mean ± sem, **p<0.01, Mann-Whitney U test.

**Figure 1—figure supplement 1.**
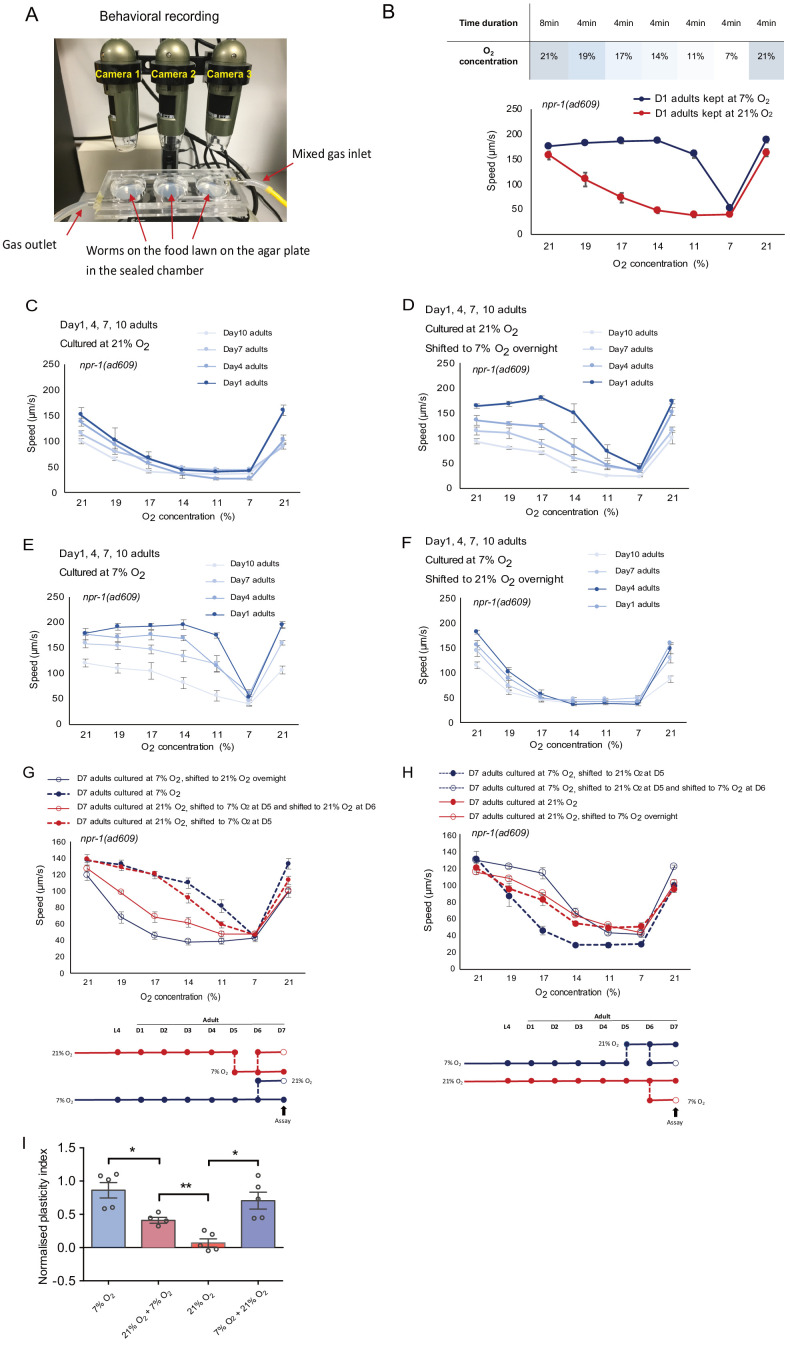
Behavioral assay program, O_2_-evoked speed responses during ageing, and assay paradigm validation. (**A**) Behavioral assay set-up. Three cameras are located above each of the assay plates. During the assay, the chamber was sealed and mixed gas was pumped in at a steady flow rate. Worms were placed on the seeded low peptone plates inside the chamber. (**B**) Assay program for testing worms’ O_2_-evoked speed responses of 21% and 7% O_2_ cultured day 1 adults. A full round assay lasts for 32 min. Specifically, the program is set as 8 min of 21% O_2_, followed by 19%, 17%, 14%, 11%, 7%, 21% O_2_ for 4 min at each step. (**C–E**) O_2_-evoked speed responses gradually decline with age for animals cultured at 21% O_2_ throughout (**C**), or shifted to 7% O_2_ overnight (**D**), and animals cultured at 7% O_2_ throughout (**E**), or shifted to 21% O_2_ overnight (**F**). Mean ±sem, three or more assays were performed for each condition. (**G and H**) O_2_-evoked speed responses of day seven adults cultured at 21% and 7% O_2_ and shifted from 7% to 21% O_2_ (**G**) or shifting from 21% to 7% O_2_ (**H**). Mean ±sem, five or more assays were performed for each condition. (**I**) Plasticity of day 7 adults cultured at 7% O_2_ is significantly higher than animals cultured at 21% O_2_ after shifting from 7% to 21% O_2_ or shifting from 21% to 7% O_2_. Mean ±sem, *p<0.05, **p<0.01, unpaired t-test.

To investigate how age might affect this oxygen-evoked behavior, we cultured animals at either 21% or 7% O_2_ up to the adult age of 4, 7, or 10 days and tested them in the same assay as above. In both culture conditions, locomotory speed at 21% O_2_ gradually declined with age, from 163 µm/s for 1-day-old to 97 µm/s for 10-day-old animals cultured in 21% O_2_ and from 188 µm/s for 1-day-old to 114 µm/s for 10-day-old animals cultured in 7% O_2_; these speeds still enabled animals to robustly avoid high oxygen environments, however (Figure 1B,C,E,F,H,I and Figure 1—figure supplement 1C,E). This suggests that the sensory ability itself remains largely intact until day 10 of adulthood but is accompanied by a progressive decline in locomotory ability, consistent with previous studies on the decline of *C. elegans* nervous system function with age, where locomotory speed typically reaches half-maximal capacity in 7–8 day-old adults (Glenn et al., 2004; Hahm et al., 2015; Hsu et al., 2009; Podshivalova et al., 2017). Response tuning by O_2_ culture condition, that is, the higher locomotory speed at intermediate O_2_ concentrations of worms cultured at 7% O_2_ and lower speed of worms cultured at 21% O_2_, is preserved in ageing animals (Figure 1B,C and Figure 1—figure supplement 1C,E). We then tested if experience-dependent plasticity of O_2_ responses declines with age, by switching 3-, 6-, and 9-day-old animals to the opposite O_2_ environment for 12 hr and recording O_2_-evoked locomotion the next day (Figure 1A). Animals that were cultured at high ambient O_2_ and switched to 7% started to lose the ability to update their O_2_-evoked responses already at day 4 and by day 7 showed no difference to those of animals kept continuously at 21% (Figure 1B,D, Figure 1—figure supplement 1D). By contrast, animals cultured at 7% O_2_ largely retained O_2_ experience-dependent plasticity even up to day 10 of adulthood and changed their locomotory response to stepwise changes in O_2_ concentration after switching to 21% O_2_ for 12 hr (Figure 1C,D, Figure 1—figure supplement 1F). We calculated a plasticity index based on the sum of the speed differential across measurement points, normalized to the plasticity in young adults (see Materials and methods for details). The index documents the divergence in plasticity for worms exposed to a high or low oxygen environment (Figure 1D). The decline of cognitive plasticity with age is thus conditional on environmental state.

To test whether the plasticity loss in animals shifted from 21% to 7% O_2_ and the plasticity retention in animals shifted from 7% to 21% O_2_ may be a consequence of a bias in the assay paradigm, we compared the plasticity of 21% and 7% O_2_ cultured animals after animals were shifted from 21% to 7% O_2_, or from 7% to 21% O_2_ (Figure 1—figure supplement 1G,H). Animals first cultured at 21% O_2_ and then cultured for 1 day at 7% O_2_ showed significantly less plasticity after the 7%→21% O_2_ shift than animals continuously kept at 7% O_2_ (Figure 1—figure supplement 1G,I), while animals first cultured at 7% O_2_ and then cultured for 1 day at 21% O_2_ show significantly higher plasticity after the 21%→7% O_2_ shift than animals continuously kept at 21% O_2_ (Figure 1—figure supplement 1H,I). This suggests that the decline rate of plasticity is dictated by the accumulated long-term environmental exposure to high or low O_2_, rather than the direction of the O_2_ shift. In addition, we observed that the plasticity of 7-day-old 21% O_2_-raised animals cultured for 1 day at 7% O_2_ before the plasticity experiment is significantly higher than that of animals kept at 21% O_2_ throughout (Figure 1—figure supplement 1G–I). This suggests that the loss of plasticity in ageing 21% O_2_-exposed animals is not irreversible but can be restored by temporary cultivation at low oxygen.

Previous experience also alters spatial oxygen preferences, and, like speed, this spatial preference can be updated by recent O_2_ shifts. In a 7–21% O_2_ gradient, animals previously cultured at 7% O_2_ accumulated in a narrow range of O_2_ near 7%, whereas those acclimated to 21% O_2_ distributed over a broader range of concentrations between 7% and near 21% O_2_, showing attenuated avoidance to high and intermediate O_2_ concentrations (Figure 1E,H). These different preferences are maintained in 7-day-old adults (Figure 1F,I). Consistent with the differential decline of O_2_-evoked locomotory responses, day 1 adults cultured at either 21% or 7% O_2_ both show plasticity in their oxygen preference after switching culture conditions (Figure 1E,H,G,J), but only 7% O_2_ cultured worms retained plasticity at day 7 of adulthood (Figure 1F,I,G,J).

Taken together, these results indicate that previous O_2_ experience generates a memory that sculpts O_2_-evoked behavioral responses. The ability to update this memory declines with age conditional on the previous O_2_ environment: it is lost in ageing animals cultured at 21% O_2_ but maintained in animals kept at 7% O_2_.

### Plasticity of O_2_-evoked Ca^2+^ responses is lost in ageing neurons chronically stimulated with high O_2_

To investigate how previous experience and age alter the neural encoding of O_2_ levels, we recorded Ca^2+^ responses in URX neurons in vivo by using the Ca^2+^ sensor cameleon YC3.60 when 1- and 7-day-old adults were exposed to stepwise changing O_2_ concentrations, with the same O_2_ steps as in the assay testing the O_2_-evoked locomotory speed. The URX oxygen-sensing neuron pair are tonic receptors that continuously signal ambient O_2_ concentration, sufficient to mediate most O_2_-evoked behaviors, including the regulation of locomotion, aerotaxis and aggregation (Busch et al., 2012; Macosko et al., 2009). Consistent with previous results (Busch et al., 2012), a 21% O_2_ stimulus induced a tonically elevated Ca^2+^ response in URX, whereas at 7% O_2_ the intracellular Ca^2+^ concentration dropped to baseline. Responses to O_2_ were graded and declined with decreasing ambient O_2_ concentration (Figure 2A,B). O_2_ concentration in the culture environment profoundly affected the magnitude of O_2_-evoked Ca^2+^ responses: in animals grown at 7% O_2_, URX displayed significantly higher [Ca^2+^] responses to high and intermediate O_2_ concentrations compared to 21% O_2_ cultured animals (Figure 2A, red trace and Figure 2B, blue trace, Figure 2—figure supplement 1C).

**Figure 2.**
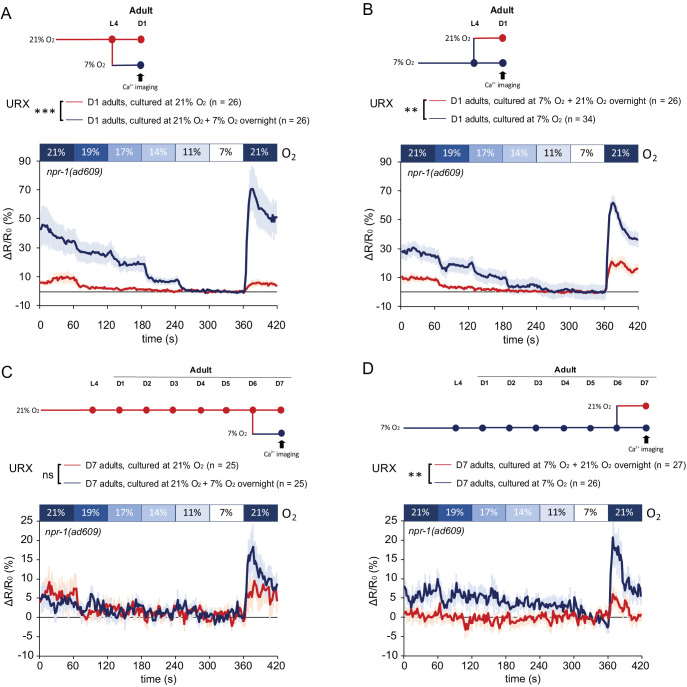
Plasticity of O_2_-evoked Ca^2+^ responses in URX of day7 adults is lost when neurons are chronically stimulated with 21% O_2_, but is retained when neurons are persistently inactive at 7% O_2_. (**A and B**) Ca^2+^ responses of URX to O_2_ of day one adults grown at 21% (**A**) and 7% O_2_ (**B**), and Ca^2+^ responses of animals shifted to the opposite O_2_ condition the night before imaging. O_2_ was applied in the following order the same as speed assay: 21%, 19%, 17%, 14%, 11%, 7%, and 21%. Each step lasts for 1 min. Mean ± sem, n = 26–34 animals per condition, for each 1 min step, 11–60 s period was used for statistical analysis, **p<0.01, ***p<0.001, asterisks indicate a significant effect of overnight O_2_ level shift on Ca^2+^ responses, mixed model ANOVA. (**C and D**) Ca^2+^ responses of URX to O_2_ of day 7 adults grown at 21% (**C**) and 7% O_2_ (**D**), and Ca^2+^ responses of animals shifted to the opposite O_2_ condition the night before imaging. Mean ±sem, n = 25–27 animals per condition, for each 1 min step, 11–60 s period was used for statistical analysis, **p<0.01, ns, p>0.05, asterisks indicate a significant effect of overnight O_2_ level shift on Ca^2+^ responses, mixed model ANOVA.

**Figure 2—figure supplement 1.**
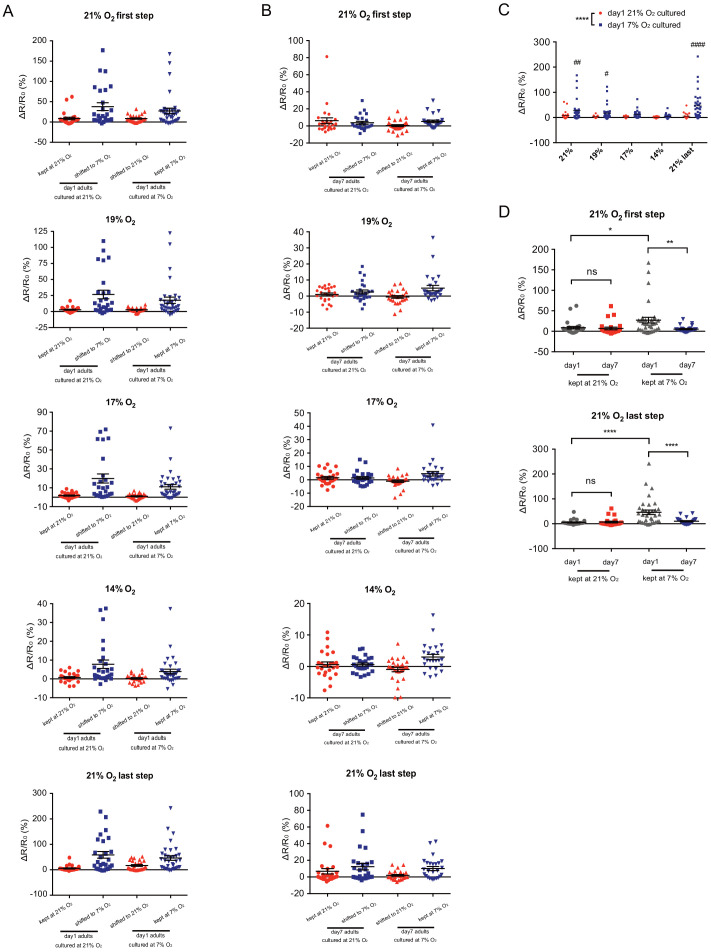
Scatter plots showing URX Ca^2+^ responses of day 1 and day 7 adults cultured at 21% or 7% O_2_. (**A–B**) Scatter plots of URX Ca^2+^ responses of day 1 (**A**) and day 7 (**B**) adults at 21%, 19%, 17%, 14% O_2_ and after the upstep back to 21%O_2_. (CE) URX of 7% O_2_ cultured animals displays elevated [Ca^2+^] to high (21%) and intermediate (19%, 17%, 14%) O_2_ compared to 21% O_2_ cultured animals. ****p<0.00015 indicates a significant effect of O_2_ culture condition on Ca^2+^ responses, #p<0.5, ##p<0.01, ####p<0.0001 indicates a significant difference of Ca^2+^ response at that O_2_ concentration, mixed model ANOVA with Holm-Sidak test. (DF) URX Ca^2+^ responses to the initial and final (21%) O_2_ stimulus steps are increased in 1-day-old 7% O_2_ cultured animals relative to those of 21% O_2_ cultured animals, and decline with age only in the 7% O_2_ cultured animals. *p<0.05, **p<0.01, ****p<0.0001, ns, p>0.05, one-way ANOVA with Holm-Sidak test.

To test whether the Ca^2+^ responses of URX neurons to O_2_ reflect the plasticity seen in O_2_-dependent locomotory behavior, we transferred animals from 21% to 7% O_2_ or vice versa 12 hr before the Ca^2+^ imaging in one day old adults. Animals shifted from 21% to 7% O_2_ showed a significantly increased URX responses to the O_2_ stimuli compared to animals kept at 21% O_2_ throughout (Figure 2A; Figure 2—figure supplement 1A; Figure 1B). Conversely, 1-day-old animals shifted from 7% to 21% O_2 _showed significantly reduced responses to O_2_ stimuli compared to animals kept at 7% O_2_ (Figure 2B; Figure 2—figure supplement 1A; Figure 1C). There was no significant difference between the URX Ca^2+^ responses in worms shifted from 21% to 7% O_2_ (Figure 2A, blue line) and those of animals that have been grown at 7% O_2_ only (Figure 2B, blue line; mixed-model ANOVA, p=0.2682). Therefore, Ca^2+^ responses of URX neurons in young adults to O_2_ are reprogrammed by switching the animals to a different O_2_ environment.

We next tested how age affects URX activity and plasticity. In 7-day-old adults cultured at 7% O_2_, Ca^2+^ responses to high O_2_ were significantly reduced in magnitude when compared to those of 1-day-old adults, whereas the responses of animals kept at 21% O_2_ were maintained at similar levels to those of young adults (Figure 2—figure supplement 1D, Figure 2C, red trace and Figure 2D, blue trace). When the ageing 21% O_2_ cultured animals were shifted to 7% for 12 hr, by contrast, the plasticity of the URX response was lost entirely (Figure 2C; Figure 2—figure supplement 1B). In contrast, 7-day adults cultured at 7% O_2_ retain the URX plasticity observed in young adults where Ca^2+^ responses to the series of oxygen stimuli are reduced after being shifted to 21% O_2_ for 12 hr (Figure 2D; Figure 2—figure supplement 1B).

Taken together, these results show that the URX Ca^2+^ responses are programmed by previous O_2_ experience in the culture environment, and display strong experience-dependent plasticity in response to recently changed ambient O_2_ concentration. Moreover, previous experience governs the age-dependent decline of both neuronal and behavioral plasticity: exposure to high ambient oxygen causes their decline and loss within 1 week, whereas at lower oxygen levels plasticity is well preserved in 7-day-old animals.

### The accelerated plasticity decline in ageing high O_2_-cultured animals is caused by chronically high neuronal activity but not organismal oxidative stress

The loss of experience-dependent plasticity in ageing animals cultured in a high O_2_ environment may result from either tonically high activity and elevated [Ca^2+^] in the O_2_-sensing neurons (Busch et al., 2012) or increased oxidative stress in the organism (Jagannathan et al., 2016).

To test if chronically elevated neural activity is responsible for the accelerated decline of plasticity with age, we inhibited the activity of the oxygen-sensing neurons URX, AQR and PQR long-term while exposing them to the high oxygen condition. To do so, we expressed a chemogenetic tool, the *Drosophila* histamine-gated chloride channel HisCl1, in the O_2_-sensing neurons. Addition of exogenous histamine to *C. elegans* culture plates enables the rapid, reversible and prolonged inhibition of neurons expressing this channel (Pokala et al., 2014). We cultured *pgcy-32::HisCl1* animals and control animals lacking the transgene in 21% oxygen from birth until 6 days old in the presence of 20 mM histamine, and *pgcy-32::HisCl1* animals grown in 21% O_2_ in the absence of histamine. They were then either switched to 7% O_2_ for 18 hr or retained at 21% O_2_ (Figure 3A). Animals with inhibited O_2_-sensing neurons showed strong plasticity after switching them to 7% O_2_, whereas control animals grown without histamine or not expressing HisCl1 showed little plasticity (Figure 3B). Plasticity of the 7-day-old animals with inhibited neurons was nearly as great as that of 1-day-old animals and significantly greater than in either of the control conditions, whereas histamine treatment or HisCl1 expression itself did not prevent the decline of plasticity with age (Figure 3C and Figure 3—figure supplement 2D). In contrast, experience-dependent plasticity of 7-day-old adults cultured at 7% O_2_, where the O_2_-sensing neurons are not chronically active, was not altered by HisCl1-mediated silencing of the O_2_-sensing neurons (Figure 3—figure supplement 1A–C,E).

**Figure 3.**
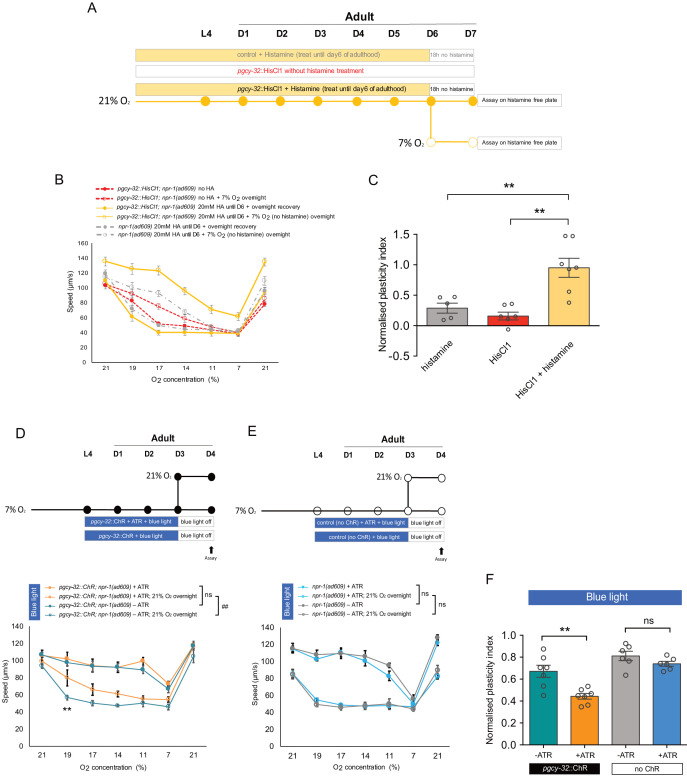
Long-term inhibition of neuronal activity restores, whereas long-term neuronal excitation accelerates the decline of age-related plasticity. (**A**) Assay scheme of long-term silencing of O_2_-sensing neurons by histamine induced HisCl1 in O_2_-sensing neurons. (**B**) O_2_-evoked speed responses of *pgcy-32::HisCl1* animals with and without 20 mM histamine treatment, and control animals with 20 mM histamine treatment. Mean ±sem, n = 5–7 assays (75–140 animals) per condition. Mean ±sem. (**C**) Plasticity of *pgcy-32::HisCl1* day 7 adults treated with 20 mM histamine is significantly higher than *pgcy-32::HisCl1* animals without histamine treatment, or control animals with 20 mM histamine treatment. Plasticity indices were normalized to day 1 no histamine treated *pgcy-32::HisCl1* adults. Mean ±sem, **p<0.01, unpaired t-test. (**D–E**) O_2_-evoked speed responses of day 4 adults with (**D**) and without (**E**) *pgcy-32::*ChR expression treated with all-*trans* retinal (ATR) and blue light from L4 stage to day 3 of adulthood. Mean ±sem, n = 6–7 assays, ##p<0.01 indicates a significant difference of O_2_-evoked speed responses upon ATR treatment, **p<0.01 next to the data point in the plot indicates a significant difference of speed at this [O_2_] point, mixed model ANOVA with Holm-Sidak test. (**F**) Long-term optogenetic stimulation accelerates plasticity decline with age. Mean ±sem, **p<0.01, ns, p>0.05, unpaired t-test.

**Figure 3—figure supplement 1.**
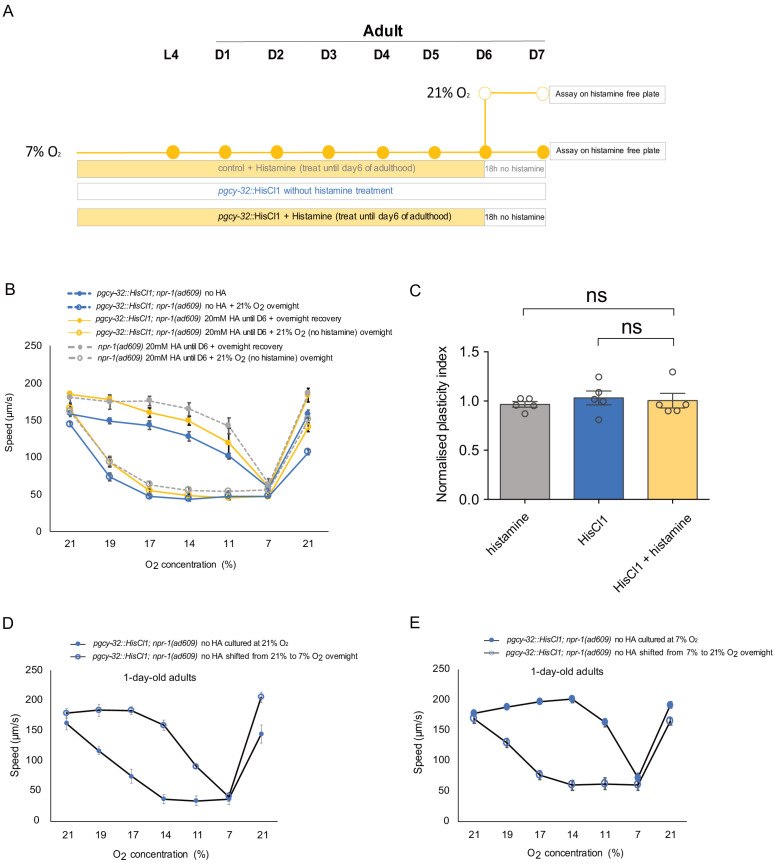
Inhibition of neuronal activity does not affect the plasticity of day seven adults cultured at 7% O_2_. (**A**) Assay scheme of long-term silencing of O_2_-sensing neurons by histamine induced HisCl1 in O_2_-sensing neurons for animals cultured at 7% O_2_. (**B**) O_2_-evoked speed responses of *pgcy-32::HisCl1* animals with and without 20 mM histamine treatment, and control animals with 20 mM histamine treatment. Mean ±sem, n = 5 assays per condition. Mean ±sem. (**C**) Inhibition of neuronal activity by HisCl1 at 7% O_2_ does not affect the plasticity of day 7 adults. Mean ±sem, **p<0.01, unpaired t-test. (**D–E**) O_2_-evoked speed responses of *pgcy-32::HisCl1* animals cultured at 21% (**D**) or 7% (**E**) O_2_ at day 1 adulthood without histamine treatment. Mean ±sem, n = 3–4 assays per condition.

**Figure 3—figure supplement 2.**
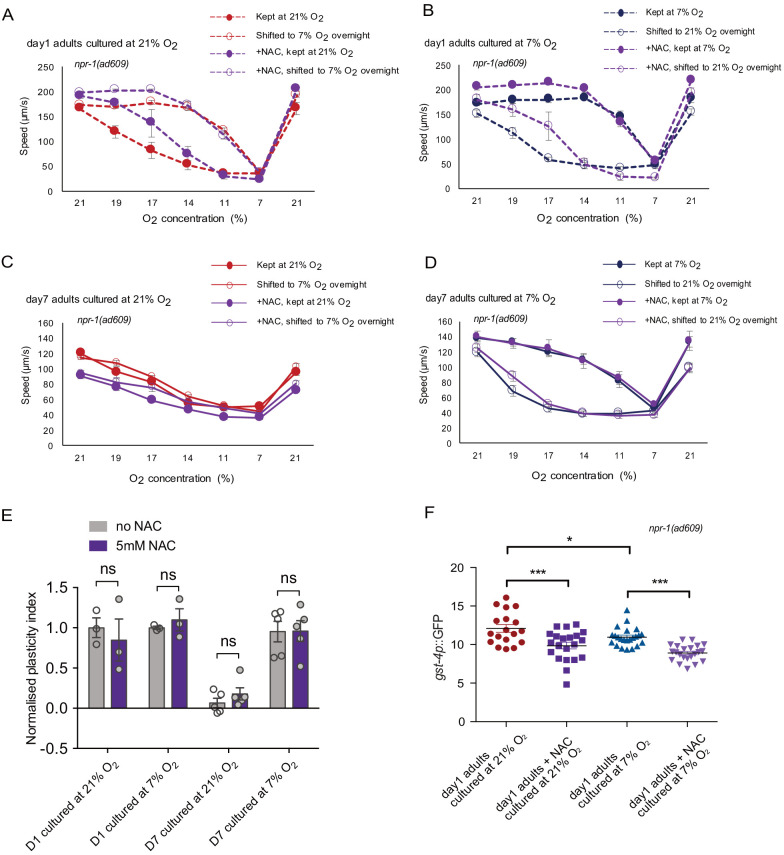
Organismal oxidative stress is not responsible for the accelerated plasticity decline with age for 21% O_2_ cultured animals. (**A–D**) O_2_-evoked speed responses of animals with and without 5 mM NAC treatment. Day 1 adults cultured at 21% O_2_ (**A**) and 7% O_2_ (**B**), and day 7 adults cultured at 21% O_2_ (**C**) and 7% O_2_ (**D**). Mean ±sem, three or more assays were performed for each condition. (**E**) 5 mM NAC treatment does not improve plasticity decline with age. Mean ±sem, ns, p>0.05, unpaired t-test. (**F**) Fluorescence quantification of *gst-4p*-induced GFP expression in animals with and without 5 mM NAC treatment. Mean ±sem, n = 13–23 animals each condition, *p<0.01, ***p<0.0001, ns, p>0.05, one-way ANOVA with Holm-Sidak test.

The chemogenetic silencing of the O_2_-sensing neurons shows that high neural activity is *necessary* to accelerate the decline of plasticity. To investigate if high neural activity is *sufficient* to accelerate cognitive decline, we performed chronic optogenetic stimulation of the URX O_2_-sensing neurons in animals cultured at 7% O_2_, using the blue light-gated cation channel Channelrhodopsin (ChR) (Figure 3D–F). We tested 4-day-old adults. At this age, experience-dependent plasticity is sustained in animals grown at 7% O_2_, but declines in animals cultured at 21% O_2_ (Figure 1D). Animals cultured at 7% O_2_ with chronic URX excitation showed significantly reduced behavioral plasticity at day 4 of adulthood, compared to controls (ChR-expressing animals exposed to blue light without the administration of the rhodopsin cofactor all-*trans* retinal) (Figure 3D,F). In addition, chronic blue light illumination in the presence of all-*trans* retinal (ATR) did not significantly affect plasticity in control animals without ChR expression (Figure 3E,F). The chronic stimulation only alters the behavior of animals that are switched to 21% O_2_ but not that of animals kept at 7% O_2_ throughout (Figure 3D). This suggests that chronic optogenetic activation of URX does not alter O_2_ responses per se, but specifically changes how the plasticity of the O_2_ response declines with age.

To investigate the potential role of oxidative stress, we also performed the behavioral plasticity assay in ageing *C. elegans* cultured in the presence of the antioxidant N-acetyl cysteine (NAC), which increases resistance to oxidative stress (Desjardins et al., 2017). NAC treatment did not restore behavioral plasticity to 7-day-old animals cultured at high oxygen levels, nor did it have an effect on 1- and 7-day-old adults cultured in 7% O_2_ that do show oxygen-evoked behavioral plasticity (Figure 3—figure supplement 1B–F). NAC significantly reduced expression of the oxidative stress reporter *gst-4p*::GFP, confirming that supplementation with this compound reduces oxidative stress in the assayed strain and culture conditions (Figure 3—figure supplement 1G).

Thus, long-term chemogenetic inactivation of O_2_-sensing neurons prevents the loss of experience-dependent plasticity in ageing animals cultured in high oxygen concentrations, whereas chronic optogenetic activation of these neurons induces a loss of plasticity in ageing animals cultured at low oxygen. Treatment with the antioxidant NAC to reduce oxidative stress does not ameliorate the loss of experience-dependent plasticity in worms cultured at high oxygen. Together, these data indicate that the amount of neuronal activity governs the decline of cognitive plasticity with age: chronically high neuronal activity causes the decline and eventual loss of the ability of neurons to reconfigure their responses following sensory input changes, compromising their ability to generate behavioral plasticity and adaptation in ageing individuals, whereas neurons that are chronically under-active in the long term are better at retaining neuronal plasticity.

### Neuronal activity state dynamically regulates gene expression in the O_2_-sensing neurons during ageing

Sustained neuronal excitation and the associated elevated intracellular [Ca^2+^] profoundly affect gene transcription, reconfiguring functional properties of neurons and underpinning experience-dependent plasticity (Flavell and Greenberg, 2008; Tyssowski et al., 2018). To elucidate the molecular and cellular processes responsible for the rapid loss of plasticity with age induced by high neural activity, we investigated whether and how neuronal activity regulates gene transcription in the O_2_-sensing neurons during ageing. O_2_-sensing neurons are tonically activated by 21% oxygen, and persistently inactive at 7% O_2_ (Busch et al., 2012). We therefore studied the transcriptomes of neurons from animals cultured in high (21%) or low (7%) O_2_ concentrations as a proxy for neurons at high and low activity state, respectively. We isolated O_2_-sensing neurons from 1- and 7-day-old age-synchronized *C. elegans* populations expressing *pgy-37::GFP* in the URX, AQR, and PQR oxygen-sensing neurons by enzymic dissociation of worm bodies and fluorescence-activated cell sorting, and determined their transcriptional profiles by RNA sequencing (Figure 4A and Materials and methods; Supplementary file 1). 

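The counts analysed here come from 32 libraries, 4 biological replicates of each of 8 groups. The animals carried a gcy-37 promoter driving GFP, which labels URX, AQR and PQR, the neurons that sense ambient O2, and weakly labels AVM and ASI. A whole-worm sample is an aliquot of the dissociated suspension of a sample, taken before the cells were sorted. The authors aligned the reads with STAR, counted fragments on exons without regard to strand with featureCounts, and removed ribosomal RNA genes, and the deposited values are these counts without normalization. The table lists 46726 genes of the WBcel235 genome build. Total counts per library ranged from 5365596 to 30666288. The median for day 1 neurons was 14315996 at 21% O2 and 12836803 at 7% O2, and for day 7 neurons 9372914 and 10341916. The day 1 whole-worm medians were 11441660 and 9086026, and those of day 7 were 6653446 and 8289834. A part of these counts fell on F31C3.14, a noncoding gene that lies inside a ribosomal RNA gene. Its share of a library's counts had a median of 13.9% in day 1 neurons at 21% O2 and 51.3% in day 7 whole worms at 7% O2, and reached 53.8%. Libraries were normalized with the TMM method of edgeR, genes with few counts were left out with its filterByExpr function, and groups were compared with its quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 1.5, the thresholds the paper gives. Neurons were compared with whole worms within the 8 libraries of one age and O2 level, and O2 levels and ages within the 16 libraries of one sample type.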

For comparison we also obtained transcriptional profiles of whole *C. elegans* bodies at each corresponding condition (Supplementary file 1). 

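All 8 groups were fed bacteria expressing mex-3 double-stranded RNA, used to avoid egg hatching. Day 7 animals were moved to fresh plates of these bacteria and back to OP50 bacteria on day 4, so the length of mex-3 RNA interference and the food at collection differ between the ages. The gene mex-3 lies on chromosome I from 127285 to 134270. In day 1 whole worms it had 81.04 ± 52.6 CPM (counts scaled to the library size of the TMM method, mean ± SD, n = 4) at 21% O2 and 76.1 ± 53.9 at 7% O2, and in day 7 whole worms 11.9 ± 2.0 and 8.73 ± 5.37. The sorted neurons had 133 ± 121 CPM at 21% O2 and 91.4 ± 65.9 at 7% O2 on day 1, and 42.0 ± 18.1 and 35.7 ± 12.1 on day 7.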

An interactive presentation of the dataset using the web tool DrEdGE (Tintori et al., 2020) is available (Supplementary file 2; dredge.bio.unc.edu/BuschLab_eLife). 

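In day 1 animals at 21% O2, 10780 genes had enough counts to be tested, and 5695 differed between sorted neurons and whole worms, 3236 of them higher in neurons and 2459 lower. At 7% O2 on day 1, 2701 genes were higher and 1961 lower. On day 7 the numbers were 2181 and 1558 at 21% O2, and 2378 and 2036 at 7% O2. Without the filter on low counts the day 1 comparison at 21% O2 gave 7759 genes, 4126 of them higher in neurons, the largest move among the alternatives. Of the 10780 genes tested, 5467 had no overlap between the 4 neuron and the 4 whole-worm values, a separation that chance gives to 2.86% of genes.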

For 1-day-old animals cultured in 21% O_2_, 7881 genes were differentially expressed in the O_2_-sensing neuron samples when compared to whole-worm transcriptomes, of which 4058 genes were enriched in the O_2_-sensing neurons (at a false discovery rate (FDR) of <0.1 and a minimum fold change of 1.5). Genes known to be expressed in URX, AQR, and PQR neurons were among the most highly enriched transcripts in neuronal samples from both 1- and 7-day-old animals. These genes included, for example, the atypical guanylate cyclases *gcy-32, gcy-33, gcy-34, gcy-35, gcy-36* and *gcy-37,* which are causally linked to oxygen sensing (Cheung et al., 2004; Gray et al., 2004; Zimmer et al., 2009), and the FMRFamide neuropeptide gene *flp-8,* which is only expressed in the URX and AUA neurons (Kim and Li, 2004). 

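On day 1 at 21% O2, each of the 7 genes named was higher in sorted neurons than in whole worms. The gene gcy-37, whose promoter drives the GFP, lies on chromosome IV from 2150647 to 2159169 and had 1567 ± 128 CPM in neurons and 3.61 ± 1.45 in whole worms (SD, n = 4). Its log2 fold change was 8.92 (standard error 0.35, adjusted p = 3.97e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That test gives no standard error, so those of single genes are the absolute log2 change divided by the square root of its F statistic. For gcy-32, on chromosome V from 13912080 to 13915490, the values were 1216 ± 349 and 1.61 ± 0.533 CPM, with a log2 fold change of 9.72. The neuropeptide gene flp-8, on chromosome X from 14881419 to 14882267, had 2459 ± 671 CPM in neurons and 3.74 ± 2.1 in whole worms. The remaining cyclases had log2 fold changes of 10.00 for gcy-33, 7.69 for gcy-34, 9.58 for gcy-35 and 9.06 for gcy-36. On day 7, 6 of the genes could be tested and all of these were higher in neurons at both O2 levels, with gcy-37 at 5.61 on the log2 scale at 21% O2 and 5.10 at 7% O2. Too few counts left gcy-34 out of the day 7 tests. Adjusted over the list alone, the counts were the same 7 on day 1 and 6 on day 7. The exons of gcy-33, gcy-34, gcy-35 and flp-8 overlap another gene over a few percent of their length, which counting without regard to strand does not resolve.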

Tissue enrichment analysis (Angeles-Albores et al., 2016) of all the neuronal samples also indicated that they were enriched for genes known to be expressed in URX, AQR, and PQR neurons (Supplementary file 3). Moreover, a previously published list of genes enriched in the O_2_-sensing neurons (Cao et al., 2017; Supplementary file 4) is also significantly enriched in our O_2_-sensing neuron samples (normalized enrichment score = 1.79, q = 0). These data confirmed that neuronal RNA isolated from both the 1- and 7-day-old animals in the experiment was highly enriched for transcripts expressed in the O_2_-sensing neurons URX, AQR, and PQR. 

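Of the published genes, 21 could be tested on day 1 at 21% O2, and 21 of these were higher in neurons, with a median log2 fold change of 8.46. As a set they were higher by camera with Benjamini-Hochberg adjustment, a set test that here used a preset correlation between genes of 0.01 (adjusted p = 1.16e-30). In the day 7 neurons the median log2 fold change was 4.79 at 21% O2, with 15 of 17 tested genes higher, and 3.164 at 7% O2, with 13 of 15. With the correlation estimated from the data, the adjusted p was 0.0052 at 21% O2 on day 1 and 0.107 on day 7, so the day 7 call at 21% O2 does not hold under that setting, while the 3 other groups stayed under 0.1. The rotation test fry called the set in all 4 groups. The normalized enrichment score from fgsea was 2.18 on day 1 at 21% O2 and 1.81 on day 7 at 7% O2. Marker genes of touch neurons, all 10 higher, had day 7 medians of 5.44 at 21% O2 and 4.51 at 7% O2, above those of the published genes. On day 1 at 21% O2 their median was 7.64, below that of the published genes. Enrichment over whole worms was thus not limited to genes of O2-sensing neurons.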

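From these enrichments the paper concludes that the sorted RNA of both ages was rich in transcripts of URX, AQR and PQR. Between the O2 levels on day 1, 2414 genes were higher in neurons at both, where chance would give 785. Across ages at 21% O2 the overlap was 1166 genes, or 47.2% of those higher on day 1 and tested at both ages, against 572 from chance, and 909 genes were lower at both ages. Among these comparisons of age at 21% O2, 75 genes were higher in neurons on day 1 and lower on day 7, and 185 the reverse. In all 4 groups, 808 genes were higher and 495 lower in neurons, of 8447 tested in each, with 32.7 and 18.0 expected if the groups were independent.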

We then did a thorough overlap analysis for differentially expressed genes (DEGs), comparing the O_2_-sensing neurons to whole-worm-derived transcripts of 1- and 7-day-old animals, and found an extensive overlap of genes enriched or depleted in the O_2_-sensing neurons across age and O_2_ culture conditions, suggesting that the expression of genes for neuronal identity remains stable at different culture conditions and life stages (Figure 4B).

**Figure 4.**
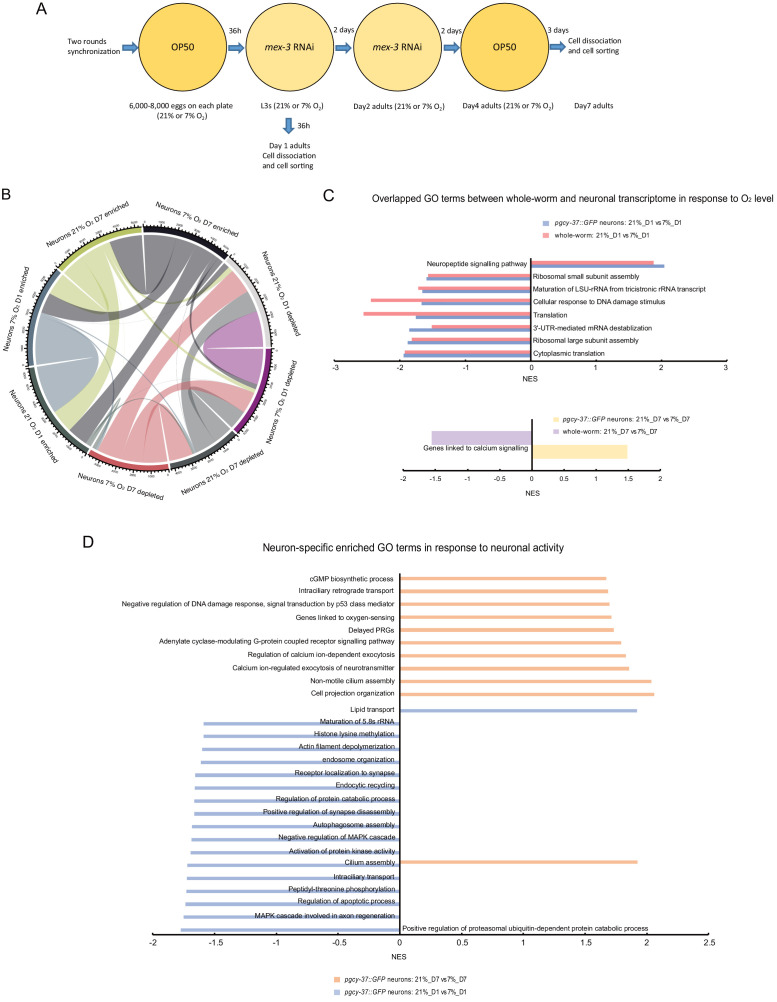
Neuronal activity state dynamically alters the expression of specific sets of genes in O_2_-sensing neurons of 1- and 7-day-old adults. (**A**) Experimental overview of animal preparation and cell sorting for day 1 and day 7 adults. Animals were synchronized by bleaching and the eggs were plated on OP50 plates. L3 stage animals were transferred to *mex-3* RNAi bacterial seeded plates to avoid progeny contamination (see Materials and methods for details). Day four adults were transferred to OP50 plate again until cell dissociation for FACS sorting and RNA preparation. (**B**) Chord diagram showing overlapped enriched and depleted genes across sorted neurons of day 1 and day 7 adults cultured at 21% and 7% O_2_ respectively. The numbers around the circle signify number of genes. FDR < 0.1 and fold change >1.5. (**C**) Enriched GO terms (with potential neuronal functions) for O_2_ level-induced changes that are present in both whole worm and sorted neurons of day 1 and day 7 adults respectively. NES, normalized enrichment score. p<0.05 and FDR < 0.25. (**D**) Neuron-specific GO terms (with potential neuronal functions) in response to O_2_-induced neuronal activity in day 1 and day 7 adults. p<0.05 and FDR < 0.25.

**Figure 4—figure supplement 1.**
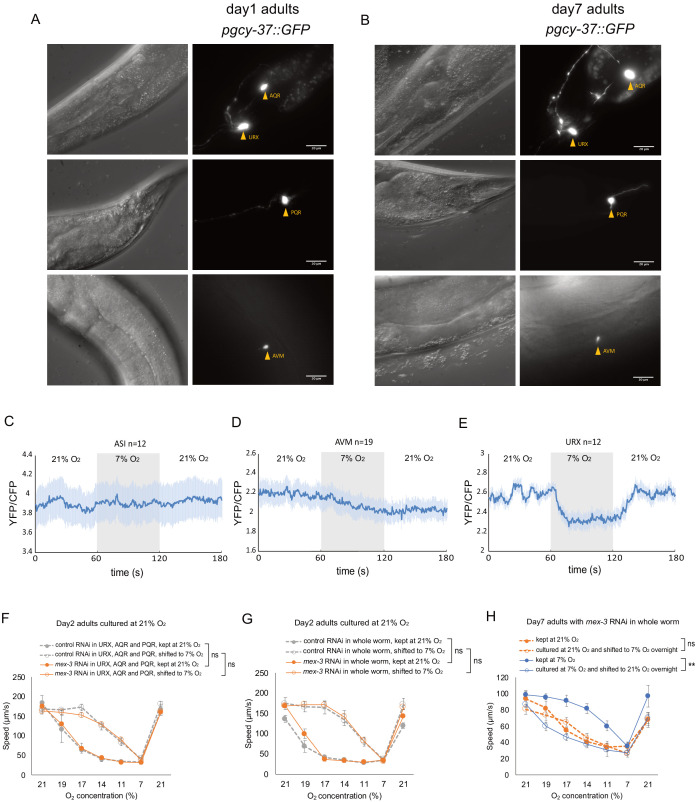
Structural and functional validation of the strain for cell-specific RNA-sequencing. (**A–B**) O_2_-sensing neurons (URX, AQR and PQR) and a touch receptor neuron AVM with GFP expression in day 1 (**A**) and day 7 (**B**) adults. Neurons are intact in both day 1 and day 7 adults. Scale bar = 20 µm. (**C–E**) In vivo functional Ca^2+^ imaging for ASI (**C**), AVM (**D**), and URX (**E**) in response to O_2_ levels. AVM and ASI do not show response to 21% O_2_. Mean ±sem. (**F**) Cell-specific RNAi knockdown of *mex-3* does not affect O_2_-evoked behavior and its plasticity. Mean ±sem, n = 3 assays. (**G**) *mex-3* RNAi feeding for the whole worm does not affect O_2_-evoked behavior and its plasticity in day 2 adults. Mean ±sem, n = 3 assays. (**H**) *mex-3* RNAi feeding for the whole worm does not affect activity-dependent decline of plasticity with age. Mean ±sem, n = 3 assays.

**Figure 4—figure supplement 2.**
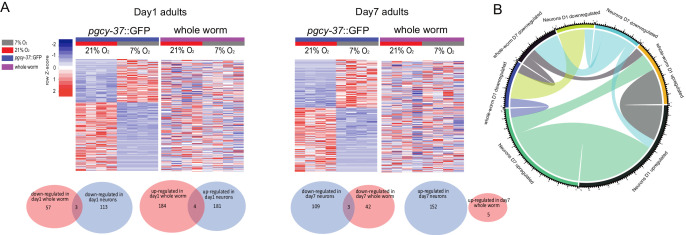
Comparison of activity-regulated DEGs between neuronal and whole worm, as well as between day 1 and day 7 samples. (**A**) Heatmaps and Venn diagrams showing the comparisons of the activity-regulated differentially expressed genes between sorted O_2_-sensing neurons and whole worm. FDR < 0.1 and fold change >1.5 for DEGs in sorted neurons. (**B**) Chord diagram showing overlapped O_2_-induced up- and down-regulated genes across whole worm and sorted O_2_-sensing neurons that cultured at 21% and 7% O_2_, respectively. The numbers around the circle signify number of genes. FDR < 0.1 and fold change >1.5.

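Between animals kept at 21% and 7% O2, 11 genes differed in day 1 neurons, 7 higher and 4 lower at 21% O2, of 11720 tested. In day 7 neurons 16 were higher and 2 lower. Whole worms gave 1 gene on day 1, Y11D7A.3, which was higher at 21% O2, and on day 7 6 genes that were lower, of 10894 tested. DESeq2 on the same libraries gave 193 and 184 genes in day 1 and day 7 neurons, and 216 and 39 in whole worms. With the replicate number as a block, edgeR gave 5 and 11 in neurons, and 108 and 13 in whole worms. The largest move in neurons came from DESeq2 fitted to all 32 libraries, with 1063 and 1013 genes. In data simulated with the spread of the neuron libraries, edgeR recovered 89 of 200 changed genes with 4 false calls, and DESeq2 137 with 106. This was a single simulated data set, drawn from the spread that edgeR itself estimated, so it may favour edgeR. Its changes were 4-fold or 8-fold, and of the 4-fold ones edgeR recovered 27% and DESeq2 54%. With each library left out in turn, day 1 neurons gave from 5 genes without replicate 3 of the day 1 neuron samples at 21% O2 to 32 without replicate 1 of the day 1 neuron samples at 7% O2. For day 7 neurons the range was 7 genes without replicate 2 of the day 7 neuron samples at 7% O2 to 63 without replicate 4 of the day 7 neuron samples at 21% O2. Day 1 whole worms gave 0 genes without replicate 3 of the day 1 whole-worm samples at 21% O2 and 311 without replicate 1 of the day 1 whole-worm samples at 21% O2, and day 7 whole worms from 1 without replicate 4 of the day 7 whole-worm samples at 21% O2 to 5. The neuropeptide gene nlp-11, on chromosome II from 9689664 to 9691939, had a log2 fold change of 3.28 (standard error 0.42, adjusted p = 0.00152) in day 1 neurons from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among day 7 neurons the gene with the smallest p was dpf-1, on chromosome V from 15471329 to 15476124, at 5.47 (standard error 0.77, adjusted p = 0.00701) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest p of day 7 whole worms belonged to ilys-5, on chromosome X from 6533490 to 6536840, with a log2 fold change of -1.35 (standard error 0.20, adjusted p = 0.0108) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.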

When comparing high (21%) and low (7%) O_2_ conditions, 301 genes were found to be differentially expressed among the O_2_-sensing neuron samples and 248 genes among the whole worm samples in 1-day-old adults, whereas in 7-day-old adults, 264 neuronal and 50 whole-worm genes were differentially expressed. 

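At these thresholds DESeq2 called 4 higher and 2 lower genes in both neurons and whole worms on day 1, and 2 lower genes on day 7. With edgeR no gene was called in both, on day 1 or on day 7. Without the low-count filter edgeR called 2 higher genes in both on day 1. At an unadjusted p under 0.05, 831 genes passed in day 1 neurons, 1307 in day 1 whole worms, 826 in day 7 neurons and 633 in day 7 whole worms. A single gene was higher at 21% O2 in the neurons of both ages, where chance gives 0.00956: the FMRFamide-like gene flp-19, on chromosome X from 10604686 to 10605831, at 2.61 on the log2 scale on day 1 and 2.44 on day 7. Without replicate 4 of the day 7 neuron samples at 7% O2, its adjusted p on day 7 was 0.103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.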

Very few of these DEGs were common to the neuronal and whole-worm gene sets, or to the young and old samples (Figure 4—figure supplement 2A,B). To determine which gene categories were enriched in the differentially expressed gene sets, we performed gene ontology (GO) analysis. As expected, several GO terms were co-regulated in the same direction in the neuronal and whole-worm transcriptomes, which may reflect general cellular responses to ambient O_2_ concentration. Specifically, genes involved in neuropeptide signaling were upregulated in both neurons and whole worm transcriptomes of young adults cultured at the high O_2_ concentration, whereas several GO terms related to translation were downregulated in both neurons and whole worms at this O_2_ concentration (Figure 4C). 

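The neuropeptide genes taken from the annotation had a median log2 fold change of 0.04 in day 1 neurons, with 42 higher and 38 lower at 21% O2 (adjusted p = 0.142 by camera with Benjamini-Hochberg adjustment). Without replicate 1 of the day 1 neuron samples at 7% O2 the adjusted p was 0.941, and without replicate 4 of the day 1 neuron samples at 7% O2 it was 0.0135. With fgsea the set passed an adjusted p of 0.1. In day 1 whole worms the median was 0.49 and 47 of 54 were higher (adjusted p = 0.00015). Ribosomal protein genes were lower at 21% O2, by a median of -0.28 in neurons (adjusted p = 1.74e-06) and -0.21 in whole worms (adjusted p = 1.50e-05). The curated translation set moved in whole worms, with a median of -0.29 (adjusted p = 1.69e-05), and not in neurons, with a median of 0.03 (adjusted p = 0.971), and the difference between the sample types had an adjusted p of 0.0632. These calls by camera did not hold under fry or under an estimated correlation.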

In 7-day-old worms, only one gene class overlapped between neurons and whole-worm samples (Supplementary file 5). Although the genes expressed in the O_2_-sensing neurons that are upregulated at high O_2_ overlap by only nine genes between young and old animals (Figure 4—figure supplement 2B), they were enriched in many of the same categories of *C. elegans* phenotypes as shown by phenotype enrichment analysis (Angeles-Albores et al., 2016; Supplementary file 3). 

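Of the 7 genes higher at 21% O2 on day 1 and the 16 on day 7, 1 was shared. DESeq2 on the same libraries shared 8 genes, where chance gives 1.53. The phenotype enrichment itself was not analysed here.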

Genes whose expression was significantly increased at 21% O_2_ were enriched in phenotypes primarily linked to high locomotory activity, such as ‘forward locomotion increased’ and ‘pausing decreased’ (Supplementary file 3). This is notable as *C. elegans* display persistently high locomotory activity at 21% O_2_ (Busch et al., 2012).

The GO terms that were enriched in genes differentially expressed at high or low O_2_ concentration specifically in O_2_-sensing neurons were very different in young and old adult worms: no categories were co-regulated in the same way in both age groups. In neurons from young animals, only lipid transport was upregulated by high O_2_, whereas most categories that were downregulated were linked to cellular organization and signaling processes (Figure 4D). This suggests that the O_2_-sensing neurons largely do not rely on inducing transcription to maintain high neural activity in young adults. By contrast, in neurons from old animals all enriched gene groups were upregulated at high O_2_, which signifies chronically high neuronal activity (Figure 4D, Supplementary file 5). These gene groups were related to Ca^2+^-dependent processes and signaling pathways such as cGMP signaling, which is essential for O_2_ sensory function (Couto et al., 2013; Figure 4D). 

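The calcium set of the paper had 41 genes tested in day 7 neurons, with a median log2 fold change between 21% and 7% O2 of 0.03, 23 genes higher and 18 lower (adjusted p = 0.174 by camera with Benjamini-Hochberg adjustment). Leaving out replicate 4 of the day 7 neuron samples at 21% O2 gave an adjusted p of 0.000518, and the call changed in 3 of 8 such fits. With fgsea the adjusted p was 0.0245. In day 1 neurons the median was 0.01 (adjusted p = 0.971). Day 1 whole worms had a median of 0.37 with 31 of 39 genes higher at 21% O2 (adjusted p = 5.29e-05), and day 7 whole worms a median of -0.09 (adjusted p = 0.188), which without replicate 4 of the day 7 whole-worm samples at 7% O2 was 0.0239. The day 1 whole-worm call failed under fry (adjusted p = 0.102) and under an estimated correlation (0.288). The O2 effect on the set differed between neurons and whole worms with an adjusted p of 0.0427 on day 1 and 0.0664 on day 7, and between the ages of neurons with 0.343. For the difference between neurons and whole worms, fry gave 0.681 on day 1 and 0.314 on day 7 and an estimated correlation 0.495 and 0.473, which do not pass, and with 1 library left out the adjusted p by camera reached 0.174 and 0.367.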

We also found that a manually curated set of ‘genes linked to Ca^2+^ signaling’ (Supplementary file 6), which primarily represents genes that modulate Ca^2+^ homeostasis, was upregulated by high O_2_ in aged neurons but not in young neurons, and was downregulated in whole worms cultured in high O_2_ (Figure 4C). This suggests that the accumulated effect of chronically elevated [Ca^2+^] in tonically active O_2_-sensing neurons increases the expression of Ca^2+^ homeostasis-modulating genes.

In response to elevated neuronal activity, mammalian neurons induce the expression of hundreds of activity-regulated genes (ARGs), which are thought to orchestrate transcription-dependent neuronal plasticity (Tyssowski et al., 2018). By looking for orthologs in *C. elegans* of genes in mouse cultured cortical neurons and the visual cortex (Tyssowski et al., 2018), we identified putative ARGs in *C. elegans* O_2_-sensing neurons (Supplementary file 6). Among these ARGs, a subset of delayed primary response genes (dPRGs), whose expression is induced in response to sustained neural activity, was significantly enriched in the set of genes upregulated in high-activity oxygen-sensing neurons from 7-day-old *C. elegans* when compared to low-activity neurons from worms of the same age (Figure 4D). 

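In day 7 neurons the delayed primary response genes had a median log2 fold change of 0.32, with 30 of 47 higher at 21% O2 (adjusted p = 0.0146 by camera with Benjamini-Hochberg adjustment, 0.0535 by fry and 0.0869 with an estimated correlation). Without replicate 2 of the day 7 neuron samples at 21% O2 the adjusted p was 0.131. On day 1 the median was -0.11 (adjusted p = 0.755), and the difference between the ages had an adjusted p of 0.173.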

Our data suggest that functional ARGs are conserved between *C. elegans* and mammals. Taken together, our findings suggest that neuronal activity regulates gene expression in the O_2_-sensing neurons during ageing.

### Neuronal activity state alters the ageing trajectory of the neuronal transcriptome in the O_2_-sensing neurons

We next identified the gene expression changes with age in O_2_-sensing neurons, and asked whether and how neuronal activity alters the age-related transcriptional change. 

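Between day 7 and day 1, 3525 genes changed in neurons at 21% O2, 1418 higher and 2107 lower on day 7, of 11720 tested. At 7% O2 there were 4262, 1803 higher and 2459 lower. The alternative that moved these counts most was DESeq2 fitted to all 32 libraries, with 6060 and 6777 genes. The balance of directions moved with the size factors, since with those of DESeq2's method 1703 genes were higher and 1739 lower at 21% O2. The median of all tested genes was -0.20 on the log2 scale at 21% O2 and -0.28 at 7% O2. At 21% O2 the gene with the smallest p was fln-2, on chromosome X from 9397701 to 9427253, with a log2 fold change of 3.91 (standard error 0.25, adjusted p = 6.31e-09) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the genes that fell at 7% O2, gcy-32 had the smallest p, at -5.38 (standard error 0.44, adjusted p = 5.22e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.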

In both low and high O_2_ culture conditions, signifying low and high neural activity states, respectively, expression of about 5000 neural genes, ~25% of the genome, significantly changes with age, with about half of them up- or downregulated. 

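Whole worms changed in 2034 genes at 21% O2, 863 higher and 1171 lower on day 7, and in 1727 at 7% O2, 816 higher and 911 lower, of 10894 tested. The largest move came from edgeR fitted to all 32 libraries, neurons included, which left 370 genes at 21% O2 and 300 at 7% O2. The transthyretin-related gene ttr-45, on chromosome IV from 13254225 to 13255538, rose by 2.70 at 21% O2 and 3.27 at 7% O2 on the log2 scale. The collagen gene col-178, on chromosome X from 11199455 to 11200467, had log2 fold changes of -6.01 and -4.91.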

In the whole-worm samples, ~2000 genes changed with age, with about half of them up- or downregulated (Supplementary file 1). 

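In neurons 1111 genes rose and 1615 fell with age at both O2 levels, against 218 and 442 from chance. Among genes tested at both, the shared genes that rose were 78.3% of those at 21% O2 and 61.6% of those at 7% O2, and for genes that fell the shares were 76.6% and 65.7%. Genes that rose at 21% and fell at 7% O2 numbered 1, and 9 did the reverse.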

In the O_2_-sensing neurons, ~60% of the genes differentially expressed with age were shared between the high and low activity states in 21% and 7% O_2_ cultured animals, respectively (Figure 5A,D). 

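In whole worms 380 genes rose and 448 fell at both O2 levels, where chance gives 64.6 and 97.9. Between neurons and whole worms at 21% O2, 199 genes rose in both (chance gives 98.4) and 300 fell in both (chance gives 177). At 7% O2, 324 rose in both against 116 from chance, while the 148 that fell in both were no more than the 154 of chance. A further 123 genes at 7% O2 rose in neurons and fell in whole worms, and 85 did the reverse.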

There was also a substantial overlap between the DEGs by age in the whole-worm samples in 21% and 7% O_2_ cultured animals, and between neuronally and whole-worm differentially regulated gene sets (Figure 5A and Figure 5—figure supplement 1A). This suggests that those overlapping genes constitute a core set of genes changing expression with age. 

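MetaWorm is a published collection of C. elegans ageing signature genes. Its genes listed as rising with age had a median log2 fold change of 0.84 in neurons at 21% O2 (adjusted p = 5.11e-06 by camera with Benjamini-Hochberg adjustment) and 0.86 at 7% O2 (adjusted p = 1.43e-05). In whole worms the medians were 0.17 (adjusted p = 0.00221) and 0.24 (adjusted p = 6.17e-06). The genes listed as falling did so in whole worms, by medians of -1.24 at 21% O2 (adjusted p = 6.11e-18) and -0.82 at 7% O2 (adjusted p = 1.45e-08). In neurons their medians were -0.17 (adjusted p = 0.338) and 0.13 (adjusted p = 0.931), and fry called the fall at 21% O2 (adjusted p = 0.00416). The difference between neurons and whole worms in these genes had an adjusted p of 0.00475 at 21% O2 and 0.0422 at 7% O2, the latter 0.198 with an estimated correlation. With an estimated correlation the rise in whole worms at 21% O2 had an adjusted p of 0.201.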

We thus cross-checked the transcriptome changes with age with the ‘MetaWorm’ dataset (Supplementary file 7) of *C. elegans* ageing signature genes (Tarkhov et al., 2019) by gene set enrichment analysis, and found that the subset of MetaWorm genes upregulated with age shows significant enrichment in age-related upregulated genes in both O_2_-sensing neurons and whole-worm samples; conversely, the subset of MetaWorm genes downregulated with age is significantly enriched in age-related downregulated genes in both neuronal and whole-worm samples (Figure 5—figure supplement 1B, supplementary file 7). Our data thus likely contain many shared gene expression changes that represent a universal transcriptomic signature of ageing regardless of tissue type and culture condition.

**Figure 5.**
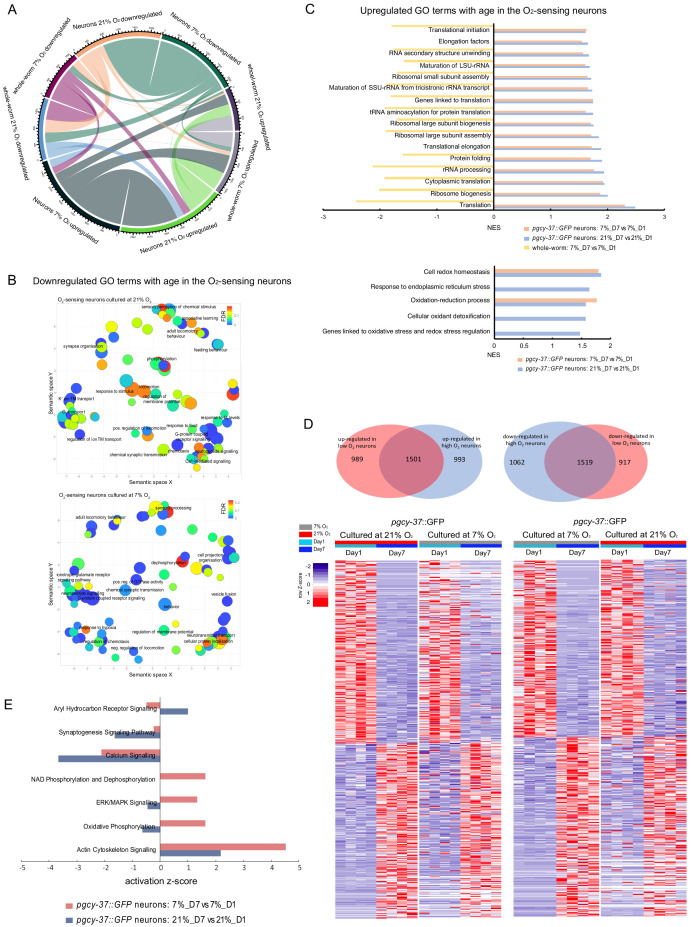
Neuronal activity state alters age-related changes in the neuronal transcriptome of O_2_-sensing neurons. (**A**) Chord diagram showing overlapped age-related up- and down-regulated genes across whole worm and sorted neurons that cultured at 21% and 7% O_2_ respectively. The numbers around the circle signify number of genes. FDR < 0.1 and fold change >1.5. (**B**) GO terms related to the neuronal activity are generally downregulated in aged neurons. REVIGO plot. p<0.05 and FDR < 0.25. (**C**) GO terms related to antioxidant defenses and translation are generally upregulated in aged neurons. p<0.05 and FDR < 0.25. (**D**) Venn diagrams and heatmaps showing the comparison of age-related up- and down-regulated genes between low and high activity neurons. FDR < 0.1 and fold change >1.5. (**E**) Canonical pathways with potential neuronal functions with a difference of z-score >1.3 between 21% and 7% O_2_ exposed sorted neurons from IPA analysis. See supplementary file 8 for a full list.

**Figure 5—figure supplement 1.**
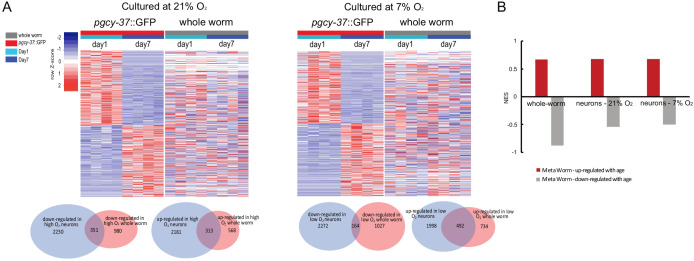
Comparison of age-regulated DEGs between neuronal and whole worm samples, and comparison of age-regulated DEGs with MetaWorm gene sets. (**A**) Heatmaps and Venn diagrams showing the comparisons of the age-regulated differentially expressed genes between sorted O_2_-sensing neurons and whole worm samples. FDR < 0.1 and fold change >1.5 for DEGs in sorted neurons. (**B**) Gene set enrichment analysis for MetaWorm age-related upregulated and downregulated gene sets in age-related changes in whole-worm and neuronal transcriptomes. FDR < 0.05 for all NES reported here.

Next, we focused on gene expression changes with age that were specific to the O_2_-sensing neurons. Consistent with previous findings in the ageing brains of *Drosophila,* killifish, rat, and mouse (Baumgart et al., 2014; Davie et al., 2018; Ori et al., 2015; Ximerakis et al., 2019), our data show that translational and ribosome biogenesis related genes are upregulated in aged neurons (Figure 5C), comprising the great majority of GO terms upregulated with age. In contrast, translation-related genes in the whole worm transcriptome samples showed consistently decreased expression with age (Figure 5C). 

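Ribosomal protein genes rose with age in neurons, 75 of 75 at 21% O2, with a median log2 fold change of 1.44 (adjusted p = 2.15e-26 by camera with Benjamini-Hochberg adjustment), and 1.38 at 7% O2 (adjusted p = 5.58e-18). The curated translation set had medians of 0.93 at 21% O2 (adjusted p = 2.94e-07) and 1.22 at 7% O2 (adjusted p = 1.22e-08). Each of these calls held under fry, an estimated correlation and the size factors of DESeq2's method. Those settings do not separate a rise in the neurons from RNA of other cells. Summed epidermal marker genes rose by 4.21 at 21% O2 and 4.59 at 7% O2 on the log2 scale in the same samples, and epidermal RNA stays open as a source.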

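In whole worms the ribosomal protein genes fell with age, with a median log2 fold change of -0.35 at 21% O2 (adjusted p = 3.04e-05 by camera with Benjamini-Hochberg adjustment) and -0.72 at 7% O2 (adjusted p = 6.93e-22). With an estimated correlation neither was called (adjusted p = 0.581 and 0.206). The translation set fell at 7% O2, with a median of -0.39 (adjusted p = 2.49e-05), and at 21% O2 its median was -0.07 (adjusted p = 0.557). The age effect on the ribosomal set differed between neurons and whole worms by a median of 1.84 on the log2 scale at 21% O2 (adjusted p = 7.45e-45).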

By pathway analysis (Supplementary file 8), eIF2 and eIF4 signaling, required for translation initiation, is upregulated in aged neurons regardless of neuronal activity (Figure 5E). Conversely, genes required for neural function are widely downregulated in aged O_2_-sensing neurons regardless of activity state. 

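A list of 20 genes expressed in most neurons had a summed expression of 43641 ± 8783 CPM (SD, n = 4) in day 1 neurons and 6479 ± 2249.9 in day 7 neurons at 21% O2, and of 36712 and 4446 at 7% O2. In whole worms at 21% O2 the sums were 1084 ± 107 on day 1 and 978 ± 192 on day 7, and the values of the 2 ages overlapped. Marker genes of the epidermis moved the other way in the sorted samples, from 163 ± 118 to 3024 ± 619 CPM at 21% O2, above the 205 CPM of day 7 whole worms.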

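The neuropeptide genes fell with age in neurons, with a median log2 fold change of -2.08 at 21% O2 (adjusted p = 2.66e-08 by camera with Benjamini-Hochberg adjustment) and -2.54 at 7% O2 (adjusted p = 1.09e-09), and 66 of 82 were lower at 21% O2. Both calls held under fry and under an estimated correlation (adjusted p = 0.0315 and 0.0335). These tests do not separate a fall in the neurons from a lower share of neuron RNA on day 7. The gene sets behind the other functions were not analysed here.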

GO categories downregulated with age were dominated by neuronal activity-related terms such as adult locomotory behavior, regulation of membrane potential, G-protein-coupled receptor signaling pathway, neuropeptide signaling or chemical synaptic transmission (Figure 5B).

To explore why neural plasticity is selectively lost in the ageing O_2_-sensing neurons experiencing chronically high activity, we then specifically contrasted how the neural transcriptome changes differently with age in animals cultured in 21% or 7% O_2_ environments, using gene set enrichment and pathway analysis.

We first examined the genes constituting the *C. elegans* O_2_-sensing machinery by manually curating a gene set based on the literature (Supplementary file 6). 

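The O2-sensing set of the paper fell with age in neurons, with 23 of 23 genes lower at 21% O2, a median log2 fold change of -3.30 (adjusted p = 9.38e-19 by camera with Benjamini-Hochberg adjustment) and -4.13 at 7% O2 (adjusted p = 5.58e-18). The genes gcy-32, gcy-34, gcy-35 and gcy-36 together had 3178 CPM in day 1 neurons and 151 in day 7 neurons at 21% O2. In whole worms at 21% O2 their sum was 5.5 CPM on day 1 and 3.88 on day 7, from 12 to 77 counts per library. At 7% O2 the whole-worm sum went the other way, from 3.2 CPM on day 1 to 6.66 on day 7. Pooled over both O2 levels, which averages these opposite changes, it did not differ between the ages (two-sided permutation test, p = 0.451). The fall of gcy-37 in neurons was smaller, at -1.96 on the log2 scale at 21% O2, against -4.23 for gcy-32.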

We found that expression of the O_2_-sensing machinery in neurons declines with age in line with neural function-related GO terms in general. However, their expression is upregulated with high neuronal activity in day 7 adults’ O_2_-sensing neurons, but not in day 1 adults (Figure 4D, Supplementary file 5). 

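Between O2 levels, the set had a median log2 fold change of 0.28 in day 7 neurons, with 18 of 23 genes higher at 21% O2 (adjusted p = 0.00321 by camera with Benjamini-Hochberg adjustment). Under fry the adjusted p was 0.321, with an estimated correlation 0.484, and without replicate 1 of the day 7 neuron samples at 21% O2 0.142. In day 1 neurons the median was -0.03 (adjusted p = 0.658). The change of the O2 effect between the ages had an adjusted p of 0.173, and without replicate 4 of the day 7 neuron samples at 21% O2 0.0015.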

The aryl hydrocarbon receptor signaling pathway, which controls expression of the soluble guanylate cyclase genes essential for oxygen sensing, is increased with age at high activity, but decreased at low activity (Figure 5F). The activity-related genes we identified in *C. elegans* showed a significant decrease in dPRG transcript abundance in low-activity O_2_-sensing neurons with age, whereas dPRG expression levels in the high-activity neurons were sustained with age (Supplementary file 5). 

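With age, 33 of 47 delayed primary response genes were lower in neurons at 7% O2, with a median log2 fold change of -1.15 (adjusted p = 0.000704 by camera with Benjamini-Hochberg adjustment). At 21% O2, 35 were lower, with a median of -0.92 (adjusted p = 0.0144). Both calls held under fry and under an estimated correlation (adjusted p = 0.0237 and 0.0369). A lower share of neuron RNA in day 7 sorted samples was not tested as the cause.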

The manually curated set ‘genes linked to Ca^2+^ signaling’, which primarily represents Ca^2+^ homeostasis-regulating genes, was also specifically down-regulated in low-activity O_2_-sensing neurons and showed no significant change with age in high-activity neurons (Supplementary file 5). 

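The calcium set was lower on day 7 in neurons at 7% O2, with a median log2 fold change of -1.95 (adjusted p = 1.15e-06 by camera with Benjamini-Hochberg adjustment), and at 21% O2, with a median of -1.93 (adjusted p = 1.04e-06). Of its genes, 33 were lower at 21% O2 and 31 at 7% O2. An estimated correlation left both under 0.1 (adjusted p = 0.0361 and 0.0315). Whether a lower share of neuron RNA in day 7 sorted samples accounts for this fall was not tested.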

Oxidative stress in neurons generally increases with age and causes their greater susceptibility to oxidative insults and disease (Castelli et al., 2019). Gene set enrichment analysis shows that oxidative stress-related genes and related GO terms were specifically upregulated with age in the high-activity O_2_-sensing neurons, whereas only two of these GO terms, such as cell redox homeostasis, showed enrichment with age in the low-activity neurons as well (Figure 5C and Supplementary file 5); no such increase in any of these GO terms was seen in the whole worm transcriptomes. These results suggest that high-activity neurons devote resources to sustaining tonic neuronal excitation in response to high sensory stimulation, as well as dealing with the resulted high neuronal oxidative stress during ageing.

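The oxidative stress set of the paper had a median log2 fold change with age of 0.94 in neurons at 21% O2, with 25 of 41 genes higher (adjusted p = 0.0553 by camera with Benjamini-Hochberg adjustment), and of 0.50 at 7% O2, with 22 higher (adjusted p = 0.0657). With an estimated correlation neither was called (adjusted p = 0.213 and 0.234), and single libraries decide both, with 0.141 at 21% O2 without replicate 2 of the day 1 neuron samples at 21% O2 and 0.148 at 7% O2 without replicate 1 of the day 1 neuron samples at 7% O2. The age effect on this set did not differ between the O2 levels (adjusted p = 0.913). In whole worms the medians were -0.21 at 21% O2 (adjusted p = 0.0542) and -0.06 at 7% O2 (adjusted p = 0.828).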

Conversely, GO terms related to learning and signaling downstream from Ca^2+^ (Ca^2+^-mediated signaling) are significantly downregulated with age only in the high-activity but not the low-activity O_2_-sensing neurons (Figure 5B, Supplementary file 5). Pathway analysis shows a stronger downregulation of overall calcium signaling and synaptogenesis signaling pathway with age in the high activity state (Figure 5E). These findings suggests that low-activity O_2_-sensing neurons kept a better ‘plasticity reserve’ than high-activity neurons during ageing.

Taken together, our data indicate that neural activity alters age-dependent gene expression changes in the O_2_-sensing neurons. Specifically, chronically high neuronal activity leads to the continued high expression of genes that encode the core O_2_-sensing machinery, Ca^2+^ homeostasis regulating genes, oxidative stress-related factors, as well as activity-regulated genes, while the expression of learning-related genes and Ca^2+^-mediated signaling factors declined. This suggests that in high activity neurons, resources are directed toward maintaining a high firing rate, leaving limited resources for neural plasticity during ageing.

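The paper proposes, from gene set enrichment and pathway analysis, that neural activity changes how expression moves with age. Tested directly, the age effect in neurons differed between the O2 levels for 7 genes of 11720, 3 with a higher log2 change at 21% O2 and 4 with a lower one. The smallest p was that of the globin gene glb-27, on chromosome II from 8547337 to 8556266, with a log2 difference of 5.07 (standard error 0.79, adjusted p = 0.027) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For nlp-11 the difference was -3.10 (standard error 0.56, adjusted p = 0.0683) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was reached by 872 genes. With 1 library left out the number ran from 0 to 10 genes, with 0 for example without replicate 2 of the day 1 neuron samples at 7% O2. DESeq2 called 121 genes and the fit without the filter on low counts 124. No gene set of those tested had an adjusted p under 0.1 by camera with Benjamini-Hochberg adjustment, the smallest being 0.173. Other settings called sets whose age effect was higher at 21% O2: delayed primary response genes without the filter (0.0357) and with fgsea (0.0692), and O2 sensing genes without the filter (0.0712) and with fgsea (0.0978). Without replicate 4 of the day 7 neuron samples at 21% O2 the adjusted p was 0.0015 for O2 sensing genes and 0.00686 for delayed primary response genes, as for the calcium set, and the calls changed in 3, 5 and 1 of 16 such fits. Neither fry nor an estimated correlation called any of these 3 sets.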

### Activity-dependent gene expression changes in O_2_-sensing neurons underpin plasticity regulation during ageing

To examine whether the activity-dependent regulation of transcription in O_2_-sensing neurons modulates O_2_-evoked locomotory responses and O_2_ experience-dependent plasticity, we performed cell-specific RNAi in the O_2_-sensing neurons to knock down the expression of some of these genes using a transgenic strain that expresses the RNA transporter SID-1 only in these cells, which avoids the RNAi knockdown spreading to other cells or tissues. 

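Genes higher at 21% O2 in day 1 neurons included nlp-11, gcy-25, dyf-7, ptp-4, unc-86, ccb-1 and sol-1, and nra-1, glb-27, nhr-14 and cebp-1 were lower. Of these 11 genes, 5 passed the thresholds over all genes tested, and 11 had an adjusted p under 0.1 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The acetylcholine receptor-associated gene nra-1, on chromosome IV from 17281455 to 17284199, had a log2 fold change of -2.47 (standard error 0.40, adjusted p = 0.0205) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For nhr-14, on chromosome X from 8473722 to 8476178, it was -2.90 (standard error 0.51, adjusted p = 0.0278) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a call that held in 5 of 8 fits that each left out a library and had 0.139 without replicate 3 of the day 1 neuron samples at 21% O2. The calls of glb-27 and ptp-4 each held in 2 of those fits, and without replicate 4 of the day 1 neuron samples at 21% O2 glb-27 had 0.207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as ptp-4 had 0.183 without replicate 3 of the day 1 neuron samples at 7% O2. The weakest was sol-1, at 2.13 (standard error 1.01, adjusted p = 0.702) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.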

We first selected 11 genes from top-ranked genes by false discovery rate (FDR) for differential expression in the day 1 adult neuronal transcriptomes, of which four were down- and seven upregulated by neural activity state. Knockdown of 6 of the 11 genes affected either O_2_-evoked behavior and/or experience-dependent plasticity in 1-day-old adults (Figure 6—figure supplement 1). Specifically, knockdown of *cebp-1* (C/EBP transcription factor)*, ptp-4* (protein tyrosine phosphatase receptor) or *unc-86* (POU homeodomain transcription factor) in the O_2_-sensing neurons significantly reduced O_2_ experience-dependent plasticity (Figure 6—figure supplement 1G,H,I,M,N). *nlp-11* neuropeptide*, ptp-4* or *sol-1* (glutamate receptor subunit) knockdown altered both the speed responses to the stepwise changes in O_2_ concentration of animals kept at 21% O_2_ and of animals shifted from 21% to 7% O_2_ (Figure 6—figure supplement 1A,H,K,N). Knockdown of *nhr-14* (nuclear hormone receptor) altered speed responses to O_2_ only in animals kept at 21% O_2_ throughout (Figure 6—figure supplement 1D,N). Together, these results demonstrate that genes differentially regulated by neural activity in young adults’ O_2_-sensing neurons play a role in the behavior and plasticity evoked by oxygen stimuli.

We then validated the most significant differently expressed genes by neural activity in day 7 neurons. They are *kdin-1,* which encodes the orthologue of the scaffold protein ARMS/kinase D interacting substrate 220 (KIDINS220), *skn-1,* which encodes the *C. elegans* orthologue of the transcription regulator Nrf2, and *cfp-1*, encoding the orthologue of the transcriptional activator CXXC-type zinc finger protein 1. 

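In day 7 neurons kdin-1, on chromosome IV from 11038655 to 11047422, had 53.8 ± 47.0 CPM at 21% O2 and 7.65 ± 5.18 at 7% O2 (SD, n = 4), a log2 fold change of 2.82 (standard error 0.64, adjusted p = 0.132) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The values of skn-1, on chromosome IV from 5651039 to 5660384, were 1377 ± 302 and 799 ± 103 CPM, with a log2 fold change of 0.79 (standard error 0.50, adjusted p = 0.843) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For cfp-1, on chromosome IV from 14077435 to 14083568, it was 2.55 (standard error 0.66, adjusted p = 0.262) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all genes 0 of the 3 passed, while 2 did adjusted over the list alone, which the choice of the list on these samples keeps from being independent evidence. DESeq2 on the 16 neuron libraries called kdin-1 and cfp-1. DESeq2 restricted to the 2 groups, a setting chosen after seeing these values, called all 3, with adjusted p = 0.00552 for kdin-1, 0.0247 for skn-1 and 0.00552 for cfp-1.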

ARMS/KIDINS220 has been implicated in regulating neural excitability and Ca^2+^ homeostasis, and SKN-1/Nrf2 are key regulators of oxidative stress responses and metabolism (Blackwell et al., 2015; Jaudon et al., 2020). 

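At 7% O2 the log2 fold change between day 7 and day 1 neurons was -3.94 (standard error 0.67, adjusted p = 0.00015) for kdin-1, -2.66 (standard error 0.53, adjusted p = 0.000729) for skn-1 and -2.34 (standard error 0.65, adjusted p = 0.0107) for cfp-1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 21% O2 it was -0.90 (standard error 0.60, adjusted p = 0.307) for kdin-1 and -0.16 (standard error 0.62, adjusted p = 0.887) for cfp-1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fall of skn-1 at 21% O2, -1.37 (standard error 0.50, adjusted p = 0.0547) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, passed the thresholds, in 3 of 8 fits that each left out a library, and had 0.254 without replicate 4 of the day 7 neuron samples at 21% O2. With the size factors of DESeq2's method it was -1.09 and did not pass. Adjusted over the list alone, 3 genes passed at 7% O2 and 1 at 21% O2. A lower share of neuron RNA on day 7 was not tested as the cause for these genes. The difference of the age effect between O2 levels had an adjusted p of 0.414 for kdin-1, 0.715 for skn-1 and 0.601 for cfp-1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.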

Neural expression of all three genes significantly declines with age in 7% O_2_ culture but not at 21% O_2_ (Supplementary file 1). We knocked down *kdin-1, skn-1* and *cfp-1* by cell-specific RNAi in the O_2_-sensing neurons only, and tested O_2_ experience-dependent plasticity in day 2 and day 7 adult worms. *kdin-1* and *skn-1* knockdown did not affect O_2_-evoked locomotory responses or plasticity in day 2 adults, whereas *cfp-1* RNAi increased O_2_ responses in day 2 adult animals cultured at high O_2_, but not in those shifted to 7% O_2_ for 12 hr, significantly reducing plasticity (Figure 6A,C). RNAi of all three genes altered O_2_-evoked responses in 21% O_2_-cultured day 7 adults (Figure 6B). In particular, RNAi of *kdin-1* restored O_2_ experience-dependent plasticity in 7-day-old 21% O_2_ cultured animals, which displayed the same levels of plasticity as at day 2, whereas plasticity significantly declined in control animals (Figure 6B,C). RNAi of *skn-1* reduced responses to high O_2_ in 7-day-old animals kept at 21% O_2_ throughout, but did not affect the responses of those shifted to 7% O_2_. *cfp-1* RNAi moderately increased O_2_ responses of 7-day-old animals shifted to 7% but did not affect those of animals kept at 21% throughout. In contrast, plasticity in 7-day-old animals cultured at 7% O_2_ was not significantly affected by the knockdown of *kdin-1*, *skn-1* or *cfp-1*, although O_2_ responses of animals kept at 7% throughout were altered (Figure 6—figure supplement 2). These results suggest that genes whose expression is selectively sustained in ageing neurons kept at a high activity state contribute to the loss of O_2_ experience-dependent plasticity with age. *kdin-1* has a very specific effect on the decline of plasticity without altering O_2_ responses, whereas *skn-1* and *cfp-1* affect plasticity indirectly through altered O_2_ responses in non-shifted animals. Thus, our data indicate that activity-induced neuronal transcriptional alteration plays a profound role in experience-dependent plasticity and its decline with age.

**Figure 6.**
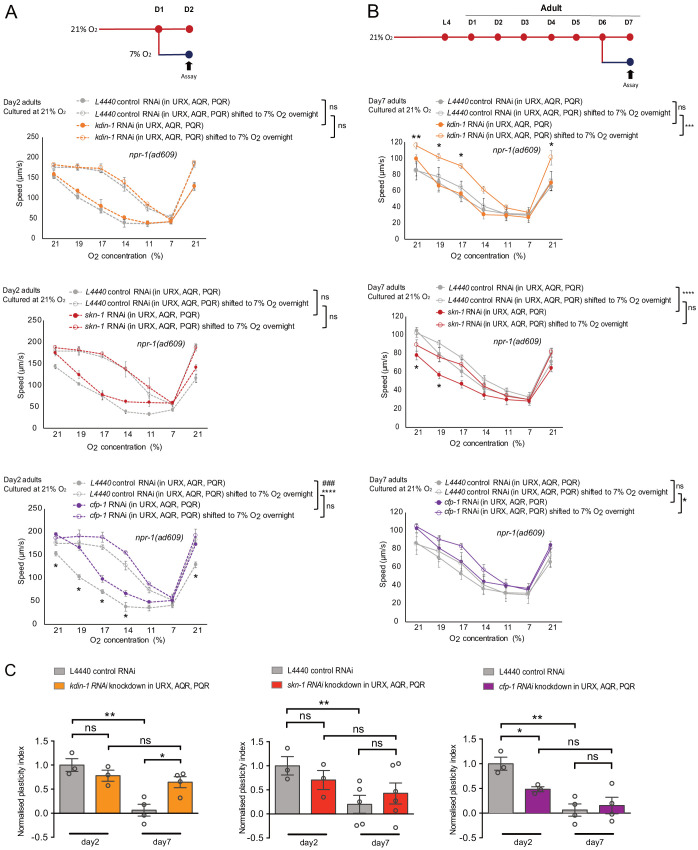
Genes selectively downregulated in ageing low-activity neurons underpin plasticity decline with age. (**A–B**) Behavioral test of three DEGs from RNA-seq day 7 neuron samples that specifically downregulated in ageing low-activity neurons. Strain KL92 (*sid-1(pk3321) V.; npr-1(ad609) X.; cipIs7[pgcy-32::sid-1::SL2-GFP] V*) is used for cell-specific RNAi knockdown by feeding. Mean ±sem, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, p>0.05, asterisks above the speed plot indicate a significant interaction between the effect of gene knockdown and [O_2_] steps on speed responses, asterisks next to the data point in the plot indicate a significant difference of speed at this [O_2_] point compared to either RNAi feeding or control animals experienced the same O_2_ culture condition, ###p<0.001 indicates a significant gene knockdown effect on O_2_-evoked speed responses at that culture condition, mixed model ANOVA with Holm-Sidak test. (**C**) Normalized plasticity index of *kdin-1*, *skn-1* and *cfp-1* cell-specific RNAi knockdown animals. Mean ±sem, *p<0.05, **p<0.01, ns, p>0.05, unpaired t test.

**Figure 6—figure supplement 1.**
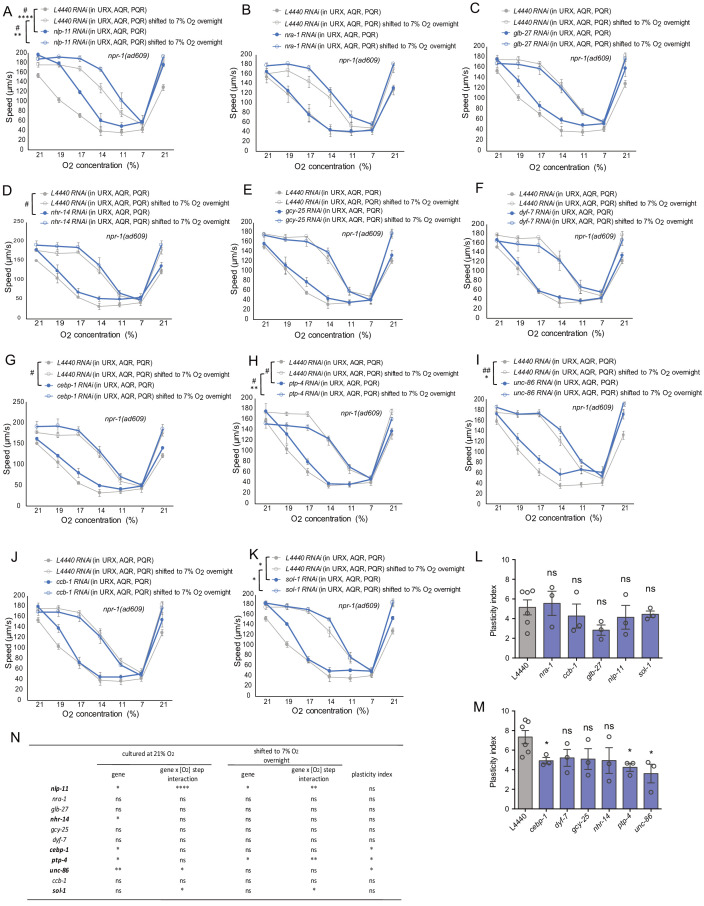
Functional validation of top gene candidates from RNA-seq day one neuron samples. (**A–K**) Behavioral validation of top gene candidates from RNA-seq day one neuron samples. 6 out of 11 showed phenotypes of O_2_-evoked speed responses or its plasticity in young adults. Mean ±sem, three or more assays were performed for each gene each condition, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, indicates a significant interaction between the effect of gene knockdown and [O_2_] steps on speed responses, #p<0.05, ##p<0.01 indicates a significant gene knockdown effect on O_2_-evoked speed responses at that culture condition. (**L and M**) Plasticity index of gene candidates tested. Mean ±sem, *p<0.05, ns, p>0.05. (**N**) Statistical summary of candidates tested by mixed model ANOVA.

**Figure 6—figure supplement 2.**
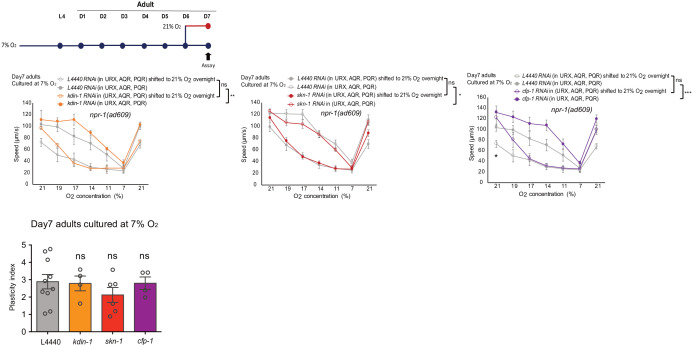
O_2_-evoked speed responses and plasticity index of 7% O_2_ cultured day 7 adults. Mean ±sem, *p<0.05, **p<0.01, ***p<0.001, ns, p>0.05, asterisks above the speed plot indicate a significant interaction between the effect of gene knockdown and [O_2_] steps on speed responses, asterisks next to the data point in the plot indicate a significant difference of speed at this [O_2_] point compared to either RNAi feeding or control animals experienced the same O_2_ culture condition.

### Neuronal Ca^2+^ signaling factors orchestrate the activity-dependent decline of plasticity with age

Our transcriptomic profiling of the O_2_-sensing neurons suggests that neural activity modulates the changing expression of Ca^2+^ signaling factors with age. Altered Ca^2+^ signaling has been implicated in impaired neural plasticity and age-related cognitive decline (Foster, 2007; Palop et al., 2007). We therefore hypothesized that Ca^2+^ signaling may be an important intermediary between activity state and the decline of plasticity in neurons with age. To test this and gain an understanding of the molecular processes involved, we characterized how four key Ca^2+^-linked genes, *cmd-1* calmodulin, *tax-6* calcineurin, *unc-68* ryanodine receptor and the *ncx-5* K^+^-dependent Na^+^/Ca^2+^ exchanger are involved in the age-related decline of behavioral plasticity in oxygen responses. 

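The calmodulin gene cmd-1, on chromosome V from 1156271 to 1158189, fell with age in neurons at 21% O2 with a log2 fold change of -1.89 (standard error 0.27, adjusted p = 3.86e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and at 7% O2 with -1.64. For the calcineurin gene tax-6, on chromosome IV from 10492869 to 10501600, the changes were -2.77 and -3.18, for the ryanodine receptor gene unc-68, on chromosome V from 6901681 to 6929038, -2.02 and -2.04, and for the exchanger gene ncx-5 -4.25 and -6.21. All 4 passed the thresholds at both O2 levels and in each of the 8 fits that left out a library, over all genes as well as adjusted over the list alone. The summed genes of all neurons also fell in these sorted samples, by log2 ratios of -2.75 and -3.05, against -0.15 and 0.19 in whole worms. The falls of cmd-1 and unc-68 were smaller than that, and those of ncx-5 larger. A lower share of neuron RNA on day 7 was not tested as the cause for these genes. With the size factors of DESeq2's method cmd-1 fell by a smaller amount at 21% O2, with a log2 fold change of -1.58.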

All four genes show age-related downregulation in transcription in our data collected from the O_2_-sensing neurons (Supplementary file 1).

The calcium-binding protein calmodulin plays a central role in the regulation of activity-dependent plasticity (Ma et al., 2014) and is highly conserved between *C. elegans* and humans with 98% amino acid sequence identity. Due to its pleiotropic roles in many physiological processes, we used cell-specific RNAi to knock down *cmd-1* in URX, AQR and PQR only, and subjected young (day 1) or old (day 7) animals to the environmental shifts detailed in Figure 1 to test for locomotory speed and experience-dependent plasticity in response to the stepwise changes in oxygen concentrations detailed in Figure 1—figure supplement 1B. In 1-day-old adults cultured at 21% O_2_, *cmd-1* knockdown strongly reduced the locomotory response to 21% O_2_ after downsteps of O_2_ concentrations from 21% to 7% O_2_, but did not diminish the initial locomotory response to high O_2_ (Figure 7A). In animals previously cultured at 7% O_2_ throughout and also in those shifted from 7% to a 21% O_2_ environment overnight, *cmd-1* knockdown reduced locomotory responses to high O_2_ (Figure 7B). In contrast, 7-day-old *cmd-1* RNAi adults responded normally to 21% O_2_ after a period of low O_2_ exposure (Figure 7E,F). These results suggest that CMD-1 is essential in young neurons but not in old neurons to recover from a low activity state to promote a strong avoidance response to high O_2_.

**Figure 7.**
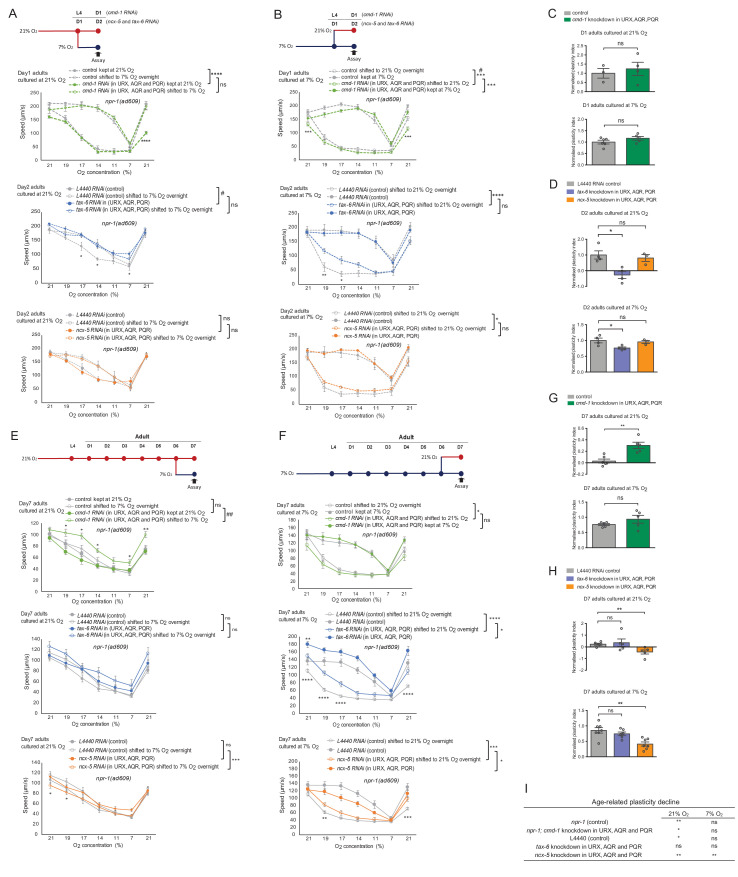
Neuronal Ca^2+^ signaling plays an essential role in the activity-dependent decline of plasticity with age. (**A and B**) O_2_-evoked speed responses of young adults with cell-specific knockdown of *cmd-1*, *ncx-5* and *tax-6* in O_2_-sensing neurons URX, AQR, and PQR. Strain KL92 (*sid-1(pk3321) V.; npr-1(ad609) X.; cipIs7[pgcy-32::sid-1::SL2-GFP] V*) is used for cell-specific RNAi knockdown by feeding. Mean ±sem, three or more assays were performed for each condition, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, asterisks above the speed plot indicate a significant interaction between the effect of gene knockdown and [O_2_] steps on speed responses, asterisks next to the data point in the plot indicate a significant difference of speed at this [O_2_] point compared to either RNAi feeding or control animals experienced the same O_2_ culture condition, #p<0.05 indicates a significant gene knockdown effect on O_2_-evoked speed responses at that culture condition, mixed model ANOVA with Holm-Sidak test. (**C and D**) Normalized plasticity index of young adults with cell-specific knockdown of *cmd-1*, *ncx-5* and *tax-6*. Mean ±sem, *p<0.05, ns, p>0.05, unpaired t test. (**E and F**) O_2_-evoked speed responses of day 7 adults with cell-specific knockdown of *cmd-1*, *ncx-5* and *tax-6*. Strain KL92 (*sid-1(pk3321) V.; npr-1(ad609) X.; cipIs7[pgcy-32::sid-1::SL2-GFP] V*) is used for cell-specific RNAi knockdown by feeding. Mean ±sem, five or more assays were performed for each condition, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, asterisks above the speed plot indicate a significant interaction between the effect of gene knockdown and [O_2_] steps on speed responses, asterisks next to the data point in the plot indicate a significant difference of speed at this [O_2_] point compared to either RNAi feeding or control animals experienced the same O_2_ culture condition, ##p<0.01 indicates a significant gene knockdown effect on O_2_-evoked speed responses at that culture condition, mixed model ANOVA with Holm-Sidak test. (**G and H**) Normalized plasticity index of day 7 adults with cell-specific knockdown of *cmd-1*, *ncx-5* and *tax-6* in O_2_-sensing neurons. Mean ±sem, **p<0.01, ns, p>0.05, unpaired t test. (**I**) Table shows the age-related plasticity changes in controls and cell-specific RNAi knockdown animals. Mean ±sem, *p<0.05, **p<0.01, ns, p>0.05, unpaired t test.

**Figure 7—figure supplement 1.**
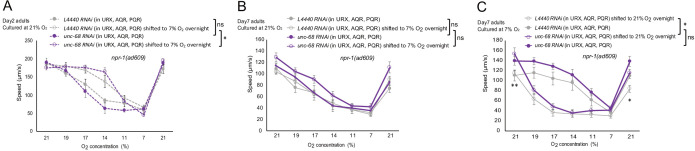
O_2_-evoked speed responses of animals with *unc-68* cell-specific knockdown in O_2_-sensing neurons. Mean ±sem, *p<0.05, **p<0.01 asterisks above the speed plot indicate a significant interaction between the effect of gene knockdown and [O_2_] steps on speed responses, asterisks next to the data point in the plot indicate a significant difference of speed at this [O_2_] point compared to either RNAi feeding or control animals experienced the same O_2_ culture condition.

**Figure 7—figure supplement 2.**
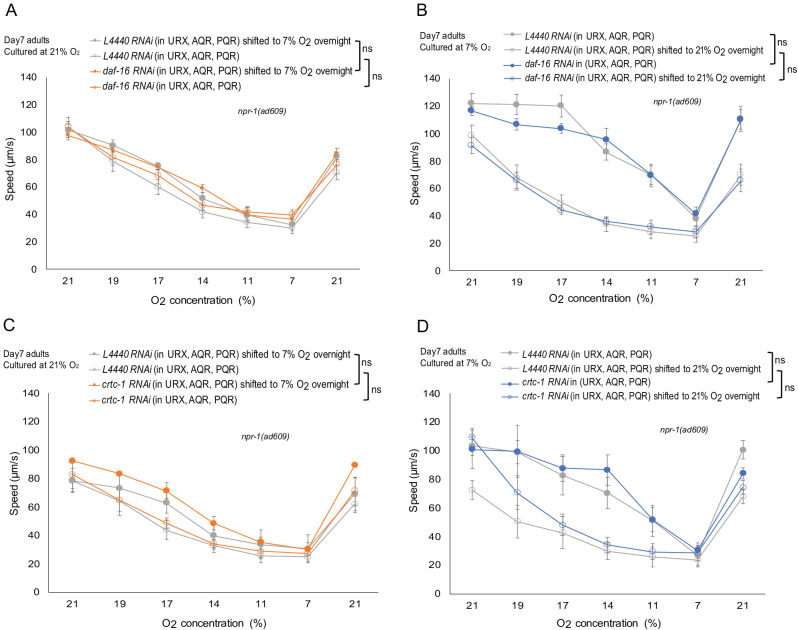
O_2_-evoked speed responses of day 7 adults with *daf-16* or *crtc-1* specifically knocked down in O_2_-sensing neurons. (**A–B**) O_2_-evoked speed responses of day 7 adults were not affected by *daf-16* specifically knockdown in O_2_-sensing neurons. n = 5–6 assays per condition. Mean ±sem, ns, p>0.05. (**C–D**) O_2_-evoked speed responses of day 7 adults were not affected by *crtc-1* specifically knockdown in O_2_-sensing neurons. n = 4 assays per condition. Mean ±sem, ns, p>0.05.

Cell-specific knockdown of *cmd-1* in the O_2_-sensing neurons did not affect experience-dependent plasticity in young adults, but significantly restored experience-dependent plasticity in day 7 adults cultured at 21% O_2_ (Figure 7C,G), where the O_2_-sensing neurons had been chronically stimulated. Lowering *cmd-1* levels did not further improve the response and plasticity of animals long-term cultured at 7% O_2_ (Figure 7F,G). This suggests that chronically high neuronal activation specifically acts through CMD-1 to result in plasticity loss with age, and that this pathway is not activated when neurons are kept at a low activity state. Lowering neuronal CMD-1 levels can counteract the plasticity decline with age.

To further understand how signaling by Ca^2+^ and calmodulin regulates neural plasticity changes with age, we investigated the Ca^2+^/calmodulin–dependent serine/threonine protein phosphatase calcineurin, the only Ca^2+^-activated protein phosphatase in the brain and a major regulator of synaptic transmission, neuronal excitability and Ca^2+^ homeostasis. Calcineurin is implicated in regulating learning and memory in both mammals and *C. elegans* (Kuhara and Mori, 2006; Mansuy, 2003). O_2_-sensing neuron-specific knockdown of *tax-6* in 1-day-old adults altered the response pattern to the stepwise changes in O_2_ concentration both of animals cultured at 21% O_2_ throughout and of those shifted to 21% O_2 _12 hours before the assay, while animals kept at 7% O_2_ prior to the experiment behaved normally. Specifically, worms exposed to 21% O_2_ were less able to slow down at intermediate O_2_ (between 19% and 14% O_2_) (Figure 7A,B). As a result, *tax-6* RNAi eliminated plasticity in young animals in the 21% to 7% O_2_ shift assay and significantly reduced plasticity in the 7% to 21% O_2_ shift experiment (Figure 7D).

Like their 1-day-old adult counterparts, 7-day-old adults cultured at 21% O_2_ with *tax-6* knocked down showed no plasticity, with no significant behavioral difference to controls of the same age (Figure 7E,H). Remarkably, 7% O_2_ cultured animals subject to cell-specific *tax-6* RNAi show significantly less age-related decline of O_2_-evoked speed responses. Specifically, locomotory speed at high O_2_ levels increased compared to controls for animals cultured at 7% O_2_ throughout and in those shifted to 21% O_2_12 hr prior to the assay (Figure 7F). Plasticity was retained with age in the same way as in 7-day-old control animals cultured at 7% O_2_ (Figure 7H). The beneficial effect of *tax-6* knockdown was only seen in animals with low neuronal activity in O_2_-sensing neurons, suggesting that calcineurin signaling contributes to the decline of O_2_-evoked behavior with age under physiological conditions of stimulation. Moreover, since knockdown of *tax-6* did not restore plasticity in 7-day-old 21% O_2_ cultured animals, the CMD-1-induced plasticity loss is likely to be acting through a calcineurin-independent pathway. Overall, *tax-6*/calcineurin regulates the tuning of locomotory speed responses to stepwise changes in O_2_ concentrations and O_2_ experience-dependent plasticity in young adults, and promotes the decline of locomotory responses with age under physiological conditions.

The ryanodine receptor UNC-68 is an endoplasmic reticulum Ca^2+^ release channel and involved in sustaining tonic sensory responses in the O_2_-sensing neurons (Busch et al., 2012). Cell-specific knockdown of *unc-68* had a similar but weaker phenotype as *tax-6* RNAi in 7-day-old animals, where it increased locomotory responses to O_2_ in 7% but not 21% O_2_ cultured animals and likewise did not alter plasticity compared to controls (Figure 7—figure supplement 1).

*ncx-5* encodes a member of the K^+^-dependent Na^+^/Ca^2+^ exchanger family which plays important roles in sustaining long-term Ca^2+^ homeostasis in many biological processes (Sharma et al., 2013). It is orthologous to mammalian NCKX2, which is broadly expressed in the brain and required for long-term potentiation, with NCKX2 null mice showing deficits in learning and memory tasks (Li et al., 2006). 

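The gene ncx-5, on chromosome V from 10486361 to 10490098, had 731 ± 193 CPM in day 1 neurons and 0.805 ± 0.715 in whole worms at 21% O2 (SD, n = 4), a log2 fold change of 10.07 (standard error 0.62, adjusted p = 3.60e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 7% O2 on day 1 the log2 fold change was 10.17. On day 7 it was 5.07 (standard error 0.99, adjusted p = 0.0031) at 21% O2 and 2.32 (standard error 1.24, adjusted p = 0.163) at 7% O2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 4 of the day 7 whole-worm samples at 7% O2 the change at 7% O2 was 4.18 and passed the thresholds.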

In line with a previous report (Sharma et al., 2013), our O_2_-sensing neuron-specific transcriptomics data show that *ncx-5* is highly enriched in O_2_-sensing neurons (Supplementary file 1). 

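In day 7 neurons ncx-5 had 37.9 ± 18.6 CPM at 21% O2 and 4.87 ± 2.87 at 7% O2 (SD, n = 4), a log2 fold change of 2.98 (standard error 0.54, adjusted p = 0.0348) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed in each of the 8 fits that left out a library, with log2 fold changes from 2.64 to 3.34. In day 1 neurons the change was 1.01 (standard error 0.50, adjusted p = 0.727) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the change of the effect between the ages had an adjusted p of 0.585 from that test.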

High-activity neurons have significantly higher *ncx-5* expression than low-activity neurons in day 7 adults, suggesting an involvement in plasticity changes with age. We therefore performed cell-specific RNAi to knock down the expression of *ncx-5* in the O_2_-sensing neurons.

In young adults, knockdown of *ncx-5* does not affect the behavior of animals cultured at 21% O_2_ (Figure 7A), and has a slight but statistically significant effect on the responses to the stepwise changes in O_2_ levels of animals shifted from 7% to 21% O_2_ overnight, suggesting that *ncx-5* is involved in adaptation to high neuronal activity (Figure 7B). The knockdown of *ncx-5* in O_2_-sensing neurons did not affect experience-dependent plasticity of young adults, but significantly reduced it in ageing animals (Figure 7D,H). Day seven animals shifted from 21% to 7% O_2_ for 12 hr significantly reduced rather than increased locomotory responses to O_2_, resulting in a reversed plasticity index (Figure 7E,H). *ncx-5* RNAi in 7-day-old animals cultured at 7% O_2_ significantly decreased behavioral plasticity by reducing oxygen responses in animals kept at 7% and increasing responses in animals shifted to 21% O_2_ for 12 hr (Figure 7F,H). These results suggest that NCX-5 plays an essential and specific role in sustaining experience-dependent plasticity during ageing and in enabling older animals to adapt to new environments.

We hypothesized that the accelerated behavioral plasticity decline in ageing animals with *ncx-5* knockdown may be a consequence of altered O_2_-evoked Ca^2+^ responses in the O_2_-sensing neurons of young adults. To test this, we performed Ca^2+^ imaging of the URX O_2_-sensing neurons in both 2-day and 7-day-old adults (Figure 8, Figure 8—figure supplement 1A–D). Cell-specific knockdown of *ncx-5* in the O_2_-sensing neurons did not generally alter the response magnitude of the neurons to high O_2_ stimuli in either young or old adults (Figure 8—figure supplement 1C,D). Intriguingly, although *ncx-5* knockdown did not change the behavioral plasticity of 2-day-old adults, it did reduce plasticity of neuronal Ca^2+^ responses: *ncx-5* RNAi animals shifted from 21% to 7% O_2_ for 12 hr increased their Ca^2+^ responses to O_2_ stimuli, compared to those cultured at 21% O_2_ throughout, less strongly than control animals did upon the same treatment (Figure 8A,B, Figure 8—figure supplement 1A,B). Also in the converse experiment, control animals shifted from 7% to 21% O_2_ for 12 hr very significantly reduced their responses to high and intermediate O_2_ stimuli, whereas with *ncx-5* knocked down, URX Ca^2+^ responses to the O_2_ stimuli were not significantly different between animals shifted from 7% to 21% O_2_ and those cultured at 7% O_2_ throughout (Figure 8C,D, Figure 8—figure supplement 1A,B). Therefore, the ability of the O_2_-sensing neurons to adapt to changing O_2_ environments requires Ca^2+^ clearance by NCX-5 already in young adults. The accumulated effect of lack of NCX-5 during ageing may be the cause of accelerated behavioral plasticity decline. Furthermore, we found that knockdown of *ncx-5* in URX elevates baseline [Ca^2+^] at 7% O_2_ in low O_2_ cultured animals, where the neuron is inactive (Figure 8E). This suggests that impaired Ca^2+^ homeostasis at rest may be responsible for accelerating the plasticity decline. To further explore this, we tested if knockdown of *cmd-1*, which slows plasticity decline, alters Ca^2+^ homeostasis as well, by performing Ca^2+^ imaging in URX. Ca^2+^ levels were indeed significantly reduced when *cmd-1* was knocked down in 1-day-old 21% O_2_-cultured animals (Figure 8E, Figure 8—figure supplement 1E). Together, these results suggest that the control of Ca^2+^ homeostasis in young adults by NCX-5 in low-activity neurons and CMD-1 in high-activity neurons determines if behavioral plasticity is retained or lost in aged animals.

**Figure 8.**
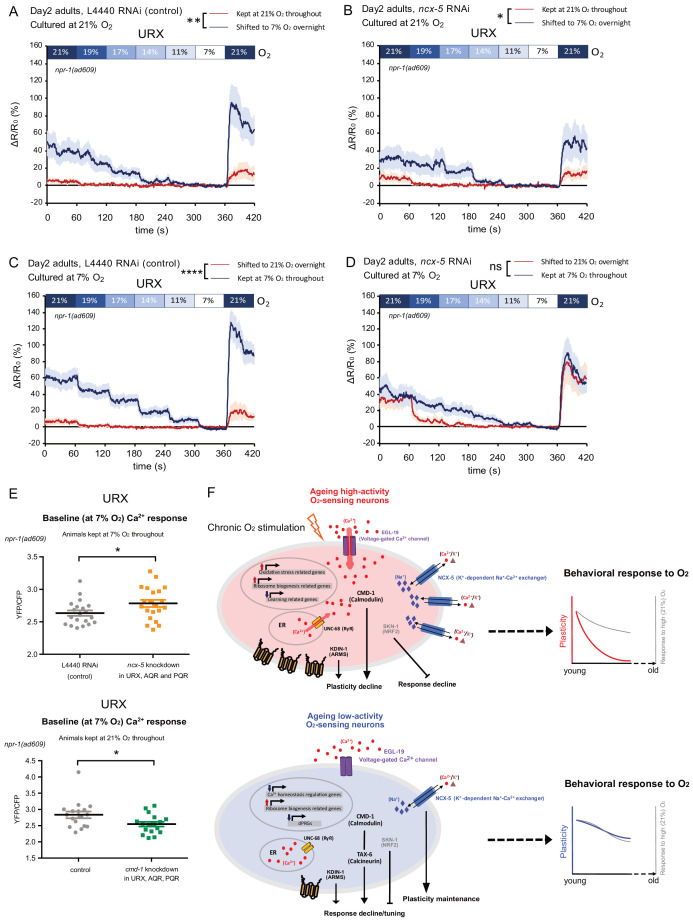
NCX-5 and CMD-1 control neuronal Ca^2+^ homeostasis to affect plasticity decline with age. (**A–B**) URX Ca^2+^ responses of day 2 adults cultured at 21% O_2_ and shifted to 7% O_2_ overnight with control L4440 (**A**) and *ncx-5* (**B**) RNAi knockdown in O_2_-sensing neurons. Strain KL317 (*sid-1(pk3321) V; npr-1(ad609) X; cipIs7[pgcy-32::sid-1::SL2-GFP] V; dbEx(pgcy-32::YC3.60 lin-15(+))*) is used for cell-specific RNAi knockdown by feeding followed by Ca^2+^ imaging. Each [O_2_] step lasts for 1 min. 21–50 s in each 1-min step was used for statistical analysis. Mean ±sem, n = 16–19 animals per condition, *p<0.05, **p<0.01, asterisks indicate a significant effect of overnight O_2_ level shift on Ca^2+^ responses, mixed model ANOVA. (**C–D**) URX Ca^2+^ responses of day two adults cultured at 7% O_2_ and shifted to 21% O_2_ overnight with control L4440 (**C**) and *ncx-5* (**D**) RNAi knockdown in O_2_-sensing neurons. Each [O_2_] step lasts for 1 min. 21–50 s in each 1-min step was used for statistical analysis. Mean ±sem, n = 20–21 animals per condition. ****p<0.0001, ns, p>0.05, asterisks indicate a significant effect of overnight O_2_ level shift on Ca^2+^ responses, mixed model ANOVA. (**E**) Baseline URX Ca^2+^ response is higher in 7% O_2_ cultured animals (day two adults) with *ncx-5* knockdown, and lower in 21% O_2_ cultured animals (day one adults) with *cmd-1* knockdown in O_2_-sensing neurons. Mean Ca^2+^ response during 21–50 s of 7% O_2_ step was used for statistical analysis. Mean ±sem, n = 17–21 animals per condition. *p<0.05, unpaired t-test. (**F**) Models for molecular and cellular processes in ageing high- and low-activity neurons.

**Figure 8—figure supplement 1.**
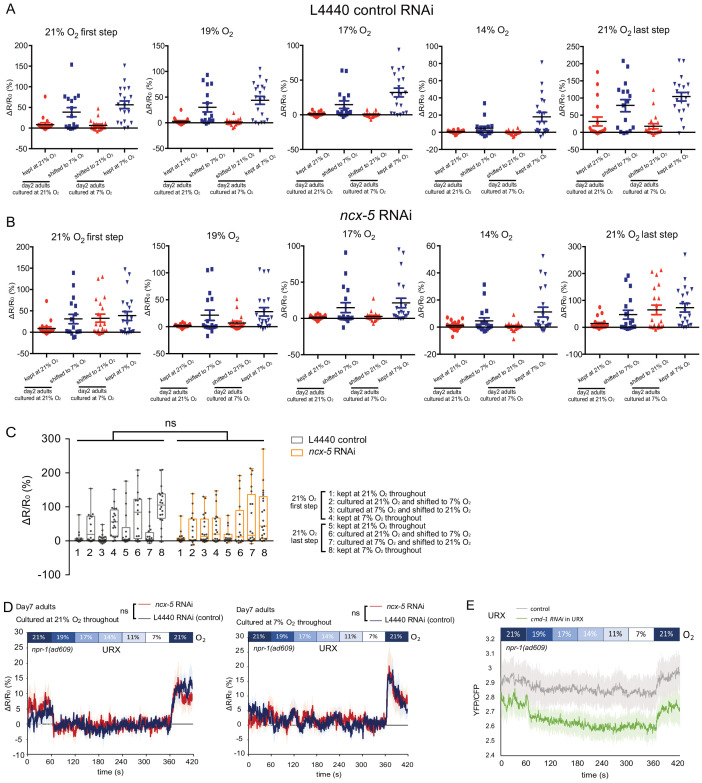
URX Ca^2+^ responses to [O_2_] of animals with *ncx-5* or *cmd-1* specifically knocked down in O_2_-sensing neurons. (**A–B**) Scatter plot showing URX Ca^2+^ responses of day two adults with L4440 control RNAi (**A**) and *ncx-5* (**B**) RNAi knockdown. (**C**) URX Ca^2+^ responses to 21% O_2_. No significant difference is seen between L4440 control RNAi and *ncx-5* RNAi URX Ca^2+^ responses to 21% O_2_. ns, p>0.05. Two-way ANOVA. (**D**) URX Ca^2+^ responses of day seven adults cultured at 21% and 7% O_2_ throughout. *ncx-5* RNAi knockdown animals showed no significant difference compared to controls. Each [O_2_] step lasts for 1 min. 21–50 s in each 1-min step was used for statistical analysis. Mean ±sem, n = 21–23 animals per condition. ns, p>0.05, mixed model ANOVA. (**E**) URX Ca^2+^ responses of 21% O_2_ cultured day 1 adults with *cmd-1* knockdown in O_2_-sensing neurons. Mean ±sem.

Previous studies in *C. elegans* have highlighted the role of longevity regulation pathways, in particular of the insulin/insulin-like growth factor signaling(IIS)/FOXO pathway, in altering cognitive performance with age (Kaletsky et al., 2016; Kauffman et al., 2010; Murakami et al., 2005). To test if the IIS/FOXO signaling pathway regulates plasticity decline in the O_2_-sensing neurons, we performed cell-specific RNAi knockdown of *daf-16* in O_2_-sensing neurons, but did not observe any significant effect (Figure 7—figure supplement 2A,B), suggesting that IIS/FOXO signaling is not involved in the O_2_ experience-dependent decline of plasticity with age. The TAX-6 calcineurin phosphatase is known to modulate *C. elegans* longevity via the *C*REB-*r*egulated *t*ranscriptional *c*oactivator CRTC-1 (Mair et al., 2011). However, knockdown of *crtc-1* in the O_2_-sensing neurons affects neither O_2_-evoked locomotory responses nor experience-dependent plasticity (Figure 7—figure supplement 2C,D). Thus, these data suggest that neuronal activity state affects age-related plasticity decline independent of lifespan-regulating pathways.

Overall, our results indicate that factors linked to neuronal Ca^2+^ signaling govern the decline of the experience-dependent plasticity in O_2_ responses with age.

## Discussion

As we grow older, the brain functionally deteriorates and is increasingly at risk of neurodegeneration and dementia. Neural plasticity as the basis of learning and memory formation is among the earliest cognitive functions to deteriorate with age, but the underlying molecular and physiological processes are little understood (Park and Bischof, 2013). Here, we establish a new behavioral paradigm in *C. elegans* to mechanistically dissect neural plasticity decline with age. Ambient oxygen drives robust and long-lasting neuronal activation and avoidance behavior of *C. elegans* (Busch et al., 2012). *C. elegans* also adapts to recently changed oxygen environments on a timescale of hours by showing increased or decreased sensitivity to intermediate oxygen levels, resulting in altered aerotaxis. This reprogramming of the behavior is reflected in plasticity of the URX sensory neurons’ response to oxygen stimuli, in which a prior shift from a 21% to a 7% O_2_ environment strongly sensitizes O_2_-evoked Ca^2+^ responses in the cell body. The reprogramming of Ca^2+^ responses of the sensory neuron itself suggests a form of intrinsic neuronal plasticity operating in URX, where long-term changes in input cause the persistent modification of its intrinsic electrical properties to adjust their excitability relative to input (Debanne et al., 2019). Intrinsic neuronal plasticity is involved in mediating learning and memory and in homeostatic regulation, but few studies have investigated it in vivo (Mozzachiodi and Byrne, 2010).

Intriguingly, we found that the decline of O_2_-evoked plasticity with age is conditional on the O_2_ environment – in animals cultured at 21% O_2_, plasticity rapidly declines and is lost within one week of adulthood, whereas at 7% O_2_ culture, plasticity was sustained even in 10-day-old adults. For comparison, in *C. elegans* chemotaxis, learning and memory abilities start to decline after 2–3 days of adulthood and are lost by the end of the first week (Kauffman et al., 2010). The *C. elegans* oxygen-sensing neurons are tonic sensors which show chronically elevated neural activity and cytoplasmic Ca^2+^ for as long as they are exposed to 21% O_2_ (Busch et al., 2012). Our data provide compelling support for the hypothesis that the behavioral plasticity decline with age is specifically induced by chronic high neuronal activity rather than ambient O_2_-induced high oxidative stress: long-term chemogenetic inhibition of neuronal activity in the O_2_-sensing neurons by HisCl1 was sufficient to restore behavioral plasticity in day 7 adults cultured at high oxygen, while chronic optogenetic excitation of the URX O_2_-sensing neurons strongly impaired behavioral plasticity of day four adults cultured at low oxygen. In contrast, antioxidant treatment did not improve plasticity decline with age, although a reduction of whole worm oxidative stress was observed. Furthermore, in our RNA-seq data, there was little overlap between neuronal and whole-worm differentially expressed genes in response to different O_2_ levels in both young and old adults (Figure 4—figure supplement 2A), which further supports a specific and profound role played by neural activity state in governing plasticity decline with age, distinct from a general effect of O_2_-induced cellular oxidative stress. Interestingly, 5-day-old worms grown at 21% O_2_ and switched to 7% O_2_ for 24 hr showed a substantial recovery of plasticity, which suggests the loss of plasticity due to chronic hyperactivity in the O_2_-sensing neurons is not permanent and can be restored by prolonged reduction of neural activity even in aged animals.

Our results point to neural excitation and [Ca^2+^] as key determinants of the decline of neural plasticity with age, where persistently high neural activity state causes neurons to lose their ability to adapt and learn new information, while previously learned responses are maintained. The transcriptomics data suggest that neuronal activity regulates neuronal transcriptome dynamically during ageing. Genes that form the oxygen-sensing machinery and those directly related to oxygen responses such as cGMP signaling; those that defend cells against oxidative stress; genes linked to Ca^2+^ signaling; and activity-regulated genes are all significantly more highly expressed in ageing O_2_-sensing neurons maintained at chronically high activity, compared to ageing neurons kept at low activity. In contrast, genes required for learning or modulation of synaptic transmission are downregulated with age in the high-activity but not the low-activity neurons. Based on these data, we propose that chronically high activity causes neurons to direct resources toward maintaining a high tonic firing rate, sustaining cellular Ca^2+^ homeostasis, and defending themselves against increased oxidative stress caused by elevated neural activity; leaving fewer resources for the cellular mechanisms required for maintaining neural plasticity. It would be interesting to compare our differential gene expression data with transcriptomics data obtained from regions of ageing human brains associated with high or low neural activity, to determine whether age-related transcriptional changes altered by neuronal activity affect evolutionarily conserved pathways.

Another important finding from the cell-type-specific RNA sequencing is that genes underlying neuronal function, including those involved directly in sensing oxygen, are generally downregulated in the aged O_2_-sensing neurons, consistent with previous findings in the ageing brains of mouse, *Drosophila* and *Aplysia* (Davie et al., 2018; Greer et al., 2018; Ximerakis et al., 2019). It is not well understood how the downregulation of neuronal activity-related genes relates to ageing processes. A recent study reported that global inhibition of neuronal activity can extend lifespan in humans, mice and *C. elegans* (Zullo et al., 2019). Also, lowering neuronal activity reduces tau propagation and β-amyloid deposition (Wu et al., 2016; Yuan and Grutzendler, 2016). This suggests that the downregulation of neuronal activity does not simply reflect a decline of neuronal function with age but may have a protective role in longevity. Such downregulation would be expected to sacrifice neuronal responsiveness and especially experience-dependent plasticity, which depends on new gene synthesis (Yap and Greenberg, 2018). However, the ability of *C. elegans* to generate oxygen-evoked behaviors in 7-day-old adults shows only a modest decline. In that regard, it is noteworthy that the most significant gene classes upregulated in aged neurons are translational and ribosome biogenesis-related genes, in particular the eIF2 and eIF4 signaling pathways which control translational initiation. So far, the purpose of upregulating the neuronal translation machinery with age is unknown. It is possible that it constitutes an adaptation to compensate for the wide-ranging decline of genes required for neuronal function, to sustain continued functioning and sensory responses of the ageing nervous system. This upregulation is neuron-specific, as gene ontology terms related to translation were generally downregulated in the whole-worm samples. Neuron-specific upregulation of translation factors and ribosome biogenesis with age has also been identified in mice (Ximerakis et al., 2019), rats (Ori et al., 2015), killifish (Baumgart et al., 2014), and *Drosophila* (Davie et al., 2018), suggesting that it is a highly conserved mechanism in neuronal ageing. This different transcriptional regulation of translational and ribosome biogenesis pathways is consistent with the idea that nervous system ageing is distinct from that of other tissues. In the future, it will be interesting to investigate whether interfering the age-dependent upregulation of translation and ribosome biogenesis processes affects cognitive performance in ageing animals.

A wealth of studies supports the hypothesis that dysregulation of Ca^2+^ signaling is responsible for the decline of neural and cognitive function with age and increases the risk of neurodegeneration, but the mechanisms involved are little understood (Berridge, 2011; Lerdkrai et al., 2018; Pchitskaya et al., 2018; Thibault et al., 2007; Toescu, 2007; Toescu and Verkhratsky, 2007a; Toescu and Verkhratsky, 2007b). Our study determines Ca^2+^ homeostasis control as a critical intermediary between neuronal activity and neuronal ageing, and identifies specific and distinct roles of calmodulin, calcineurin, the NCKX K^+^-dependent Na^+^/Ca^2+^ exchanger and the Kidins220/ARMS scaffold protein in the neuronal activity-dependent plasticity decline with age (Figure 8F). All four proteins are involved in regulating neural Ca^2+^ homeostasis (Bagur and Hajnóczky, 2017; Hassan and Lytton, 2020; Jaudon et al., 2020; Mansuy, 2003), and NCKX and Kidins220 were not previously known to contribute to cognitive decline. Reduction of calmodulin (*cmd-1*), calcineurin (*tax-6*) and Kidins220 (*kdin-1*) generally had a beneficial effect, promoting plasticity and/or locomotory activity with age, whereas removal of NCKX (*ncx-5*) accelerated the decline of plasticity, suggesting that the decline of plasticity is an actively managed process in which individual Ca^2+^-regulated pathways play different roles.

Our findings suggest a model where in the high neural activity state, intracellular [Ca^2+^] is chronically elevated, and the resulting overactivation of calmodulin/CMD-1 promotes a gradual decline of plasticity (Figure 8F). Knockdown of *cmd-1* restores behavioral plasticity in ageing worms by reducing intracellular [Ca^2+^] without otherwise changing the O_2_-evoked speed response, and is likely acting through a calcineurin-independent pathway, as *tax-6* knockdown does not phenocopy the effect of *cmd-1* RNAi. Calcineurin as an early responder to Ca^2+^ is known to act in a negative feedback loop to regulate Ca^2+^ homeostasis, contributing to downregulating Ca^2+^ signaling by weakening Ca^2+^ influx and Ca^2+^ release from intracellular stores (Mansuy, 2003). *tax-6* knockdown eliminated plasticity in the highly active O_2_ neurons of young and old worms, which may be the result of an excessive rise of intracellular Ca^2+^. Likewise, removal of the Ca^2+^ exchanger NCX-5 would impair Ca^2+^ clearance from the cytosol and did indeed not have any beneficial effect on the plasticity loss of the highly active neurons. *ncx-5* expression is upregulated with high activity, presumably in response to the increased demand of extruding intracellular Ca^2+^ from highly active neurons.

In contrast, we found that neuron-specific knockdown of *kdin-1,* whose expression is sustained with age in high-activity neurons but significantly decreases in low-activity neurons, restores experience-dependent plasticity in 7-day-old adults cultured at 21% O_2_. *kdin-1* is a member of the Kidins220 (kinase D-interacting substrate of 220 kDa)/ankyrin repeat-rich membrane spanning (ARMS) family, which acts as a signaling platform at the plasma membrane. Kidins220 controls neuronal activity and excitability and negatively regulates long-term potentiation in the hippocampus (Strack et al., 2012). A recent study in glia cells showed that it regulates intracellular Ca^2+^ homeostasis via store-operated Ca^2+^ entry (Jaudon et al., 2020). Tantalizingly, Kidins220 expression is regulated by neural activity levels, and in turn inhibits synaptic plasticity (Scholz-Starke and Cesca, 2016; Wu et al., 2010). Together, these results suggest an evolutionarily conserved mechanism where persistent expression of Kidins220/*kdin-1* in ageing neurons causes plasticity loss, while plasticity is sustained in those cells that downregulate *kdin-1* expression with age. It will be interesting to explore in future studies if CMD-1 and KDIN-1 act in the same pathway to induce age-related plasticity decline.

In neurons that are at a lower activity state, intracellular [Ca^2+^] is kept at low levels. Surprisingly, in aged neurons maintained at lower activity, *tax-6* RNAi not only did not decrease plasticity but even improved overall O_2_-evoked behavioral responses, suggesting, and consistent with previous studies (Mansuy, 2003; Shibasaki et al., 2002), that calcineurin has multiple distinct roles in regulating excitability and plasticity. Calmodulin/CMD-1 is only partially activated at low activity but may act together with calcineurin/TAX-6 and the ryanodine receptor/UNC-68 to decrease responsiveness in aged neurons. The NCKX/NCX-5 exchanger is responsible for maintaining Ca^2+^ homeostasis by removing Ca^2+^ from the cytoplasm, and we found that its function is required for the plasticity of neurons to adapt to changing O_2_ levels. Possibly because of the reduced demand for clearing Ca^2+^ from the cytosol compared to high activity neurons, ageing low-activity neurons express less NCX-5.

An important conclusion from our data is that loss of *ncx-5* alters neuronal responsiveness and plasticity of the O_2_-sensing neurons already in young adults, preceding the defects in behavioral plasticity caused by cell-specific removal of *ncx-5*. The age-related decline in the expression levels of genes mediating neuronal function, including of *ncx-5*, may represent an impairment of a ‘cognitive reserve’, causing the dissimilar effects of loss of specific neuronal functions on the cognitive performance of young and old individuals. Young adults seem to have higher resilience to a certain level loss of neuronal function than older adults, by compensating for reduced neuronal Ca^2+^ homeostasis for example.

Previous studies have shown that the mechanisms governing the decline of learning and memory in ageing animals intersect with the pathways regulating ageing and longevity (Kauffman et al., 2010; Stein and Murphy, 2012). It would be interesting in future studies to examine long-lived mutants such as *daf-2* to see whether they are resistant to the decline in plasticity caused by high O_2_ exposure. Our data on the O_2_-sensing neuron-specific knockdown of lifespan regulators suggest that neuronal activity state affects age-related plasticity decline independent of lifespan-regulating pathways, in particular of IIS/FOXO signaling. Thus, any effect in long-lived mutants would likely be non-cell-autonomous.

In summary, our study reveals that sustained high neural activity alters the neuronal ageing trajectory and negatively impacts plasticity in the ageing brain. Through Ca^2+^-evoked signaling and transcriptional changes, cellular resources are likely redirected away from sustaining neuronal plasticity and toward maintaining and supporting persistently high excitation. Our study and previous research (Bell and Hardingham, 2011; Berridge, 2011; Bezprozvanny, 2010; Brini et al., 2014; Foster, 2007; Pchitskaya et al., 2018; Toescu and Verkhratsky, 2007a) support a model that both too low and too high neuronal activity have negative long-term effects on neuronal heath and plasticity. Treatments that moderately reduce neural activity and correct dysregulated neuronal Ca^2+^ signaling in hyperactive neurons may be beneficial for early-stage intervention in cognitive decline and neurodegenerative conditions.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*E. coli*)	OP50	CGC	RRID:WB-STRAIN:OP50	
Strain, strain background (*C. elegans*)	AX204	Coates and de Bono, 2002		*npr-1(ad609) X*
Strain, strain background (*C. elegans*)	AX1864	Busch et al., 2012		*npr-1(ad609) X; dbEx(pgcy-32::YC3.60)*
Strain, strain background (*C. elegans*)	KL71	This study		Figure 6 *sid-1(pk3321) him5(e1490)V; npr-1(ad609)X*
Strain, strain background (*C. elegans*)	KL123	This study		Figure 4—figure supplement 1 *npr-1(ad609) X; iaIs25[Pgcy-37::GFP + unc-119(+)]*
Strain, strain background (*C. elegans*)	KL92	This study		Figure 6 *sid-1(pk3321) V.; npr-1(ad609) X.; cipIs7[pgcy-32::sid-1::SL2-GFP] V*
Strain, strain background (*C. elegans*)	KL269	This study		Figure 3 *npr-1(ad609)X; cipIs35[pgcy-32::HisCl1 codon optimized::SL2 GFP]*
Strain, strain background (*C. elegans*)	KL217	This study		Figure 7 *npr-1(ad609) X; cipIs31[pgcy-32::cmd-1 sense fragment::let-868 3'UTR; pgcy-32::cmd-1 antisense fragment::let-868 3'UTR; ccRFP]*
Strain, strain background (*C. elegans*)	KL317	This study		Figure 8 *sid-1(pk3321) V; npr-1(ad609) X; cipIs7[pgcy-32::sid-1::SL2-GFP] V; dbEx(pgcy-32::YC3.60 lin-15(+))*
Strain, strain background (*C. elegans*)	KL325	This study		Figure 3—figure supplement 2 *dvIs19[(pAF15) gst-4p::GFP::NLS] III; npr-1(ad609) X*
Strain, strain background (*C. elegans*)	KL24	This study		Figure 3 *npr-1(ad609) X; Ex (pgcy-32::ChRcodopt-mCitrine)*
Commercial assay or kit	PicoPure RNA isolation kit	Arcturus Bioscience	KIT0204	
Commercial assay or kit	Ovation RNA-seq system V2	Nugen	7102	
Chemical compound, drug	Histamine	Sigma-Aldrich	H7250	
Chemical compound, drug	All-*trans* retinal	Sigma-Aldrich	R2500	
Chemical compound, drug	N-acetyl cysteine	Sigma	A7250	
Software, algorithm	DinoCapture 2.0	Dino-Lite Europe	RRID:SCR_019095	https://www.dino-lite.eu/index.php/en/support/software
Software, algorithm	MCQ Gas Blender 100	MCQ Instruments		https://www.mcqinst.com
Software, algorithm	Matlab	MathWorks	RRID:SCR_001622	
Software, algorithm	Fiji	GitHub	RRID:SCR_002285	https://fiji.sc/
Software, algorithm	GraphPad Prism	GraphPad	RRID:SCR_002798	https://www.graphpad.com/scientific-software/prism/
Software, algorithm	Cutadapt	Martin, 2011	RRID:SCR_011841	https://cutadapt.readthedocs.io/en/stable/
Software, algorithm	STAR	Dobin et al., 2013	RRID:SCR_015899	https://github.com/alexdobin/STAR/releases
Software, algorithm	FeatureCounts	Liao et al., 2014	RRID:SCR_012919	http://bioinf.wehi.edu.au/featureCounts/
Software, algorithm	DESeq2	Love et al., 2014	RRID:SCR_015687	
Software, algorithm	GSEA	Subramanian et al., 2005	RRID:SCR_003199	https://www.gsea-msigdb.org/gsea/index.jsp
Other	10 µm filter for cell filtration	CellTrics	04-004-2324	

### Strains and *C. elegans* culture

*C. elegans* were grown at 20°C and kept on NGM plates seeded with *E. coli* OP50 bacteria as food source as previously described (Brenner, 1974). Previously described strains are AX204 (*npr-1(ad609) X*) and AX1864 (*npr-1(ad609) X; dbEx(pgcy-32::YC3.60)*) (Busch et al., 2012). KL24 (*npr-1(ad609) X; cipEx41(pgcy-32::ChRcodopt-mCitrine*)) was generated by ballistic gene transfer of a pExpr plasmid containing a Channelrhodopsin-mCitrine fusion gene, both codon optimized for *C. elegans*, under the *gcy-32* promoter for expression in the O_2_-sensing neurons. KL71 (*sid-1(pk3321) him5(e1490)V; npr-1(ad609)X*) was generated by crossing AX204 with TU3596 (*sid-1(pk3321) him-5(e1490) V; lin-15B(n744) X*). KL123 (*npr-1(ad609) X; iaIs25[Pgcy-37::GFP + unc-119(+)]*) was generated by crossing AX204 with ZG610 (*iaIs25[Pgcy-37::GFP + unc-119(+)]*). KL92 (*sid-1(pk3321) V.; npr-1(ad609) X.; cipIs7[pgcy-32::sid-1::SL2-GFP] V*) was generated by miniMos injection (Frøkjær-Jensen et al., 2014) as follows: A *sid-1* full length genomic fragment was cloned into the miniMos plasmid pCFJ907, under the *gcy-32* promoter that drives expression in the O_2_-sensing neurons. The pExpr *sid-1* was injected at 10 ng/µl to AX204, together with co-injection markers pGH8 (*Prab3::mCherry::unc-54 3’UTR*) at 10 ng/µl, pCFJ90 (*Pmyo-2:mCherry:unc-54 3’UTR*) at 2.5 ng/µl, pCFJ104 (*Pmyo3::mCherry::unc-54 3’UTR*) at 10 ng/µl, pRF4 at 20 ng/µl, and pCFJ601 (*Peft-3::Mos1 transposase*) at 50 ng/µl. 500 µl 25 mg/ml (diluted in water) G418 antibiotic was directly added to the 6 cm NGM plate the day after injection, and the worms were grown at 25°C. Inserted transgenes were identified by screening for surviving animals that lost the co-injection markers as seen by the absence of fluorescent protein expression in neurons and muscle. For identifying the integration sites in the chromosome, inverse PCR was performed as described (Frøkjær-Jensen et al., 2014). This strain was then crossed with KL71. KL269 (*npr-1(ad609)X; cipIs35[pgcy-32::HisCl1 codon optimized::SL2 GFP]*) was also generated by miniMos injection, and a codon-optimized single copy of HisCl1 was inserted. KL217 (*npr-1(ad609) X; cipIs31[pgcy-32::cmd-1 sense fragment::let-868 3'UTR; pgcy-32::cmd-1 antisense fragment::let-868 3'UTR; ccRFP]*) was generated by injecting sense and antisense *cmd-1* fragments (40 ng/µl each) cloned from genomic DNA, co-injected with *punc-122::RFP* at 20 ng/µl followed by UV integration. KL317 (*sid-1(pk3321) V; npr-1(ad609) X; cipIs7[pgcy-32::sid-1::SL2-GFP] V; dbEx(pgcy-32::YC3.60 lin-15(+))*) was generated by crossing KL92 to AX1864. KL325 (*dvIs19[(pAF15) gst-4p::GFP::NLS] III; npr-1(ad609) X*) was generated by crossing SPC167 (*dvIs19[(pAF15) gst-4p::GFP::NLS] III; skn-1(lax120) IV*) to AX204.

### Behavioral assays

#### O_2_-evoked speed assay

For the day 1 adults assay, L4 larval stage animals were picked to NGM plates seeded with *E. coli* OP50 2 days before, and cultured overnight in a hypoxia chamber for the 7% O_2_ culture environment, or outside the chamber for the 21% O_2_ culture environment, both at the temperature of 20°C with around 38% humidity. 20–30 µl of OP50 was seeded on 3.5 cm low peptone assay plates (Busch et al., 2012) the day before the assay. On the day of the assay, 15–30 worms were picked to each of the assay plates and assayed 5–10 min after picking. For the worms grown at 7% O_2_ overnight, the worms were picked to the assay plates within 15 min before the start of the assay. A gas mixture consisting of 0.04% CO_2_, a variable O_2_ concentration, and N_2_ as the balance gas was generated by a gas mixer (MCQ Gas Blender 100) and pumped into a perspex assay chamber through the inlet tube beside the chamber with a flow rate of 120 sccm (standard cm³/min).

The control worms were tested in parallel for each culturing condition on each day of the assay. The behavior of the animals was recorded with a Dino-Lite USB camera/microscope using the DinoCapture software, and analyzed with a custom-written Matlab script (Laurent et al., 2015). Data represent the mean speed for each assay. Error bars represent SEM. Power analysis of the behavioral data showed that the observed effect size is moderate (Cohen's f is around 0.52 based on Pillai's Trace statistic value of 1.278), and to be detected at a power of 0.8, the required sample size was 2.81 per condition. We thus recorded three or more films for each condition independently.

For the day 7 adults assay, L4s were picked to culture plates seeded with a bacterial food lawn 2 days in advance and transferred to fresh plates every 2 days. The night before assay, conditions were shifted according to specific protocols. The plasticity index is defined as $\sum_{c}{\left(\frac{speed\;of\;shifted\;condition-speed\;of\;original\;condition}{speed\;of\;original\;condition}\right)}_{c}$, where c are the different oxygen concentrations assayed. The plasticity index was normalized to young adults (day 1 or day 2) experiencing the same O_2_ condition shift, that is shift from 21% O_2_ to 7% O_2_, or shift from 7% O_2_ to 21% O_2_. Adult age is defined relative to L4 larval stage (=day 0).

#### Histamine treatment

Experiments were performed as previously described with slight modifications (Pokala et al., 2014). 1M histamine stock solution was prepared with dH_2_O and added to NGM before pouring to reach a final concentration of 20 mM. Plates were stored in 4°C for no more than one month and were seeded 2 days before use. Parental animals at day 1 – day 2 adult stage were picked to plates containing histamine. L4 stage progeny was transferred to newly seeded histamine plates and then transferred every 2 days. On day 6 of adulthood, animals were transferred to NGM plates without histamine for recovery at either 21% or 7% O_2_ overnight. Animals were assayed on day 7 of adulthood on plates without histamine. For control, animals without HisCl1 expression were cultured in the presence of 20 mM histamine, and animals with HisCl1 expression in O_2_-sensing neurons were grown on NGM plates without histamine. Histamine treatment has no effect on the lifespan of wild-type worms (Zullo et al., 2019).

#### NAC treatment

100 mM NAC stock solution (diluted in dH_2_O) was added to NGM before pouring to reach the final concentration of 5 mM. Plates were stored in 4°C and used within one month. Parental animals were grown on OP50 plates. For day 1 adults assay, L4 animals were picked to NAC plates the night before assay. For the day 7 adults assay, L4 animals were picked to NAC plates and transferred to new NAC plates (seeded 2 days before use) every 2 days until assay. The plasticity index was normalized to day 1 adults without NAC treatment.

#### Chronic optogenetic stimulation

Parental KL24 or AX204 animals were cultured at 7% O_2_ and their progeny at L4 larval stage were used for the assay. KL24 worms were preselected for fluorescence in URX neurons only. 30 µl of 5 mM all-*trans* retinal (Sigma) dissolved in ethanol was spread on the bacterial food lawn 1–2 days before use, and 30 µl of ethanol was spread on the control plates without retinal. Animals were irradiated on a custom-built setup with 300 ms pulsed blue light (Luxeon Rebel Blue LEDs, peak wavelength 470 nm) at an intensity of 10 mW/cm^2^ and a frequency of 0.8 Hz at controlled temperature (20°C). To limit effects of blue light exposure on organismal health, we tested plasticity in 4-day-old adults. Pulsed blue light stimulation started from L4 stage, and on day 3 of adulthood animals were transferred to normal NGM plates without all-*trans* retinal and kept in the dark overnight until assayed on day 4. Animals were transferred to fresh all-*trans* retinal or control plates every day.

### Aerotaxis assay

Aerotaxis assays were done essentially as described previously (Gray et al., 2004). For each assay, 150–200 L4s were picked the night before the day 1 adults assay, or then transferred to newly seeded plates every 2 days for the 7-day-old adults assay. For the assay, animals were picked to 9 cm NGM plates seeded two days before assay to form a thin rectangular bacterial food lawn, and a 30 × 15×0.2 mm polydimethylsiloxane (PDMS) microfluidic assay chamber placed over the animals, connected to two syringes at each end to pump 7% O_2_ or 21% O_2_, respectively, into the chamber at a pumping rate of 1.5 ml/min. After 30 min, the location of animals in the chamber was recorded with a Point Grey Grasshopper3 CMOS camera mounted on a Leica stereo microscope for distribution analysis and chemotaxis index quantification. The aerotaxis index is defined as (number of animals at high O_2_ area – number of animals at low O_2_ area)/total animal number.

### Ca^2+^ imaging

Ratiometric Ca^2+^ imaging was performed on a Nikon Eclipse Ti-E Inverted compound microscope with a CoolLED pE4000 fluorescence light source using a 40x Apochromat λS LWD water immersion lens, following an established protocol (Busch et al., 2012).For imaging in day one adults, L4 animals were picked the day before imaging. For day seven adults imaging, L4 animals were picked and transferred to fresh culture plates every 2 days. For imaging, 2% agarose pad (diluted in M9) was used. Individual animals were glued on pad with Dermabond Topical Skin Adhesive, leaving the nose free of glue. A drop of food was put next to the nose, M9 buffer was applied alongside the worm, and glued worms were covered with a polydimethylsiloxane (PDMS) microfluidic chamber. Gases at specific O_2_ concentrations were generated by a gas mixer (MCQ Gas Blender 100) and collected into individual sealable syringes. 435 nm fluorescence light intensity was set at 1% and exposure time was set at 300 ms. The filter set used was Chroma 59017 for dual CFP/YFP recording. An emission splitter (Cairn Research) was used to separate the cyan and yellow emission light with an FITC/Alexa Fluor 488/Fluo3/Oregon Green dichroic, ET480/40 m filter for CFP emission and ET535/30 m filter for YFP emission. Images were captured with an ORCA-Flash 4.0 V2+ camera at 2 frames per second. Imaging data were analyzed using Neuron Analyzer, a customwritten Matlab program, as previously described (Laurent et al., 2015).

### RNAi by feeding

RNAi by feeding was performed as previously described (Kamath and Ahringer, 2003) with slight modifications. RNAi plates were supplemented with 100 μg/ml carbenicillin and 1 mM IPTG. Plates were poured freshly and stored at 4°C for no more than 1 month. Bacterial strains (RNase-deficient *E. coli* HT115) expressing dsRNA were obtained from the Ahringer library and confirmed by sequencing. For the *unc-68* RNAi clone which is not available from the library, an *unc-68* gene fragment cloned from genomic DNA was inserted into L4440 plasmid by double digestion using XhoI and Not I, and this plasmid was then transformed into HT115 bacteria. Primers used for *unc-68* fragment PCR cloning from genomic DNA were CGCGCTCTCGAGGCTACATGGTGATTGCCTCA and TAATTTGCGGCCGCTGCTCCCATTT CACATGAGT. Bacteria were grown on LB plates with carbenicillin and tetracycline at 37°C overnight. Bacterial liquid culture with 100 μg/ml carbenicillin was grown at 37°C with shaking at 200 rpm for 6–8 hr. The liquid culture was seeded on the plates, left to dry at room temperature for 2 days. L4 stage animals were picked to the RNAi plate. After 48 hr, adults were transferred to the second RNAi plate seeded with the same bacteria, and their progeny was used for the assays. For RNAi by feeding experiments in young adults we assayed 2-day-old adults instead of day 1 adults because RNAi knockdown is more efficient at this age (data not shown). KL92 was used for behavioral assays and KL317 for Ca^2+^ imaging; in both strains, expression of the RNA transporter *sid-1* was limited to the O_2_-sensing neurons by transgenic expression from the *gcy-32* promoter to achieve cell-specific knockdown (Calixto et al., 2010). All the RNAi feeding animals were cultured at 20°C. The RNAi clones used for RNAi feeding experiments are listed in Supplementary file 9.

### Sample preparation for cell-specific RNA-sequencing in day 1 and day 7 adults

Strain KL123 was used for cell-specific RNA-sequencing. URX, AQR and PQR were strongly labeled with GFP in this strain in both young and old adults (Figure 4—figure supplement 1A,B). Weaker fluorescent labeling was also occasionally detected in the AVM mechanosensory neuron and the ASI chemosensory neurons (Figure 4—figure supplement 1A,B and data not shown). AVM and ASI did not respond to oxygen stimuli (Figure 4—figure supplement 1C–E), making it unlikely that they would contribute to activity-dependent transcriptional changes under different oxygen conditions. To avoid contamination of the 7-day adult samples with RNA of their offspring, we fed worms with bacteria inducing RNAi against *mex-3*, which causes embryonic lethality with near 100% penetrance (Kamath et al., 2001). We confirmed that the *mex-3* RNAi treatment had no impact on either experience-dependent plasticity or the differential decline of plasticity in 7-day-old animals (Figure 4—figure supplement 1F–H).

Animals were synchronized by bleaching for two rounds. Eggs were plated on OP50 plates and L3 stage animals were transferred to *mex-3* RNAi plates to avoid egg hatching. To obtain day 7 adults, adults at day 2 were washed off by M9 and transferred to new *mex-3* RNAi plates for further cultivation, and at day 4 were washed off and transferred to new OP50 plates (Figure 4A).

Cell dissociation and FACS sorting procedures were performed as previously described (Kaletsky et al., 2016) with modifications. For each sample, 10,000–15,000 worms were washed off by M9 and transferred to 1.5 ml Eppendorf tubes, followed by washing with M9 buffer five times. 300 µl lysis buffer (200 mM DTT, 0.25% SDS, 20 mM HEPES pH 8.0, 3% sucrose) was added and worms were incubated for 5–6 min until the head of worms became blunt. Worms were then washed rapidly with M9 buffer five times. 200 µl room temperature pronase (15 mg/ml, dissolved in 340mOsm L15) was added and worms were incubated for 8–15 min. During pronase incubation, a pellet pestle motor was used every 2–3 min for 10 s each time to dissociate and homogenize worm cells. After each round of using the pellet pestle motor, dissociation was monitored by checking 2 µl of the pronase suspension under the microscope. When the majority of big worm chunks were no longer visible, 800 µl ice-cold BSA (0.2%)/L-15 (340mOsm) was added to stop the reaction. At this point, 10 µl of the dissociated worm solution of each sample was transferred to 300 µl RNA extraction buffer (PicoPure RNA isolation kit (Arcturus Bioscience)) and kept on ice. This solution was subsequently used to determine the whole-worm transcriptome. Cells were pelleted by centrifugation at 9600 g for 5 min at 4°C and then resuspended using 1 ml ice-cold BSA (0.2%)/L-15 (340mOsm), and immediately passed through a 10 µm filter for sorting.

For FACS sorting, age-matched AX204 worms were used as negative control for setting gates. For KL123 (*npr-1(ad609) X; iaIs25[Pgcy-37::GFP + unc-119(+)]*), 5’000–20’000 GFP positive cells from each sample were sorted into 300 µl extraction buffer for RNA extraction using the PicoPure RNA isolation kit (Arcturus Bioscience). RNA samples with a RIN score >7.0 were used for cDNA synthesis. cDNA was generated using the Ovation RNA-seq system V2. Libraries were generated using TruSeq DNA Nano gel free library preparation kit. NovaSeq 50PE was used for all samples. Four independent biological replicates per condition were sequenced.

### RNA-seq data analysis

Reads were trimmed using Cutadapt (version cutadapt-1.9.dev2) (Martin, 2011). Reads were trimmed for quality at the 3’ end using a quality threshold of 30 and for adapter sequences of the TruSeq DNA kit (AGATCGGAAGAGC). The reference used for mapping was the *Caenorhabditis elegans* (build WBcel235) genome from Ensembl. Reads were aligned to the reference genome using STAR (version 2.5.2b) (Dobin et al., 2013) specifying paired-end reads and the option --outSAMtype BAM Unsorted. Reads were assigned to features of type ‘exon’ in the input annotation grouped by gene_id in the reference genome using featureCounts (version 1.5.1) (Liao et al., 2014). Genes with biotype rRNA were removed prior to counting. featureCounts assigns counts on a ‘fragment’ basis as opposed to individual reads such that a fragment is counted where one or both of its reads are aligned and associated with the specified features. Strandedness was set to ‘unstranded’ and a minimum alignment quality of 10 was specified. The raw counts were filtered to remove genes consisting predominantly of near-zero counts, filtering on counts per million (CPM) to avoid artefacts due to library depth. Differential gene expression analysis was performed using DESeq2 (Love et al., 2014) (version 1.18.1 with R version 3.4.2) at a default false discovery rate (FDR) of 0.1 as used in previous studies (Thomson et al., 2017), and additionally with a minimal fold change of 1.5 to exclude smaller changes in transcript abundance mostly seen in the whole-worm samples. Pathway analysis was performed using Ingenuity Pathway Analysis (Qiagen). Gene set enrichment analysis was performed in GSEA (Broad Institute) and WormBase Tissue Enrichment Analysis (Angeles-Albores et al., 2016). GSEA version 2–2.2.1 was used and gene sets containing more than 500 genes or less than five genes were excluded. Only gene sets with p<0.05 and q < 0.25 were considered as significantly enriched, as done in previous studies (Ximerakis et al., 2019). The normalized enrichment score (NES) was defined previously (Subramanian et al., 2005).

### Quantitative fluorescence microscopy

KL325 was used for *gst-4p::GFP* fluorescence intensity quantification. NAC (5 mM) treatment was initiated from hatching. Worms were immobilized by 100 mM NaN_3_ on a 2% agarose pad. Images were captured on a Zeiss Axio Imager Z1m with a 10x objective, and images analyzed by ImageJ. Specifically, a threshold was applied to each picture to highlight the fluorescent whole worm and the mean value of this highlighted area was used for statistical analysis.

### Statistical analysis

Unpaired t-test with Holm-Sidak correction for multiple comparisons was performed to examine the plasticity difference between 21% and 7% O_2_ animals at day 4, day 7, and day 10 of adulthood. For O_2_-evoked speed responses, mixed model ANOVA was performed to examine the effect of condition shift (21% to 7% O_2_ or 7% to 21% O_2_ the night before assay) and [O_2_] steps (21%, 19%, 17%, 14%, 11%, 7%, and 21% O_2_) on worms’ speed responses. Mann-Whitney U test was used for aerotaxis index comparison. For O_2_-evoked speed responses in RNAi feeding assays, mixed model ANOVA with Holm-Sidak test was conducted to examine the effect of gene knockdown and [O_2_] steps on speed responses. O_2_-evoked Ca^2+^ responses were analyzed using mixed model ANOVA, and the time period used for analysis is indicated in corresponding figure legends. Plasticity indexes were compared by unpaired t-test. One-way ANOVA with Holm-Sidak test was used for fluorescence intensity comparison. GraphPad Prism was used for statistical analysis.

## Data Availability

Sequencing data have been deposited in GEO under the accession code GSE152680. The following dataset was generated: LiQTurnerFBuschKE2020RNA-seq profiling for C. elegans O2-sensing neurons at different age and activity statesNCBI Gene Expression OmnibusGSE152680

# Supplementary material for: High neural activity accelerates the decline of cognitive plasticity with age in Caenorhabditis elegans
**Source:** eLife. 2020 Nov 24;9:e59711. doi: 10.7554/eLife.59711
**Supplement:** Supplementary file 2.

**Access transcriptomics data using DrEdGE**

DrEdGE must be served from a Web server to function. To run it on your local machine python must be installed.

- Open a terminal (command line interface)
- Change the directory to the one that contains the DrEdGE files
- Run one of the following commands in this directory:
- **Python 3:** python3 -m http.server 8006
- **Python 2:** python -m SimpleHTTPServer 8006

(to check which version of python is installed, type “python” in the command line)

- Then open the page <http://127.0.0.1:8006> in your browser

# Supplementary material for: High neural activity accelerates the decline of cognitive plasticity with age in Caenorhabditis elegans
**Source:** eLife. 2020 Nov 24;9:e59711. doi: 10.7554/eLife.59711
**Supplement:** Supplementary file 2.

DrEdGE

How the deposited data were processed for this re-analysis (not part of the article)

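RNA was measured in sorted O2-sensing neurons and in unsorted dissociated whole worms of day 1 and day 7 adults kept at 21% or 7% O2, with 4 libraries in each of 8 groups. The deposited values are counts of fragments per gene. According to the authors' methods, reads were trimmed with Cutadapt 1.9 and aligned with STAR 2.5.2b to the WBcel235 build, features annotated as ribosomal RNA were removed, and fragments were counted on exons, summed per gene and without regard to strand, with featureCounts 1.5.1. The values in the file are whole numbers with a different total in each library. The authors tested them with DESeq2 1.18.1. Total counts ran from 5365596 to 30666288 per library.

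All computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were kept by filterByExpr of edgeR with its minimum count of 10, libraries were scaled by TMM, and groups were compared with the robust quasi-likelihood F test, two-sided, at a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 1.5. The standard error of a gene's log2 fold change was taken as the absolute change divided by the square root of F. Each comparison of neurons with whole worms used the 8 libraries of the 2 groups. Comparisons of O2 levels and of ages, and the age by O2 interaction in neurons, used the 16 libraries of a sample type, and interactions with sample type used all 32. The biological coefficient of variation was 1.02 in the fit of the 16 neuron libraries and 0.418 in that of the 16 whole-worm libraries.

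Gene sets were those of the paper's supplementary lists (published genes of O2-sensing neurons, O2 sensing, Ca2+ signaling, oxidative stress, translation, delayed primary response genes and MetaWorm), and families read from gene names for ribosomal proteins and neuropeptides. They were tested, two-sided, with camera at a preset correlation of 0.01, for sets of 5 to 500 tested genes, adjusted over the sets of a comparison. Enrichment scores came from fgsea on genes ranked by the signed square root of the F statistic. Overlaps of gene lists were counted among genes tested in both comparisons, with the count expected for independent lists.

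Genes are named where the paper names them in a statement about these data, together with mex-3 and, in each O2 and age comparison, the 2 genes up and the 2 down with the smallest p among those past the thresholds whose 4 libraries of one group all lay above the 4 of the other. Lists of marker genes for O2-sensing neurons, all neurons, touch neurons, epidermis, intestine, body wall muscle, pharynx, germline, sperm, coelomocytes and glia were summed per library as TMM-scaled CPM. Lists for the epidermis of embryos and larvae, adult collagens and other embryonic genes were written after the rise of epidermal genes had been seen.

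Alternatives, changed one at a time, were DESeq2, all 32 libraries in a single edgeR or DESeq2 model, only the 2 groups compared, the size factors of DESeq2 (RLE) within edgeR, no filter on low counts, a minimum of 1 CPM in every library of a group, an adjusted p under 0.05, no minimum fold change, the replicate number as a block, and leaving out each library in turn. DESeq2 on the 2 groups compared, and leaving out genes that overlap ribosomal RNA, were added after the values had been seen. Set tests were also run with fry, with camera at an estimated correlation and with fgsea. The edgeR and DESeq2 tests were tested on simulated data with the spread of each sample type.

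The copies of the paper's supplementary tables of all genes held 1999 of 8006 genes for day 1 whole worms between O2 levels, and similar parts for the others, so from those tables only the values of named genes were compared, and enrichment scores were compared with those in the paper's text and set tables. Gene ontology terms, tissue and phenotype enrichment and pathway analyses were left out, because their gene sets were not among the reference files.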

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

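Apart from the counts of splits of the samples, which were planned before they were run, the tests in this part were chosen after the results they concern had been seen.

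Samples far from the others of their group were found in 12 of 136 groups of 4 values, where chance gives about 1 in 20 groups, or 6.8. Replicate 3 of the day 1 neurons at 21% O2 had 30666300 counts (rounded), above its group. Replicate 4 of the day 7 neurons at 21% O2 lay apart in 3 marker lists, with sums of 2101 CPM for epidermis, 14567 for intestine and 4542 for germline, and replicate 3 of that group in sperm genes (9.5). Among the other sorted samples, touch neuron genes summed to 47648 CPM in replicate 2 of day 1 and 2392 in replicate 1 of day 7, both at 7% O2, and body wall muscle genes to 21186 in replicate 1 of day 1 at 7% O2. In whole worms the values were 845 for all neurons (7% O2, day 1, replicate 2), 99.5 for touch neurons (7% O2, day 7, replicate 2), 12679.8 for body wall muscle (21% O2, day 1, replicate 2) and 6.7 for coelomocytes (7% O2, day 7, replicate 4). The design gives no biological explanation for single samples, and none was tested.

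A difference between groups was found by tests of the difference itself. The age effect in neurons differed between O2 levels for 7 genes, and 3 of 40 splits of the samples, the real one included, gave as many. The O2 effect differed between neurons and whole worms for 4 genes on day 1 and 5 on day 7, with 13 and 11 of 40 splits as large. For these 3 counts, more than 1 in 20 splits gave as many, so chance is not ruled out.

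The age effect differed between neurons and whole worms for 2877 genes at 21% O2 and 3937 at 7% O2. As large a count came from 2 of 40 splits at 21% O2 and 1 at 7% O2. The other split at 21% O2 with a larger count left all 16 neuron libraries in their true groups and moved whole-worm libraries alone. At 7% O2 a split of this kind gave 3834 genes, close to the 3937 of the real one. The splits moved age labels within each sample type and so broke up the age effect itself. These counts therefore cannot decide whether the age effects of neurons and whole worms differ. Ribosomal protein genes differed too, with adjusted p = 7.45e-45 at 21% O2 and 1.96e-42 at 7% O2 by camera with Benjamini-Hochberg adjustment.

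Whether RNA of other cells explains the rise of ribosomal protein genes in the sorted libraries was tested in 2 ways. RNA of the whole animal is argued against, because their sum in day 7 sorted samples at 21% O2 was 2.62 times that of whole worms. RNA of epidermal cells stays open: over the 8 sorted libraries of day 7 the ribosomal and epidermal sums had a Spearman correlation of 0.381, and 8 libraries cannot decide it, so a rise in the neurons and epidermal RNA cannot be told apart.

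A signal in data the paper did not analyse is the sum of epidermal marker genes in day 7 sorted samples, 3024 CPM at 21% O2 and 3797 at 7% O2, led by noah-1, mlt-11 and noah-2. Of its genes, 12 were tested between day 1 neurons and whole worms at 21% O2, where 1 had a higher value in neurons, below the thresholds. A lower share of neuron RNA with every other tissue rising alike is argued against by pharynx genes, whose sum was as low in day 1 sorted samples (103 CPM against 163 for epidermis at 21% O2). Relative to whole worms, so that each tissue's own change is taken out, they rose by 1.39 on the log2 scale at 21% O2 (standard error 0.88), against 6.42 for epidermal genes (0.74). At 7% O2 the values were -0.62 and 5.44. On this measure body wall muscle genes rose by 2.41 and 1.37 and intestine genes by 1.80 and 2.01 (standard errors 0.52 and 0.63). These rises were below that of epidermal genes, from higher levels in day 1 sorted samples that would hide a small share. The intestine rise is in the direction of a lower share of neuron RNA. The muscle sum was led by act-4. The median muscle gene changed by -1.68 and -1.44 in sorted samples and by -2.17 and -1.27 in whole worms, so muscle gives no clear direction. Germline (-0.36 and -1.03) and glia genes (-0.16 and -1.74) fell. Coelomocyte genes were mixed (1.36 and -0.33), and sperm genes (0.59 and 1.69) had standard errors of 1.25 and 1.22. A rise in the epidermis of the animals as the whole cause is argued against by whole worms, where the sum of the epidermal genes fell with age, with log2 ratios of -2.06 at 21% O2 and -0.91 at 7% O2, the latter with overlapping samples. RNA of the whole animal is argued against by sums 14.8 times those of whole worms. On plain total counts the log2 ratio between the ages was 4.34, so TMM scaling is not the cause. The lowest of the 8 sorted day 7 samples had 6.34 times the highest of day 1, which mislabelling of a single sample would not give. A lower share of neuron RNA together with a change in the epidermal cells stays open.

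Which epidermal cells the RNA comes from cannot be told apart. Of 17 genes of embryonic or larval epidermis, 12 were higher in sorted samples than in whole worms at 21% O2 on day 7 and 2 lower, and of 5 other embryonic genes tested 2 were higher and 1 lower. Those 2 were skn-1 and his-24, and the paper reports expression of skn-1 in the O2-sensing neurons. That count is therefore weak evidence on RNA of embryos. These lists were written after the rise was seen. The 6 adult collagens summed to 3.64 CPM in the whole worms themselves at 21% O2 and 6.99 at 7% O2, too little to decide about adult cells. In sorted samples the sums were 4.11 and 1.72. The only one tested, col-19, did not pass at 21% O2 (log2 fold change 1.01) and was lower in sorted samples at 7% O2 (-3.36). A change with age in those epidermal cells that enter the sorted samples stays open and was not tested.

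The noncoding gene F31C3.14 took up to 53.8% of a library's counts. Its share followed the summed share of 4 other genes inside the ribosomal RNA repeat over the 32 libraries (Spearman correlation 0.977), so ribosomal RNA left in the libraries is a likely source. No biological explanation was tested.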

How the results depend on the processing

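The tests in this part follow alternatives set before the data were examined, except for leaving out genes that overlap ribosomal RNA and for DESeq2 on the 2 groups alone, which were chosen after seeing the data. For the changes listed here the cause was not tested. For the age by O2 interaction in neurons, the models of all 32 libraries were not run.

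Of 352 counts of genes under alternatives, for 17 comparisons, 240 stayed within 1.5 times the reported count. With all 32 libraries in 1 DESeq2 model, the count was 7235 for neurons against whole worms at 7% O2 on day 1, 1063 for day 1 neurons, 1013 for day 7 neurons, 11 for day 1 whole worms, 25 for day 7 whole worms, 6060 for age in neurons at 21% O2, 6777 for age in neurons at 7% O2, 608 for age in whole worms at 21% O2, 525 for age in whole worms at 7% O2. Without the low-count filter, the count was 89 for day 1 neurons, 121 for day 7 neurons, 227 for day 1 whole worms, 57 for day 7 whole worms, 124 for age by O2 in neurons, 89 for sample type by O2 on day 1, 171 for sample type by O2 on day 7. With the replicate block, the count was 5 for day 1 neurons, 11 for day 7 neurons, 108 for day 1 whole worms, 13 for day 7 whole worms, 1 for age by O2 in neurons, 0 for sample type by O2 on day 1, 0 for sample type by O2 on day 7. Without genes overlapping ribosomal RNA, the count was 6 for day 1 neurons, 10 for day 1 whole worms. With DESeq2, the count was 193 for day 1 neurons, 184 for day 7 neurons, 216 for day 1 whole worms, 39 for day 7 whole worms, 121 for age by O2 in neurons, 213 for sample type by O2 on day 1, 207 for sample type by O2 on day 7. With all 32 libraries in 1 edgeR fit, the count was 304 for day 1 neurons, 241 for day 7 neurons, 0 for day 1 whole worms, 0 for day 7 whole worms, 5592 for age in neurons at 21% O2, 6460 for age in neurons at 7% O2, 370 for age in whole worms at 21% O2, 300 for age in whole worms at 7% O2. With the 2 groups alone in DESeq2, the count was 109 for day 1 neurons, 95 for day 7 neurons, 272 for day 1 whole worms, 50 for day 7 whole worms. At an adjusted p under 0.05, the count was 5 for day 1 neurons, 11 for day 7 neurons, 0 for day 1 whole worms, 3 for day 7 whole worms, 1 for age by O2 in neurons, 0 for sample type by O2 on day 1. With the 2 groups alone in edgeR, the count was 1 for day 7 neurons, 6 for day 1 whole worms, 14 for day 7 whole worms. With a minimum of 1 CPM, the count was 36 for day 1 whole worms, 3 for age by O2 in neurons, 13 for sample type by O2 on day 7. With the size factors of DESeq2 (RLE), the count was 11 for day 1 whole worms.

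Across the fits that each left out 1 library, counts ranged from 5 to 32 genes for day 1 neurons, from 7 to 63 genes for day 7 neurons, from 0 to 311 genes for day 1 whole worms, from 1 to 5 genes for day 7 whole worms, from 0 to 10 genes for age by O2 in neurons, from 0 to 31 genes for sample type by O2 on day 1, from 3 to 28 genes for sample type by O2 on day 7. The highest for day 7 neurons was without replicate 4 at 21% O2, and the highest for day 1 whole worms without replicate 1 at 21% O2.

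Of 60 counts of shared genes, 55 stayed within 1.5 times. With DESeq2, genes changed by O2 in the same direction in both numbered 6 for neurons and whole worms on day 1, 2 for neurons and whole worms on day 7, 9 for day 1 and day 7 neurons. Without the low-count filter, genes changed by O2 in the same direction in both numbered 2 for neurons and whole worms on day 1, 6 for day 1 and day 7 neurons.

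Of 914 set tests under alternatives, for 59 results, 814 kept direction and side of the threshold, 47 no longer passed, 25 newly passed and 28 changed direction, none of the last past the threshold either way.

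With an estimated correlation, sets that no longer passed had adjusted p of 0.107 for published O2 neuron genes (neurons against whole worms at 21% O2 on day 7), 0.15 for neuropeptide genes (day 7 neurons), 0.309 for neuropeptide genes (day 1 whole worms), 0.288 for translation genes (day 1 whole worms), 0.224 for translation genes (age in whole worms at 7% O2), 0.495 for translation genes (sample type by O2 on day 1), 0.544 for ribosomal protein genes (day 1 neurons), 0.493 for ribosomal protein genes (day 1 whole worms), 0.581 for ribosomal protein genes (age in whole worms at 21% O2), 0.206 for ribosomal protein genes (age in whole worms at 7% O2), 0.288 for Ca2+ signaling genes (day 1 whole worms), 0.495 for Ca2+ signaling genes (sample type by O2 on day 1), 0.473 for Ca2+ signaling genes (sample type by O2 on day 7), 0.201 for MetaWorm up with age (age in whole worms at 21% O2), 0.198 for MetaWorm down with age (sample type by age at 7% O2), 0.484 for O2 sensing genes (day 7 neurons), 0.213 for oxidative stress genes (age in neurons at 21% O2), 0.234 for oxidative stress genes (age in neurons at 7% O2), 0.155 for oxidative stress genes (age in whole worms at 21% O2). With fry, sets that no longer passed had adjusted p of 0.14 for neuropeptide genes (day 1 whole worms), 0.126 for translation genes (day 1 whole worms), 0.255 for translation genes (sample type by O2 on day 1), 0.162 for ribosomal protein genes (day 1 neurons), 0.302 for ribosomal protein genes (day 1 whole worms), 0.102 for Ca2+ signaling genes (day 1 whole worms), 0.681 for Ca2+ signaling genes (sample type by O2 on day 1), 0.314 for Ca2+ signaling genes (sample type by O2 on day 7), 0.321 for O2 sensing genes (day 7 neurons).

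With fgsea, sets that newly passed had 4.27e-06 for neuropeptide genes (day 1 neurons), 0.0245 for Ca2+ signaling genes (day 7 neurons), 0.0497 for Ca2+ signaling genes (day 7 whole worms), 0.0692 for delayed primary response genes (age by O2 in neurons), 0.0978 for O2 sensing genes (age by O2 in neurons). Without the low-count filter, sets that newly passed had 0.0357 for delayed primary response genes (age by O2 in neurons), 0.0712 for O2 sensing genes (age by O2 in neurons). With fry, sets that newly passed had 0.00416 for MetaWorm down with age (age in neurons at 21% O2).

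With fry, sets that changed direction had 0.368 for translation genes (day 1 neurons), 0.665 for Ca2+ signaling genes (day 1 neurons), 0.665 for delayed primary response genes (day 1 neurons). With fgsea, sets that changed direction had 0.938 for translation genes (day 1 neurons), 0.938 for Ca2+ signaling genes (day 1 neurons), 0.985 for oxidative stress genes (day 7 neurons), 0.637 for oxidative stress genes (age in whole worms at 7% O2). Without the low-count filter, sets that changed direction had 0.886 for MetaWorm down with age (age in neurons at 7% O2).

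Leaving out 1 library changed the direction of sets far from the threshold, with adjusted p of 0.91, 0.692 for translation genes (day 1 neurons), 0.861 for translation genes (age in whole worms at 21% O2), 0.859, 0.856, 0.83 for Ca2+ signaling genes (day 1 neurons), 0.789, 0.914, 0.942, 0.999 for MetaWorm down with age (age in neurons at 7% O2), 0.727 for O2 sensing genes (day 1 neurons), 0.644, 0.791 for oxidative stress genes (day 7 neurons), 0.914 for oxidative stress genes (age in whole worms at 7% O2), 0.879, 0.928, 0.912, 0.983, 0.619, 0.929 for oxidative stress genes (age by O2 in neurons).

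Where leaving out 1 library changed a set's call or direction, the adjusted p ranged from 0.0135 to 0.941 for neuropeptide genes (day 1 neurons), from 0.692 to 0.974 for translation genes (day 1 neurons), from 0.183 to 0.966 for translation genes (age in whole worms at 21% O2), from 0.00651 to 0.245 for translation genes (sample type by O2 on day 1), from 0.699 to 0.918 for Ca2+ signaling genes (day 1 neurons), from 0.000518 to 0.606 for Ca2+ signaling genes (day 7 neurons), from 0.0239 to 0.86 for Ca2+ signaling genes (day 7 whole worms), from 0.00686 to 0.748 for Ca2+ signaling genes (age by O2 in neurons), from 0.0109 to 0.174 for Ca2+ signaling genes (sample type by O2 on day 1), from 0.00129 to 0.367 for Ca2+ signaling genes (sample type by O2 on day 7), from 0.00139 to 0.131 for delayed primary response genes (day 7 neurons), from 0.00686 to 0.401 for delayed primary response genes (age by O2 in neurons), from 0.613 to 0.999 for MetaWorm down with age (age in neurons at 7% O2), from 0.157 to 0.91 for O2 sensing genes (day 1 neurons), from 6.69e-08 to 0.142 for O2 sensing genes (day 7 neurons), from 0.0015 to 0.608 for O2 sensing genes (age by O2 in neurons), from 0.369 to 0.817 for oxidative stress genes (day 7 neurons), from 0.00918 to 0.141 for oxidative stress genes (age in neurons at 21% O2), from 0.0338 to 0.148 for oxidative stress genes (age in neurons at 7% O2), from 0.668 to 0.958 for oxidative stress genes (age in whole worms at 7% O2), from 0.619 to 0.983 for oxidative stress genes (age by O2 in neurons). Replicate 4 of the day 7 neurons at 21% O2 gave the lowest value for Ca2+ signaling, O2 sensing and delayed primary response genes in day 7 neurons and in age by O2.

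Of 1930 fold changes of named genes under alternatives, 1811 kept direction and call, 63 no longer passed, 49 newly passed and 7 changed sign. The last are all of cfp-1 with age at 21% O2, with a reported log2 fold change of -0.16: 0.0671 without the low-count filter, 0.0497 with a minimum of 1 CPM, 0.12 with the size factors of DESeq2 (RLE), 0.13 without genes overlapping ribosomal RNA, 0.12 with DESeq2, 0.0215 without replicate 4 of day 7 at 21% O2, 0.12 with the 2 groups alone in DESeq2. With each library left out in turn its range was -0.37 to 0.0215.

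Of 24 marker values, 19 moved by less than the SD between replicates. For all neurons with age in neurons at 7% O2 the log2 ratio of -3.05 became -2.54 on plain totals. For epidermis with age in neurons at 7% O2 the log2 ratio of 4.59 became 5.65 as a median over the list. For intestine with age in neurons at 21% O2 the log2 ratio of 1.94 became 0.0699 as a median over the list. For body wall muscle with age in neurons at 21% O2 the log2 ratio of -0.01 became -1.68 as a median over the list. For body wall muscle with age in neurons at 7% O2 the log2 ratio of -0.16 became -1.44 as a median over the list. All 8 values of mex-3 on plain totals stayed within it.

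A whole-worm sample is an aliquot of the suspension of a sorted sample, but the replicate numbers are not shown to pair the samples. The main fits do not pair them. Fits with the replicate block treat samples of the same number as paired, within each age and O2 level where both sample types enter. Between samples of the same number in 2 groups, after group means were taken out, correlations over all tested genes ranged from -0.14 to 0.41, and in 0 of 12 comparisons were all 4 above 0.1.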

Differences from the paper's values

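The settings DESeq2 on the 2 groups compared and leaving out genes that overlap ribosomal RNA were chosen after seeing the values, and the other alternatives were set before the data were examined. A gap counts as closed where a count came within 1.5 times the paper's, or another value within the error of the reported one.

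Of 15 gene counts compared, 5 differ. Between O2 levels in day 1 neurons, 11 genes passed against the paper's 301. Of the alternatives set before the data were examined, all 32 libraries in 1 edgeR fit closed the gap, with 304, and the others did not, with 193 for DESeq2, 89 without the filter and 1063 for all 32 libraries in 1 DESeq2 model. In day 7 neurons, 18 genes passed against the paper's 264, and DESeq2 (184) and all 32 libraries in 1 edgeR fit (241) closed the gap while the others did not. In day 1 whole worms, 1 passed against the paper's 248. The gap closed without the filter (227) and with DESeq2 (216), and with DESeq2 on the 2 groups compared (272), chosen after seeing the values. It also closed in 2 of the 8 fits that left out 1 library, without replicate 1 of the day 1 whole-worm samples at 21% O2 (311) or replicate 2 of the day 1 whole-worm samples at 7% O2 (186), but not with the other alternatives. In day 7 whole worms, 6 passed against the paper's 50. Here too no filter (57), DESeq2 (39) and, chosen after seeing the values, DESeq2 on the 2 groups (50) closed it and the others did not. Genes higher at 21% O2 and shared by the neurons of both ages numbered 1 against the paper's 9, and 8 with DESeq2 and 6 without the filter, which closed the gap. With the 3 other alternatives tried for shared genes, no minimum fold change, an adjusted p under 0.05 and the replicate block, it was 1 each time.

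Of 23 normalized enrichment scores compared, 17 differ by more than the SD over fits that each left out a library. That SD understates the error of a score, and by the jackknife error 12 differ. None has the opposite sign. The scores rank genes by the signed square root of the F statistic, which is not the ranking of the paper. The paper gives 1.79 for the published genes of O2-sensing neurons without naming a group. Here the score was 2.18 at 21% and 2.25 at 7% O2 on day 1 and 1.97 at 21% O2 on day 7, and 1.81 at 7% O2 on day 7, which does not differ. Between O2 levels in day 1 whole worms the scores were 2.47 against the paper's 2.07 for Ca2+ signaling, -2.23 against the paper's -1.72 for translation and 1.88 against the paper's 1.79 for O2 sensing. With age in neurons at 21% O2 they were 1.35 against the paper's 1.47 for oxidative stress, 2.51 against the paper's 1.74 for translation, 2.06 against the paper's 1.66 for elongation factors, -2.47 against the paper's -2.09 for O2 sensing, 2.21 against the paper's 2.06 for MetaWorm genes that rise and -1.28 against the paper's -1.46 for those that fall. At 7% O2 they were -2.15 against the paper's -1.63 for Ca2+ signaling, -2.49 against the paper's -2.06 for O2 sensing, -1.84 against the paper's -1.51 for delayed primary response genes, 2.26 against the paper's 2.01 for MetaWorm genes that rise and -1.15 against the paper's -1.35 for those that fall. Among these, the size factors of DESeq2 (RLE) closed the gap for O2 sensing in day 1 whole worms (1.80) and oxidative stress at 21% O2 (1.44), the replicate block for the former (1.79), and no filter for MetaWorm genes that fall at 7% O2 (-1.33). Fits that left out 1 library also closed gaps. In day 1 whole worms they did so for Ca2+ signaling without replicate 1 of the day 1 whole-worm samples at 21% O2 (2.04) or replicate 2 of the day 1 whole-worm samples at 7% O2 (2.02), for translation without replicate 4 of the day 1 whole-worm samples at 7% O2 (-1.83) and for O2 sensing without replicate 1 of the day 1 whole-worm samples at 21% O2 (1.81), replicate 3 of the day 1 whole-worm samples at 21% O2 (1.83), replicate 2 of the day 1 whole-worm samples at 7% O2 (1.74) or replicate 3 of the day 1 whole-worm samples at 7% O2 (1.85). With age in neurons at 21% O2 they did so for oxidative stress without replicate 3 of the day 1 neuron samples at 21% O2 (1.42), replicate 4 of the day 1 neuron samples at 21% O2 (1.42) or replicate 4 of the day 7 neuron samples at 21% O2 (1.54), and for MetaWorm genes that fall without replicate 3 of the day 1 neuron samples at 21% O2 (-1.48), replicate 4 of the day 1 neuron samples at 21% O2 (-1.39) or replicate 4 of the day 7 neuron samples at 21% O2 (-1.41). At 7% O2 they did so for MetaWorm genes that fall without replicate 2 of the day 1 neuron samples at 7% O2 (-1.37), replicate 2 of the day 7 neuron samples at 7% O2 (-1.27) or replicate 4 of the day 7 neuron samples at 7% O2 (-1.28). For enrichment scores, no filter, RLE, the replicate block and leaving out each library were the alternatives run, and none of them closed the other gaps.

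Of 65 log2 fold changes of named genes compared with the paper's supplement, 2 differ, both with age in neurons at 21% O2. The error used here is the standard error derived from the F statistic. For gcy-37 the value was -1.96 against the paper's -1.64, and the difference of the values came within the error of 0.306 without the filter (-1.72), with a minimum of 1 CPM (-1.72), with RLE (-1.64), with DESeq2 (-1.64), with all 32 libraries in 1 DESeq2 model (-1.89) and with the 2 groups alone in edgeR (-1.93). For cmd-1 it was -1.89 against the paper's -1.58, and it came within the error of 0.27 without the filter (-1.65), with a minimum of 1 CPM (-1.65), with RLE (-1.58), with DESeq2 (-1.58) and with all 32 libraries in 1 DESeq2 model (-1.82), but not with the 2 groups alone in edgeR. The replicate block and all 32 libraries in 1 edgeR fit closed neither gap. Leaving out 1 library closed that of gcy-37 without replicate 1 of the day 1 neuron samples at 21% O2 (-1.94), replicate 3 of the day 1 neuron samples at 21% O2 (-1.93) or replicate 4 of the day 7 neuron samples at 21% O2 (-1.51) and that of cmd-1 without replicate 3 of the day 1 neuron samples at 21% O2 (-1.79) or replicate 4 of the day 7 neuron samples at 21% O2 (-1.50). Chosen after seeing the values, DESeq2 on the 2 groups (-1.64 and -1.58) and leaving out genes that overlap ribosomal RNA (-1.61 and -1.55) closed both.

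Some calls, made here at an adjusted p under 0.1, also differ from the paper's statements. The paper called gene sets at a p under 0.05 and a q under 0.25. An adjusted p between 0.1 and 0.25 would fall under that q. This covers Ca2+ signaling genes in day 7 neurons and day 7 whole worms, and neuropeptide genes in day 1 neurons. For these the gap may lie in the threshold alone. The paper has Ca2+ signaling genes rise with O2 in day 7 neurons and fall in whole worms. In day 7 neurons they did not pass (adjusted p = 0.174 by camera with Benjamini-Hochberg adjustment), but did with fgsea (0.0245) and in 3 of 8 fits that left out 1 library, with the lowest adjusted p, 0.000518, without replicate 4 of the day 7 neuron samples at 21% O2. They rose in day 1 whole worms (median log2 change 0.37), as they do in the paper's supplement. The fall in day 7 whole worms did not pass, but did with fgsea (0.0497) and in 2 of 8 fits that left out 1 library, with the lowest adjusted p, 0.0239, without replicate 4 of the day 7 whole-worm samples at 7% O2. The paper has neuropeptide and translation terms of the gene ontology change with O2 in day 1 neurons, and those terms were not analysed here. The family of neuropeptide genes did not pass (0.142), but did with fgsea (4.27e-06) and in 3 of 8 fits that left out 1 library, with the lowest adjusted p, 0.0135, without replicate 4 of the day 1 neuron samples at 7% O2. The curated translation set did not pass under any setting run, while ribosomal protein genes did pass (1.74e-06).

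The paper has delayed primary response genes and Ca2+ signaling genes fall with age in low-activity neurons and not in high-activity ones. Both sets fell at 21% O2 as well (adjusted p = 0.0144 and 1.04e-06 by camera with Benjamini-Hochberg adjustment). A lower share of neuron RNA in day 7 sorted samples was not tested as the cause of these falls. The paper has oxidative stress genes rise with age in high-activity neurons alone, and here the rise also passed at 7% O2 (0.0657). The paper has MetaWorm genes that fall with age do so in neurons. They did not pass at 21% O2 (0.338) except with fry (0.00416), nor at 7% O2 (0.931).

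The paper names kdin-1, skn-1 and cfp-1 as changed by activity on day 7. None passed here (adjusted p = 0.132, 0.843 and 0.262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For kdin-1 and cfp-1, no filter, DESeq2 and both models of all 32 libraries called them, and DESeq2 on the 2 groups, chosen after seeing the values, called all 3. Leaving out replicate 3 of the day 7 neuron samples at 21% O2 (3.06) also called kdin-1. Of the 11 genes of day 1, gcy-25, dyf-7, cebp-1, unc-86, ccb-1 and sol-1 did not pass. The 2 groups alone in edgeR, and in DESeq2, the latter chosen after seeing the values, called all 6. No filter called 5, all but sol-1, as did all 32 libraries in 1 DESeq2 model. DESeq2 called gcy-25, dyf-7 and cebp-1, all 32 libraries in 1 edgeR fit cebp-1 and ccb-1, and RLE and a minimum of 1 CPM cebp-1, as did leaving out replicate 1 of the day 1 neuron samples at 7% O2 (-2.25). The paper has skn-1 unchanged with age at 21% O2, where it passed here (-1.37, adjusted p = 0.0547 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass with RLE, DESeq2, no filter, a minimum of 1 CPM, an adjusted p under 0.05 or the replicate block, nor, chosen after seeing the values, without genes that overlap ribosomal RNA. Nor did it pass when any of 5 of 8 single libraries was left out.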

Other observations

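The tests on the share of neuron RNA in this part were chosen after the results they concern had been seen. The counts of splits were planned before they were run, and those with DESeq2 on the 2 groups use a setting that was chosen after seeing the values.

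In each comparison the 8 libraries were split into 4 and 4 in the 35 ways there are, the real one included. For neurons against whole worms, 1 split gave as many genes as the real one at 21% O2 on day 1, 1 at 7% O2 on day 1, 1 at 21% O2 on day 7 and 1 at 7% O2 on day 7, which is the real split alone. The same held for age, with 1 and 1 in neurons at 21% and 7% O2 and 1 and 1 in whole worms. For O2 levels, 5 splits gave as many in day 1 neurons, 2 in day 7 neurons, 7 in day 1 whole worms and 1 in day 7 whole worms. With DESeq2 on the 2 groups, in the same order, the counts were 8, 2, 2 and 3.

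In simulated data DESeq2 called 60 genes in neuron libraries in a comparison with no change and 1 in whole-worm libraries, where edgeR called 0 in both. These data were drawn a single time for each sample type from the spread that edgeR estimated, so they may favour edgeR. Among calls in a comparison with changed genes, 43.6% were false with DESeq2 and 4.3% with edgeR in the neuron libraries.

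The genes gcy-32, gcy-34, gcy-35 and gcy-36 fell 21.1-fold with age in the sorted samples at 21% O2 and 34.3-fold at 7% O2. A fall of these transcripts in the neurons of the animals as the whole cause is argued against by whole worms, where the log2 ratio of their sum over both O2 levels was 0.28. The levels differed there, with a fall from 5.5 to 3.88 CPM at 21% O2 and a rise from 3.2 to 6.66 at 7% O2, from only 12 to 77 counts per library, so a smaller fall in the neurons is not ruled out. A lower share of the RNA of these neurons in day 7 sorted samples is a candidate explanation, since genes of all neurons fell by 2.75 on the log2 scale at 21% O2. That share is not the same for every gene: gcy-37 relative to these 4 genes rose by 2.57 within libraries (two-sided exact permutation test, p = 0.000155, the smallest that 12870 splits can give). A rise of gcy-37 with age in the animals is a candidate explanation, since in whole worms it rose by 1.28 on the log2 scale over both O2 levels (two-sided exact permutation test, p = 0.00124), from 24 to 144 counts per library. Which cells the rise comes from, and whether the transgene with its promoter takes part, was not tested.

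Published genes of O2-sensing neurons summed to more in day 7 than in day 1 whole worms, with log2 ratios of 0.53 at 21% O2 and 0.44 at 7% O2 (two-sided exact permutation test, p = 0.0286 for each, the smallest 4 against 4 samples can give).

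The sets of O2 sensing, delayed primary response and neuropeptide genes were higher at 21% O2 in day 7 neurons by camera. Whether a larger share of neuron RNA in those libraries is enough for this was tested on their neuron-enriched genes, which are 22 of 23 tested O2 sensing genes, 23 of 47 delayed primary response genes and 58 of 82 neuropeptide genes. Their median log2 fold changes were 0.28, 0.68 and 0.65, against 0.28, 0.32 and 0.55 over the whole sets. The more a gene was enriched in day 1 neurons at 21% O2, the higher it tended to be, with a median of -0.06 in the least and 0.72 in the most enriched of 10 classes of genes. Of 10000 random lists drawn from the same classes, 88.0%, 10.7% and 22.2% had as high a median, so a larger share of neuron RNA may account for all 3 sets. Lists drawn from all neuron-enriched genes, whatever their enrichment, gave 34%, 1.87% and 0.15%. An effect of O2 on these genes in the neurons stays open.

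Between the ages of sorted samples, log2 ratios of summed CPM at 21% and 7% O2 were -3.50 and -3.55 for O2-sensing neurons, -3.48 and -4.31 for touch neurons, 4.21 and 4.59 for epidermis, 1.94 and 2.19 for intestine, -0.01 and -0.16 for body wall muscle, 0.31 and -0.90 for pharynx, 0.50 and -1.01 for germline, 0.36 and -2.13 for coelomocytes and -0.52 and -1.33 for glia. With 1 library left out the sign at 21% O2 was reversed for pharynx (-0.53 without replicate 3 of the day 7 neuron samples at 21% O2) and germline (-0.57 without replicate 4 of that group), and for body wall muscle it was reversed at both O2 levels. The sperm genes summed to 4.62 CPM in day 1 and 3.09 in day 7 sorted samples at 21% O2. These means rest on single libraries, with 14.8 CPM in replicate 2 of day 1 and 9.5 in replicate 3 of day 7. With 1 library left out their log2 ratio ran from -2.28 to 1.34. Touch neuron genes were among those highest in day 1 sorted samples, at 16554 CPM against 103 in whole worms at 21% O2.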
